# Heat shock factor 1 promotes proliferation and chemoresistance in diffuse large B-cell lymphoma by enhancing the cell cycle and DNA repair

**DOI:** 10.1038/s41419-025-07843-2

**Published:** 2025-07-17

**Authors:** Yu Fang, Liang Cheng, Ming Huang, Yi Cao, Qihua Zou, Jun Cai, Yuchen Zhang, Yi Xia, Huiqiang Huang, Xu Chen, Qingqing Cai

**Keywords:** B-cell lymphoma, Chemotherapy

## Abstract

Diffuse large B-cell lymphoma (DLBCL) is commonly treated with R-CHOP (rituximab, cyclophosphamide, doxorubicin, vincristine, and prednisone), but up to 40% of patients have refractory or relapsing disease and show unsatisfactory responses to salvage treatment. Heat shock factor 1 (HSF1) regulates the transcription of a group of oncogenes, promoting chemoresistance and representing a promising therapeutic target. However, the role and mechanism of HSF1 in DLBCL remain unknown. In this study, we discovered that the overexpression of HSF1 was correlated with unfavorable treatment response and poor prognosis in patients with DLBCL. Inhibition of HSF1 via shRNA or DTHIB, a pharmacological inhibitor of HSF1, inhibited cell proliferation and increased chemosensitivity to vincristine and doxorubicin both in vitro and in vivo. Mechanistically, we revealed that genes related to the cell cycle, DNA repair, and p53 signalling pathways, including CCNB1, CCNE2, E2F2, and XRCC2, were directly regulated by HSF1 in a protein arginine methyltransferase 5 (PRMT5) -dependent manner. These findings demonstrated that the significant transcriptional regulator HSF1 promoted cell proliferation and chemoresistance in DLBCL. Targeting HSF1 may serve as a promising therapeutic strategy that enhances the antitumor effects of chemotherapy in DLBCL.

## Introduction

Diffuse large B-cell lymphoma (DLBCL) is the most prevalent type of lymphoma [1]. The integration of rituximab, an anti-CD20 monoclonal antibody, with the CHOP regimen (cyclophosphamide, doxorubicin, vincristine, and prednisone [R-CHOP]) has significantly improved patient outcomes [2, 3]. While the majority of patients can be cured with R-CHOP, ~15% of patients exhibit refractory disease, and 20–25% experience relapse after an initial response [4, 5]. Numerous strategies have been tested in randomized trials to increase the efficacy of R-CHOP, including intensifying chemotherapy [6–8] or rituximab [9], using second-generation anti-CD20 monoclonal antibodies [10], adding maintenance therapy [11, 12], or incorporating novel agents [13, 14]; however, these trials have not resulted in significant improvements [4, 15]. Recently, the R-CHP regimen combined with the anti-CD79b antibody‒drug conjugate Polatuzumab Vedotin demonstrated superior progression-free survival (PFS) compared with R-CHOP in the POLARIX phase III trial. However, there were no significant differences in overall response rates, including complete response (CR) and partial response (PR) rates, or in overall survival (OS) [16]. Therefore, identifying novel prognostic indicators and therapeutic targets for DLBCL is clinically valuable for enhancing treatment efficacy and survival outcomes.

Heat shock transcription factors (HSFs) and heat shock proteins (HSPs) were originally identified for their role in maintaining proteome stability under environmental stress [17]. These proteins have also been shown to be overexpressed in many cancers, including bladder cancer, breast cancer, and intrahepatic cholangiocarcinoma, and are exploited by cancer cells to promote growth, survival, and metastasis [18, 19]. In DLBCL cells, HSP90 has been shown to interact with BCL6, stabilizing both BCL6 mRNA and protein and forming complexes with BCL6 at its target promoters. HSP90 inhibitors induce cell death in DLBCL, a process dependent on the transcriptional repression of BCL6 [20]. These findings suggest that HSPs may play a crucial role in the progression of DLBCL.

Heat shock factor 1 (HSF1) is a key regulator among HSFs [21]. Recent studies indicate that HSF1 also plays a compelling pro-oncogenic role by directing transcriptional programs that regulate oncogene expression instead of HSPs [22, 23]. HSF1 is involved in cell survival, proliferation, metabolism, and protein synthesis in various malignancies [22–24]. Array-based comparative genomic hybridization analysis revealed recurrent gains of chromosomal segments, including HSF1, in newly diagnosed canine DLBCL, suggesting a potential link between HSF1 expression and DLBCL onset [25]. However, whether and how HSF1 is involved in DLBCL, especially in chemoresistance, remain largely unknown.

In this study, we first revealed the clinicopathological relevance and roles of HSF1 in DLBCL. We then verified the pharmacological impact of Direct Targeted HSF1 Inhibitor (DTHIB) in enhancing cell proliferation and chemosensitivity in DLBCL. Finally, we elucidated the mechanisms by which HSF1 plays an oncogenic role through the transcriptional activation of target genes via interactions with PRMT5. The aim of this study was to facilitate the transition from in vitro and in vivo findings to preclinical and clinical trials for DLBCL treatment.

## Materials and methods

### Clinical samples

This study retrospectively collected clinical and survival data from 196 patients pathologically diagnosed with DLBCL at Sun Yat-sen University Cancer Center (SYSUCC) between January 2006 and December 2016. All included patients received first-line R-CHOP treatment. Additionally, formalin-fixed, paraffin-embedded (FFPE) primary DLBCL specimens from these patients were obtained. The project was approved by the institutional review board of SYSUCC (B2020-034). All specimens were acquired with written informed consent. The basic clinicopathological information is presented in Table S1.

### GEO data mining

Gene expression and clinical data from DLBCL patients were obtained from two Gene Expression Omnibus (GEO) datasets (GSE10846 and GSE117556). Patients with R-CHOP as first-line treatment, complete clinicopathological data and follow-up information were included in the Student’s *t* test and Kaplan‒Meier analysis. The basic clinicopathological features of the patients are listed in Table S2.

### Immunohistochemistry (IHC) and scoring

IHC staining was performed on FFPE tissue as previously described [26]. The specimens were first dewaxed and rehydrated and then incubated with protease K at 37 °C for 15 min to retrieve antigens. Endogenous peroxidase activity was blocked by treating the specimens with a 3% H_2_O_2_ solution for 10 min at 25 °C. Next, the specimens were incubated with primary antibodies overnight at 4 °C. The antibodies used to assess protein expression in the tissue samples are detailed in Table S3. After three washes with PBS, the specimens were incubated with biotinylated secondary antibodies for 1 h at 25 °C, after which color development was performed via DAB solutions (ZSGB-BIO, Beijing, China). Finally, the tissues were counterstained with hematoxylin.

IHC analyses were performed as previously described [26]. Two pathologists independently quantified HSF1 and PRMT5 expression in the specimens via a staining scoring system. Briefly, the staining intensity was rated as negative (0), weak (1), medium (2), or strong (3) (Fig. S1). A composite score ranging from 0 to 300 was calculated by multiplying the staining intensity by the percentage of stained cells. Cases were classified as low (score < 90) or high (score ≥ 90) expression levels of HSF1 or PRMT5. Images were captured with a Nikon ECLIPSE Ti microscope system (Tokyo, Japan) and analysed via Nikon software.

### Cell culture

The human DLBCL cell lines SU-DHL-2, SU-DHL-4, and SU-DHL-6 were purchased from BeNa Culture Collection (BNCC, Beijing, China). These cell lines were cultured in RPMI 1640 medium (Gibco, Carlsbad, California, USA) supplemented with 10% fetal bovine serum and 1% penicillin‒streptomycin at 37 °C with 5% CO_2_. They were tested negative for mycoplasma contamination and showed no misidentification or contamination with other cell lines after short tandem repeat (STR) authentication (IGE Biotechnology, Guangzhou, Guangdong, China).

### Stable HSF1-knockdown cell lines

The pLKO.1 TRC cloning vector was used to create short hairpin RNAs (shRNAs) targeting HSF1, PRMT5, or a negative control. The sequences for all the shRNAs are provided in Table S4. Lentivirus production and infection followed the procedures outlined in our previous study [26]. The plasmids were mixed with X-tremeGENE (Invitrogen, Carlsbad, CA, USA) and incubated at 25 °C for 20 min. The mixture was then added to the cells and incubated for 24–48 h. To produce lentiviruses, HEK-293T cells were transfected with PMD2. G (IGE), psPAX2 (IGE), and stably silenced vectors via X-tremeGENE. After a 48-h incubation period, the lentiviruses were collected, filtered, and concentrated. The target cells were then infected with the viruses in the presence of polybrene (IGE) and subsequently selected with puromycin.

### Real-time quantitative PCR (qRT‒PCR)

Total RNA was extracted from cells via TRIzol Reagent (Takara, Kusatsu, Shiga, Japan) according to the manufacturer’s instructions. Reverse transcription was carried out with the PrimerScript RT‒PCR Kit (Takara). Quantitative RT‒PCR was performed via a SYBR Green PCR kit (Vazyme, Nanjing, Jiangsu, China) on a LightCycler 480 system. The mRNA levels were quantified via the 2^-ΔΔCt^ method, with GAPDH serving as the internal control. The primer sequences are listed in Table S5.

### Western blotting assay and antibodies

Western blotting was performed following the methods described in our previous study [27]. The primary antibodies targeting HSF1, PRMT5, Cyclin B1, Cyclin E2, XRCC2, E2F2, MCM2, PCNA, p21, CDK2, Bcl-2, Caspase-3, Cleaved Caspase-3, PARP, Cleaved PARP and GAPDH are listed in Table S3. After incubation with primary antibodies, the membranes were incubated with the corresponding secondary antibodies. The protein bands were detected using enhanced chemiluminescence.

### Cell proliferation assays

Cell viability was measured using a Cell Counting Kit-8 (CCK8) assay. Briefly, 1 × 10^5^ cells were planted in 96-well culture plates and incubated with 20 μL of CCK8 reagent (APExBIO, Houston, Texas, USA) for 2 h. The formazan absorbance was then measured at 450 nm.

The cell cycle analysis was performed using the Cell Cycle Detection Kit (KGA512, KeyGEN, Nanjing, Jiangsu, China). DLBCL cells were collected, fixed with 70% cold ethanol at 4 °C overnight, and subsequently stained with PBS containing 50 μg/mL propidium iodide (PI) and 100 μg/mL RNase A for 30 minutes. Data were acquired via a FACS Vantage flow cytometer (BD Biosciences, San Jose, California, USA) and analysed with FlowJo software.

### Apoptosis analysis

Apoptosis analysis was carried out using the Annexin V-FITC/PI Apoptosis Detection Kit (KGA107, KeyGEN). DLBCL cells were harvested and stained with FITC-annexin V and PI, followed by flow cytometry analysis (BD Biosciences). Additionally, the TUNEL assay was performed using the In Situ Cell Death Detection Kit (Vazyme, Nanjing, Jiangsu, China), as described in previous studies [28].

### Chemosensitivity assay and drug synergistic effect calculations

DLBCL cells were exposed to various concentrations of DTHIB (Selleck Chemicals, Shanghai, China; 0, 1, 2, 4, 6, 8, or 12 μM), vincristine (Selleck; 0, 0.1, 0.2, 0.3, 0.4, 0.5, 1, or 2 nM), or doxorubicin (Selleck; 0, 0.03, 0.06, 0.125, 0.25, 0.5, or 1 μM) for 48 h. Cell viability was assessed using the CCK8 assay. IC_50_ values and dose‒response curves were calculated using GraphPad Prism 8. To evaluate the synergistic effects of DTHIB with vincristine or doxorubicin, DLBCL cells were treated with each drug individually or in combination, and viability was measured by CCK8 assay. The combination index (CI) was determined with CalcuSyn software (Biosoft), with a CI < 1.0 indicating a synergistic effect [29].

### RNA sequencing analysis

Total RNA was extracted from SU-DHL-2 or SU-DHL-6 cells treated with DMSO or DTHIB (8 μM) for 36 h using TRIzol reagent (Invitrogen). Library construction and sequencing were performed by Annoroad Gene Technology (Beijing, China). Sequencing was carried out on an Illumina NovaSeq 6000 platform, which produced 100 bp paired-end reads. All primary data in RNA sequencing (RNA-seq) analysis have been uploaded to the Gene Expression Omnibus (GSE295838).

### Chromatin immunoprecipitation (ChIP)

ChIP assays were performed following the manufacturer’s protocol (Thermo, Waltham, Massachusetts, USA) as previously described [26]. Briefly, after transfecting cells with HSF1 or PRMT5 shRNA or control shRNA, or treating them with DTHIB or DMSO for 48 h, DLBCL cells were crosslinked with 1% formaldehyde and then neutralized with glycine. The cells were lysed, sonicated, and incubated with anti-HSF1, anti-RNA polymerase II antibodies or with the negative control, IgG (Table S3) at 4 °C overnight. The chromatin‒antibody complexes were subsequently incubated with magnetic beads on ice for 2 h and collected. The beads were washed three times, and the DNA was purified using phenol-chloroform extraction followed by ethanol precipitation. The primers used for ChIP‒qPCR are listed in Table S6.

### Co-immunoprecipitation (Co-IP) and mass spectrometry (MS) analysis

Co-IP was carried out as described in our previous studies [26]. We examined the interaction between endogenous HSF1 and PRMT5 in wild-type SU-DHL-2, SU-DHL-4, and SU-DHL-6 cells. Briefly, nuclear extracts from the cells were incubated with anti-HSF1, anti-PRMT5, or control IgG (Table S3) at 4 °C overnight, followed by treatment with A/G magnetic beads at 25 °C for 2 h. Immunoreactive proteins in the lysates were analysed via western blotting. MS analysis was conducted at the Bioinformatics and Omics Center of Sun Yat-Sen Memorial Hospital.

### Xenograft tumor studies

All animal procedures in this study were approved by the Sun Yat-sen University Institutional Animal Care and Use Committee, with the approval number SYSU-IACUC-2021-000371. NOD-SCID mice, aged four weeks, were obtained from Beijing Vital River Laboratory Animal Technology, Beijing, China. For experiments involving HSF1 knockdown in combination with vincristine or doxorubicin, 1 × 10^7^ SU-DHL-6 cells stably transfected with either sh-control or sh-HSF1 were injected subcutaneously into the right flank of the randomized mice. After 10 days, the mice with sh-HSF1 or sh-control xenografts were randomly assigned to three treatment groups: vincristine (2 mg/kg), doxorubicin (2 mg/kg), or PBS. For the experiments combining DTHIB with vincristine or doxorubicin, 1 × 10^7^ wild-type SU-DHL-6 cells were injected subcutaneously into the right flank of the randomized mice, and the mice with xenografts were randomly divided into six groups: (1) Control group, which was treated with PBS every 3 days; (2) DTHIB group, which was treated with DTHIB at 5 mg/kg every 3 days; (3) Vincristine group, which was treated with vincristine at 2 mg/kg every 3 days; (4) Doxorubicin group, which was treated with doxorubicin at 2 mg/kg every 3 days; (5) Combination group 1, which was treated with DTHIB and vincristine every 3 days; and (6) Combination group 2, which was treated with DTHIB and doxorubicin every 3 days. Treatments were continued for three weeks. Tumor volumes were measured every 3 days, and tumors were surgically excised following the euthanasia of the mice. Finally, the tumors were fixed in 4% paraformaldehyde and embedded in paraffin. No statistical method was used to predefine the sample size for the mouse experiments; the sample size was determined based on prior experimental experience. During the experiments, the investigator was blinded to group allocation to minimize potential bias.

### Statistical analysis

All the statistical analyses were conducted using GraphPad Prism 8.0 software. For two-group comparisons, a two-tailed Student’s *t* test was used, whereas for multiple group comparisons, two-way ANOVA followed by Dunnett’s test was used. The correlations between HSF1 expression and clinicopathological variables were evaluated using Pearson’s chi-square test and the correlations between two variables were analyzed via Spearman’s correlation analysis. Survival rates were analysed with Kaplan‒Meier analysis and the log-rank test. Cox proportional hazard regression models were employed to calculate survival hazard ratios and 95% confidence intervals. All statistical tests were two-sided. Data from at least three independent experiments are presented as the means ± SDs, and differences were considered statistically significant at *p* < 0.05.

## Results

### High expression of HSF1 was associated with unfavorable treatment response and poor prognosis in DLBCL patients

To determine the clinical relevance of HSF1 in DLBCL, we analysed HSF1 expression in 196 archived FFPE DLBCL tissue samples from SYSUCC using immunohistochemistry. We assessed the association between HSF1 expression and the treatment response to first-line R-CHOP therapy. Our results revealed that HSF1 expression was significantly elevated in tissues from patients with progressive disease (PD) after first-line chemotherapy and decreased as the treatment response improved (Fig. 1A). Specifically, HSF1 levels were notably higher in patients who achieved non-CR than in those who achieved CR (Fig. 1B). Furthermore, HSF1 overexpression was significantly associated with unfavorable clinical features, including advanced stage and high International Prognostic Index (IPI) scores (Fig. 1C, D). Kaplan-Meier analysis revealed that high HSF1 expression was associated with shorter PFS in both the SYSUCC cohort and the GSE117556 cohort (Fig. 1E, F) and with decreased OS in the SYSUCC cohort (Fig. 1G). In a subgroup analysis of patients with adverse clinical profiles, such as those with an IPI score of 3–5, high HSF1 levels were linked to poor PFS in the SYSUCC and GSE117556 cohorts (Fig. 1H, I). For patients with advanced-stage disease, high HSF1 expression was similarly associated with worse PFS in the GSE117556 cohort (Fig. 1J) and with poorer OS in the GSE10846 cohort (Fig. 1K). Univariate Cox regression analysis confirmed that high HSF1 expression was significantly associated with an increased risk of disease progression and overall mortality (Tables S7-8). Overall, these findings indicate that HSF1 overexpression is associated with unfavorable treatment responses and poor prognosis, suggesting its potential as a clinical biomarker for DLBCL.

**Fig. 1:**
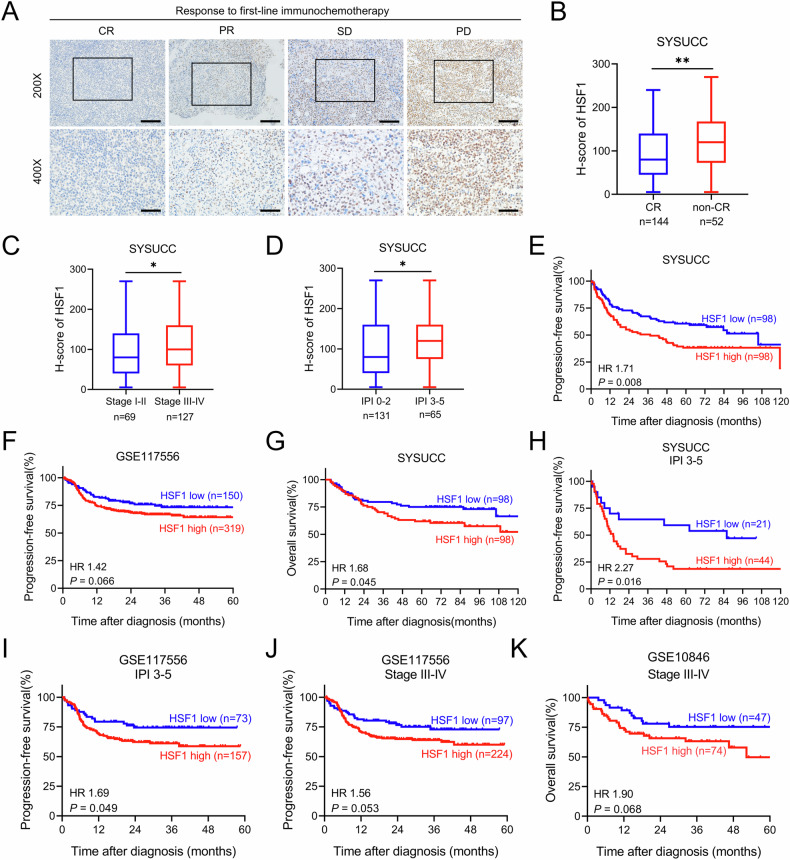
High HSF1 expression is correlated with poor therapeutic response and survival prognosis in DLBCL patient cohorts. **A** Representative IHC images of HSF1 in DLBCL patients with the best response of complete response (CR), partial response (PR), stable disease (SD) and progressive disease (PD) after first-line R-CHOP treatment. Scale bars in 200×: 100 μm; scale bars in 400×: 50 μm. **B** Comparison of HSF1 expression between patients who achieved CR and those who did not achieve CR after first-line R-CHOP treatment. **C** Comparison of HSF1 expression between patients with early-stage disease and those with advanced-stage disease. **D** The expression of HSF1 in patients with an IPI of 0–2 point or 3–5 point. **E**, **F** Kaplan‒Meier curves for progression-free survival of patients in the SYSUCC and GSE117556 cohorts. **G** Kaplan‒Meier curves for overall survival of patients in the SYSUCC cohort. **H**, **I** Kaplan‒Meier curves for progression-free survival of patients in the IPI 3–5 subgroups of the SYSUCC and GSE117556 cohorts. **J** Kaplan‒Meier curves for progression-free survival of patients in the advanced-stage subgroup of the GSE117556 cohort. **K** Kaplan‒Meier curves for overall survival of patients in the advanced-stage subgroup of the GSE10846 cohort. *p < 0.05, **p < 0.01.

### HSF1 knockdown inhibited proliferation, and enhanced apoptosis and sensitivity to vincristine and doxorubicin in DLBCL in vitro

To investigate the function of HSF1 in DLBCL, we established HSF1-knockdown SU-DHL-2, SU-DHL-4, and SU-DHL-6 cell lines and confirmed the knockdown efficiency using western blotting (Fig. 2A). The CCK8 assay revealed a significant decrease in cell proliferation following HSF1 silencing (Fig. 2B). Additionally, flow cytometry analysis revealed that HSF1 knockdown increased the percentage of cells in the G0/G1 phase and decreased the percentage in the S phase (Fig. 2C–F). These results suggest that HSF1 promotes cell proliferation by regulating the G1/S phase transition.

**Fig. 2:**
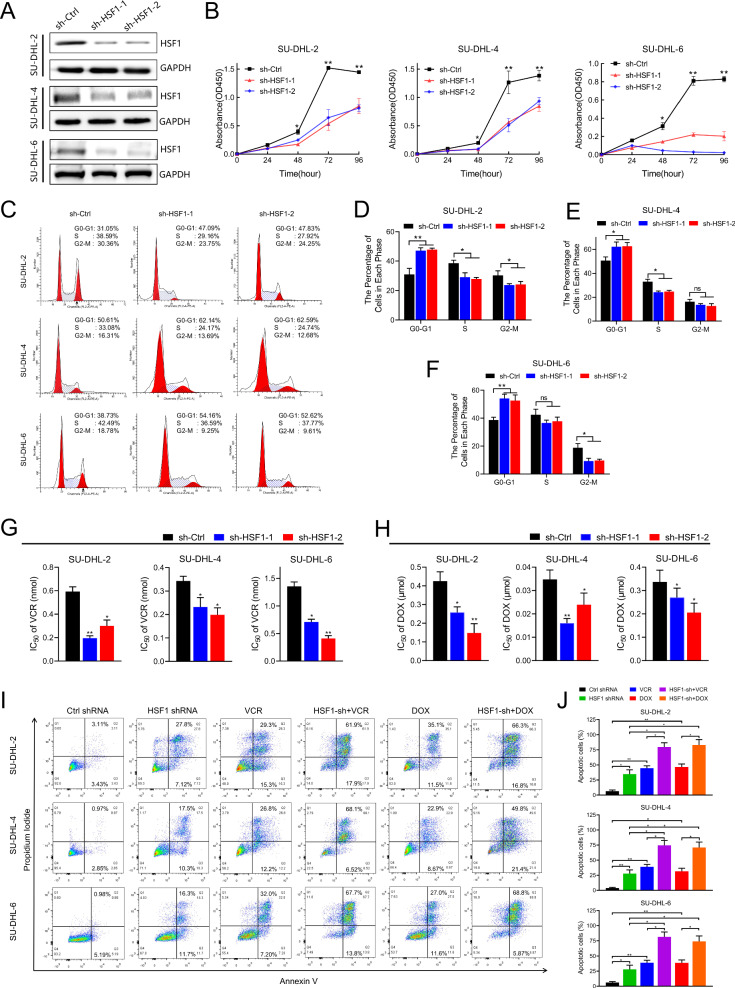
HSF1 knockdown inhibited proliferation, and enhanced apoptosis and sensitivity to vincristine and doxorubicin in DLBCL in vitro. **A** Western blotting analysis of HSF1 expression in HSF1-silenced cells and control cells. GAPDH was used as a control. **B** CCK8 assays of SU-DHL-2, SU-DHL-4 and SU-DHL-6 cells transfected with HSF1 or Ctrl shRNA. Representative images (**C**) and quantification (**D**–**F**) of cell cycle in SU-DHL-2, SU-DHL-4 and SU-DHL-6 cells transfected with HSF1 or Ctrl shRNA were analysed by flow cytometry. IC_50_ values of vincristine (**G**) and doxorubicin (**H**) in SU-DHL-2, SU-DHL-4 and SU-DHL-6 cells with HSF1 knockdown compared with those in the respective control cells. Images (**I**) and quantification (**J**) of cell apoptosis in DLBCL cells transfected with control or HSF1 shRNA and treated with vincristine or doxorubicin for 48 h. Statistical significance was evaluated by using a two-tailed *t* test or one-way ANOVA. The error bars indicate the standard deviations (SDs) of three independent experiments. *p < 0.05, **p < 0.01.

We then investigated whether silencing HSF1 could increase the chemosensitivity of DLBCL cells to vincristine or doxorubicin. Interestingly, CCK8 assays demonstrated that HSF1 depletion significantly increased the sensitivity of DLBCL cells to both vincristine and doxorubicin. The IC_50_ values for vincristine and doxorubicin were markedly lower in HSF1-knockdown cells than in control cells (Fig. 2G, H and Fig. S2). Moreover, the Annexin V/PI apoptotic assay revealed that the proportion of apoptotic DLBCL cells transfected with HSF1 shRNA was greater than that transfected with control shRNA, especially after treatment with vincristine or doxorubicin (Fig. 2I, J). We further validated the expression of key cell cycle and apoptosis-related proteins in HSF1-knockdown DLBCL cells. Consistently, HSF1 knockdown led to upregulation of p21 and downregulation of CDK2 (Fig. S3). Additionally, the levels of BCL2, Caspase-3 and PARP decreased following HSF1 knockdown, with a corresponding significant accumulation of cleaved Caspase-3 and cleaved PARP. These findings indicate that HSF1 is a crucial regulator of both proliferation and chemoresistance in DLBCL cells.

### HSF1 knockdown inhibited tumorigenesis and increased chemosensitivity to vincristine and doxorubicin in DLBCL in vivo

To further investigate the tumorigenesis-promoting and chemoresistance effects of HSF1 in vivo, we established subcutaneous xenograft mouse models (Fig. 3A). Stable HSF1 knockdown SU-DHL-6 cells (SU6-sh-HSF1) or control cells (SU6-sh-control) were injected subcutaneously into NOD-SCID mice. One week after inoculation, the mice bearing SU6-sh-HSF1 or SU6-sh-control xenografts were randomly assigned to treatment groups receiving PBS, vincristine, or doxorubicin, with tumors measured every three days. As shown in Fig. 3B–D, HSF1 knockdown resulted in slower tumor growth and lower tumor weights than those in the control group, with these effects being more pronounced in the vincristine and doxorubicin treatment groups than in the PBS group. Furthermore, the expression of the proliferation marker Ki67 was reduced, but the proportion of apoptotic cells was increased in tumors derived from HSF1-knockdown cells, particularly in the vincristine and doxorubicin treatment groups, compared with the respective control groups (Fig. 3E–H). Collectively, these data demonstrate that targeting HSF1 inhibits DLBCL cell growth and enhances sensitivity to vincristine and doxorubicin in vivo.

**Fig. 3:**
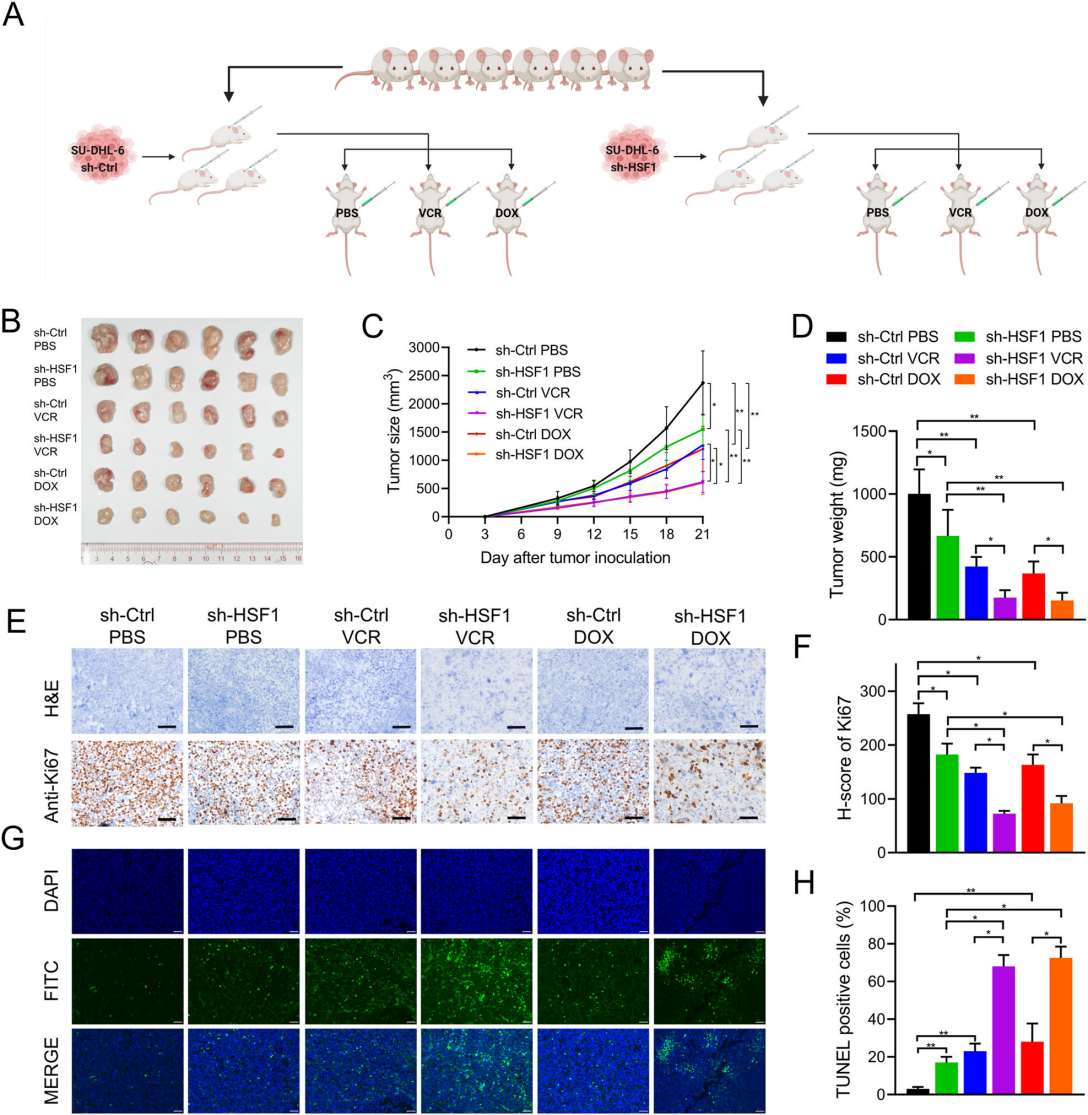
HSF1 knockdown inhibited tumorigenesis and increased chemosensitivity to vincristine and doxorubicin in DLBCL in vivo. **A** Schematic illustration of the establishment of the in vivo chemotherapy assay model. **B** Images of surgically dissected tumors in indicated groups. **C** The volume of tumors in indicated groups was measured every 3 days. The results are shown as the means ± SDs of the values (*n* = 6). **D** The weights of the tumors in indicated groups were measured after the tumors were surgically dissected. The results are shown as the means ± SDs (n = 6). Representative images (**E**) and H-scores (**F**) of Ki67 expression in tumors from indicated groups, as examined by IHC. Representative images of apoptosis in tumors (**G**) and the percentage of TUNEL-positive cells (**H**) in indicated groups. The scale bars in the IHC and TUNEL images represent 50 μm. *p < 0.05, **p < 0.01.

### The HSF1 inhibitor DTHIB suppressed proliferation and enhanced chemosensitivity in DLBCL cells

To evaluate the translational potential of HSF1, we examined the effects of DTHIB, a pharmacological inhibitor of HSF1, in DLBCL cells. CCK8 assays revealed that DTHIB treatment significantly reduced DLBCL cell viability in a dose-dependent manner (Fig. 4A, B). Flow cytometry analysis further revealed that DTHIB induced G0/G1 phase arrest in DLBCL cells (Fig. 4C, D).

**Fig. 4:**
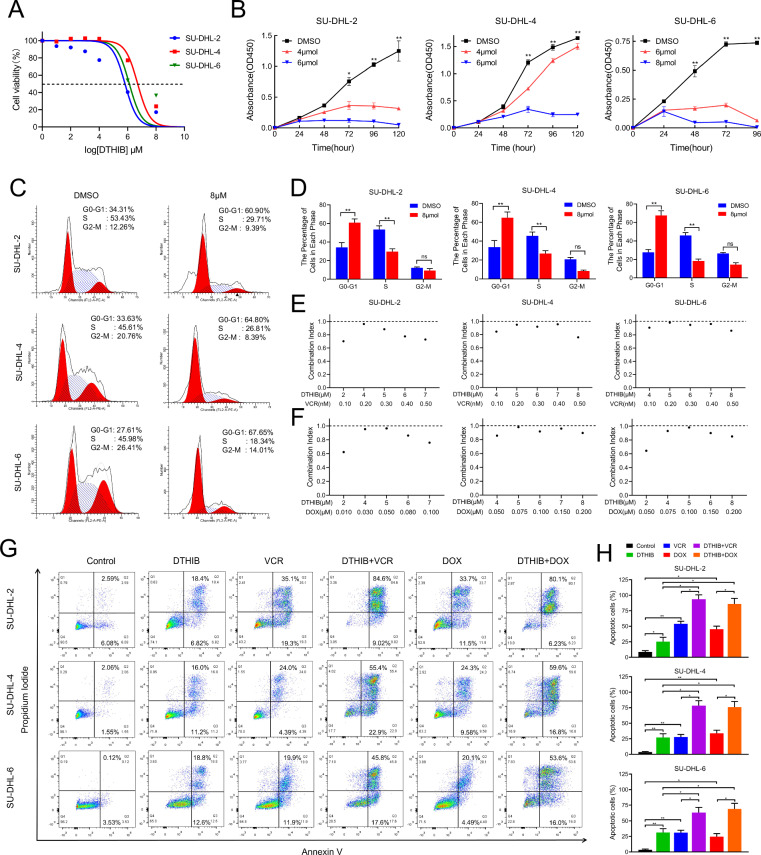
DTHIB suppressed proliferation and enhanced chemosensitivity in DLBCL cells. **A** Viability of SU-DHL-2, SU-DHL-4 and SU-DHL-6 cells under DTHIB treatment. Cells were treated with indicated concentrations of DTHIB for 48 h, and the viability was calculated via a CCK8 assay. Data are presented as means ± SDs of three independent experiments. **B** CCK8 assays of SU-DHL-2, SU-DHL-4 and SU-DHL-6 cells treated with DTHIB or DMSO at the indicated time points. Representative images (**C**) and quantification (**D**) of the cell cycle in SU-DHL-2, SU-DHL-4 and SU-DHL-6 cells treated with DTHIB or DMSO were analysed by flow cytometry analysis. Combination index (CI) of SU-DHL-2, SU-DHL-4 and SU-DHL-6 cells treated with a combination of DTHIB and vincristine (**E**) and a combination of DTHIB and doxorubicin (**F**). The CI was calculated via CalcuSyn software. A CI less than 1.0 indicates synergy between two drugs. Images (**G**) and quantification (**H**) of cell apoptosis in DLBCL cells treated with single agent or combination of DTHIB, vincristine and doxorubicin for 48 h. *p < 0.05, **p < 0.01.

To determine whether the combination of DTHIB with vincristine or doxorubicin could synergistically inhibit the viability of DLBCL cells, we calculated the combination index (CI) values using the Chou‒Talalay median-effect principle [29]. Interestingly, DTHIB demonstrated a synergistic effect with both vincristine and doxorubicin in inhibiting the viability of DLBCL cells (Fig. 4E, F and Fig. S4). Moreover, DTHIB reinforced the effects of vincristine and doxorubicin on inducing cell apoptosis in DLBCL cells (Fig. 4G, H). Consistently, DTHIB treatment resulted in significant alterations in key proteins involved in cell cycle regulation and apoptosis (Fig. S5). These results suggest that DTHIB not only inhibits proliferation but also enhances the chemosensitivity of DLBCL cells in vitro.

### DTHIB inhibited tumorigenesis and enhanced the efficacy of vincristine and doxorubicin in DLBCL in vivo

To further evaluate the pharmacological effects of DTHIB in vivo, wild-type SU-DHL-6 cells were injected subcutaneously into NOD-SCID mice (Fig. 5A). One week postinjection, the mice were randomly assigned to six groups and treated every three days with PBS, DTHIB alone, vincristine alone, doxorubicin alone, DTHIB combined with vincristine, or DTHIB combined with doxorubicin. As shown in Fig. 5B–D, DTHIB treatment significantly increased the sensitivity of DLBCL to vincristine and doxorubicin chemotherapy, as evidenced by reduced tumor volume and weight. Notably, compared with treatment with vincristine or doxorubicin alone, the combination of DTHIB with either vincristine or doxorubicin also led to a reduction in Ki67 expression and an increase in the proportion of apoptotic cells (Fig. 5E–H). Additionally, histological analysis with HE staining revealed no alterations in the kidney, liver, lung, or heart tissues in the DTHIB-treated groups (Fig. S6). Compared with the use of vincristine or doxorubicin alone, combining DTHIB with either doxorubicin or vincristine did not result in increased toxicity. Collectively, these data demonstrate that DTHIB is a promising anti-tumor agent and that combining DTHIB with vincristine or doxorubicin could be a novel strategy for the treatment of DLBCL.

**Fig. 5:**
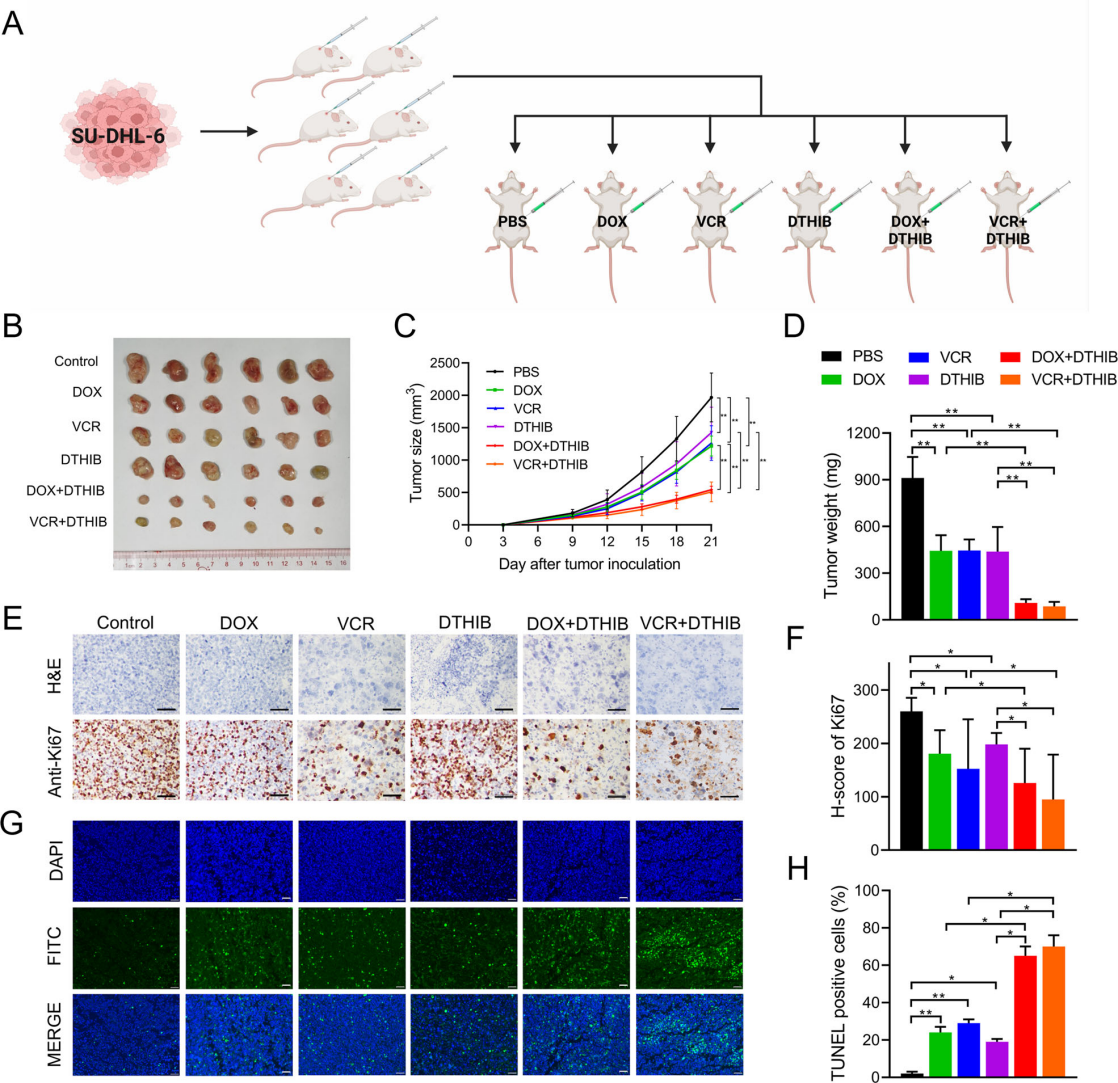
DTHIB inhibited tumorigenesis and enhanced the efficacy of vincristine and doxorubicin in DLBCL in vivo. **A** Schematic illustration of the establishment of the in vivo chemotherapy assay model. **B** Images of surgically dissected tumors in indicated groups. **C** The volume of tumors in indicated groups was measured every 3 days. **D** The weights of the tumors in indicated groups were measured after the tumors were surgically dissected. The results are presented as the means ± SDs (n = 6). **E**, **F** Representative images (**F**) and H-scores of Ki67 (**E**) in tumors from indicated groups. Representative images of apoptosis in tumors (**G**) and the percentage of TUNEL-positive cells (**H**) in indicated groups. The scale bars in the IHC and TUNEL images represent 50 μm. *p < 0.05, **p < 0.01.

### The target genes of HSF1 and DTHIB in DLBCL

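SU-DHL-2 and SU-DHL-6 are cell lines established from diffuse large B-cell lymphoma. RNA of both was sequenced after 36 h with DTHIB, a small molecule that binds HSF1, at 8 μM, or with the solvent DMSO. There was 1 library per cell line and treatment, 4 in all, and each cell line had its own DMSO control. The submitters' processing notes name bcl2fastq, HISAT2 and HTSeq, which demultiplex, align and count reads. The deposited files hold raw read counts per Ensembl gene. In SU-DHL-2 the counts summed to 28478425 with DMSO and 27233329 with DTHIB, and in SU-DHL-6 to 26194437 and 27749942. The files list 23513 genes for SU-DHL-2 and 23220 for SU-DHL-6, each with at least 2 counts over its pair of libraries, and 20146 genes stand in both. The processing notes name the build hg19 (GRCh37), but start and end equal those of GENCODE 29 on GRCh38 for 95.6% of the genes found there, so positions are given as in the files and read as GRCh38. The library kit, the selection of RNA and the strandedness are not given in the labels or in the paper's text. Whether reads of overlapping genes were told apart by strand can therefore not be checked. Counts of genes with near-identical copies may be mixed as well.

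With a single library per condition, no test within a cell line was possible, and differences inside a cell line have no replicate check. They are given as counts scaled to library size (CPM) and by TMM within the pair, as ratios of DTHIB to DMSO with an exact 95% interval that covers counting error only, and by a rule of size, at least 2-fold with 1 CPM added to both values. The cell line served as a block in edgeR's quasi-likelihood test across all 4 libraries. This leaves 1 residual degree of freedom, joined by 6.30 prior degrees of freedom borrowed across genes. Its p-values therefore set the mean change against a spread that is largely borrowed from other genes. They cover these 2 cell lines only, and a gene can pass although the size of its change differed between them. In a principal component analysis of log2 CPM, the first component (76.2% of the variance) separated the cell lines and the second (19.2%) separated DTHIB from DMSO in both.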

To further elucidate the mechanism of HSF1-mediated transcriptional regulation in DLBCL, we conducted transcriptomic sequencing on SU-DHL-2 and SU-DHL-6 cells treated with or without DTHIB (8 μM). 

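With DTHIB, genes of DNA replication and cell division fell and genes of the integrated stress response rose in both cell lines. Among 16597 genes tested, 637 fell and 594 rose across the cell lines (edgeR, adjusted p under 0.05). The genes ranked here passed the test, changed at least 2-fold in both cell lines and had at least 10 CPM in each, and stand by their mean log2 fold with 1 CPM added, so that larger edgeR folds of weakly expressed genes are left out. Among them the deepest fall was that of FAM111B (chromosome 11, 59107185 to 59127410), a protease gene of replicating cells. It went from 366 to 43.3 CPM in SU-DHL-2 and from 264 to 13.5 CPM in SU-DHL-6, a log2 fold change of -3.65 (standard error 0.34, adjusted p = 0.0073 from edgeR). UHRF1 (chromosome 19, 4903080 to 4962154), which maintains DNA methylation behind the replication fork, went from 269 to 80.1 CPM and from 284 to 22.6 CPM. ERCC6L, a helicase of mitotic chromosomes, went from 55.5 to 13.2 CPM and from 65.5 to 8.60 CPM. E2F2, RRM2, MCM10, FEN1, CLSPN, E2F8 and PCNA complete the 10 largest falls of this ranking. Its largest rise was that of ASS1 (chromosome 9, 130444929 to 130501274), an enzyme of arginine synthesis, from 0.476 to 44.5 CPM in SU-DHL-2 and from 2.90 to 177 CPM in SU-DHL-6, a log2 fold change of 6.18 (standard error 0.27, adjusted p = 0.00086 from edgeR). INHBE, SLC6A9, ADM2, BEST1, PIP5KL1, SYTL1, ERN1, CTH and CHAC1 complete its 10 largest rises, with log2 fold changes from edgeR of 5.20 to 4.06. ERN1, which encodes the stress sensor IRE1α, went from 16.7 to 140 CPM and from 4.63 to 187 CPM.

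Of 21 measured heat shock chaperones and co-chaperones, the classical targets of HSF1, 8 fell and none rose (14 fell when adjusted over the list alone). The 8 were HSPA8, HSP90AA1, HSPH1, DNAJA1, STIP1, AHSA1, FKBP4 and DNAJB1. HSP90AA1 (chromosome 14, 102080738 to 102139699) went from 2598 to 895 CPM in SU-DHL-2 and from 2264 to 424 CPM in SU-DHL-6 (log2 fold change -1.95, standard error 0.38, adjusted p = 0.0333 from edgeR). HSP90AB1 had a log2 fold change of -1.35 (standard error 0.42, adjusted p = 0.0952 from edgeR) and did not pass. Of 16 genes of cholesterol synthesis, 11 fell and none rose (13 fell when adjusted over the list alone), among them HMGCS1, with ratios of 0.277 (0.265 to 0.289) and 0.263 (0.252 to 0.275). Of 16 genes of the integrated stress response, the program of the transcription factor ATF4, 11 rose and none fell (15 rose when adjusted over the list alone). TRIB3 went from 38.9 to 381 CPM and from 38.9 to 461 CPM, and CEBPB from 4.25 to 37.9 CPM and from 9.38 to 80.1 CPM. Set against all other genes by camera, the adjusted p was 5.5e-08 for the chaperones, 4.7e-07 for cholesterol synthesis and 8.8e-10 for the stress response. Each of these calls was lost with an estimated in place of a preset correlation between genes (adjusted p = 0.601 with an estimated correlation from camera). A correlation cannot be estimated soundly from 1 residual degree of freedom, so this alternative cannot decide. The preset correlation therefore stays an unchecked assumption.

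**Figure D1:**
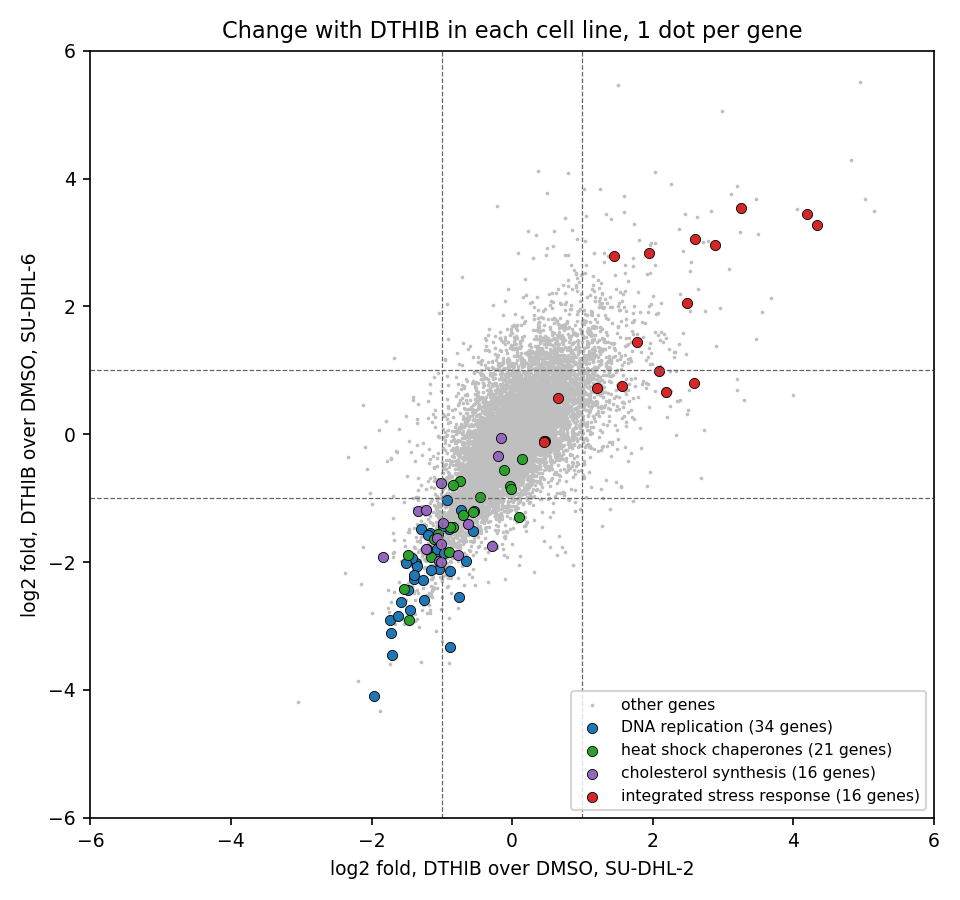
Log2 fold of CPM (1 CPM added), DTHIB over DMSO, in SU-DHL-2 (horizontal) and SU-DHL-6 (vertical) for 12811 genes expressed in both cell lines. Each dot is 1 gene, coloured dots are members of 4 gene lists and dashed lines mark 2-fold. All 34 DNA replication genes lie below 0 on both axes, and most stress response genes lie toward the upper right.

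By the rule of size, 310 genes were at least 2-fold lower in both cell lines, 8.25 times the 37.6 that independent lists would share. Of these, 298 also fell in edgeR's test. At least 2-fold higher in both were 338 genes, 6.5 times the 52 expected. Of the 339 genes that the authors' deposited tables call lower in both, 315 were tested here. All 315 had a negative log2 fold, 213 fell in edgeR's test and 208 were 2-fold lower in both by the rule of size.

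With scaling to library size alone, 440 genes fell and 796 rose in edgeR's test, so that the share of falls among the calls was 35.6% in place of 51.75%, and without the cell line as a block 0 passed (809 at an unadjusted p under 0.05 from edgeR). The summed counts of the mitochondrial rRNAs were 3.305 times those with DMSO in SU-DHL-2 and 3.112 times in SU-DHL-6, and without mitochondrial genes, an alternative added after the data were seen, 434 genes fell and 394 rose.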

We identified 340 genes that were downregulated in both DTHIB-treated SU-DHL-2 and SU-DHL-6 cell lines (Fig. 6A, B). Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses revealed that these differentially expressed genes were involved mainly in cell cycle regulation, DNA replication, DNA repair, and the p53 signaling pathway (Fig. 6C, D). 

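The GO annotation that the deposited tables carry was tested on the 637 genes that fell across both cell lines. The smallest p-value was that of cell division, with 77 of its 340 tested genes against 13.1 expected (Fisher's exact test, one-sided, adjusted p = 9.3e-35). By p-value DNA replication followed with 46 of 133 genes against 5.11 expected (adjusted p = 6.8e-29 from the same exact test). Mitotic nuclear division held 59 of 249, sister chromatid cohesion 35 of 82, the G1/S transition 34 of 83, DNA replication initiation 18 of 26 and DNA repair 41 of 206. Of 1592 terms of 10 to 500 genes, 105 passed at an adjusted p under 0.05, and all 10 terms shown in Fig. 6C were among them. Cholesterol biosynthetic process ranked 9th with 15 of 31 genes, and regulation of cellular response to heat 14th with 16 of 53. The term for cell cycle arrest after DNA damage through p53 class mediators held 10 of 42 genes against 1.61 expected (adjusted p = 1.0e-04 from the same exact test). Terms share genes and genes are not independent, so these p-values rank terms. The expected numbers rest on all 16597 tested genes, of which 12072 carry an annotation, against 576 of the 637. They are therefore too low for annotated genes. With annotated genes alone as background, an alternative added after the data were seen, 95 terms passed.

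Gene lists fixed before the data were examined showed the same groups gene by gene. Those of replication, cell cycle, nucleotide synthesis, repair and checkpoint together hold all genes of the qRT-PCR panel in Fig. 6E. The study picked that panel from these same libraries, so the results of these lists are not independent of its choice. Of 34 DNA replication genes, 29 fell in edgeR's test and none rose (34 fell when adjusted over the list alone). GMNN, the inhibitor of origin licensing, had a log2 fold change of -1.77 (standard error 0.22, adjusted p = 0.0175 from edgeR). GINS2, a part of the replicative helicase, had ratios of 0.377 (0.345 to 0.411) in SU-DHL-2 and 0.237 (0.215 to 0.261) in SU-DHL-6. Of 28 genes of G2/M and mitosis, 26 fell (28 over the list alone), CDC25B and CDC25C being the exceptions. KIF20A, a kinesin of cytokinesis, went from 98.1 to 28.2 CPM and from 138 to 24.7 CPM (log2 fold change -2.11, standard error 0.23, adjusted p = 0.0126 from edgeR), and CDK1 from 185 to 70.7 CPM and from 257 to 53.2 CPM. Of 20 genes of the G1/S step, 12 fell (14 over the list alone), including E2F8 (-2.46) and CDK2 (-1.34), and CCND2 rose, from 0.586 to 4.58 CPM and from 1.77 to 9.39 CPM. Of 15 genes of nucleotide synthesis, 10 fell (15 over the list alone), with RRM1 at 33.4% and 15.7% of its DMSO level and TK1 at 30.8% and 12.3%.

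Repair genes fell in part. Of 20 genes of homologous recombination and the Fanconi anemia pathway, 12 fell (20 over the list alone), among them EXO1 (-1.92) and HELLS (-1.44). Among the genes of base excision repair, UNG, FEN1, LIG1 and NEIL3 fell, the last named after its value was seen, and PARP1, XRCC1, LIG3, OGG1, APEX1 and POLB did not pass. Of 12 genes of the replication checkpoint, 4 fell, CHEK1, CLSPN, TIPIN and RAD1 (7 over the list alone). Among 22 targets of p53 none fell and 4 rose, SESN2, GDF15, TP53INP1 and PMAIP1 (9 rose over the list alone). SESN2, which ATF4 also induces, went from 18.7 to 166 CPM and from 36.3 to 223 CPM. GDF15, another gene with both inputs, had 0 counts with DMSO and 138 with DTHIB in SU-DHL-2 and 1 and 176 in SU-DHL-6. The camera test, run over all 30 lists, gave an adjusted p of 2.2e-17 for DNA replication, 1.8e-15 for mitosis, 4.5e-10 for homologous recombination, 4.1e-08 for nucleotide synthesis, 6.3e-05 for G1/S, 0.00036 for the checkpoint, 0.00060 for excision repair and 0.0748 for p53 targets. With an estimated correlation, the adjusted p was 0.601 for each of the first 7 and 0.714 for p53 targets, so no list passed. That estimate rests on 1 residual degree of freedom, too few to decide, and the preset correlation stays unchecked.

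**Figure D2:**
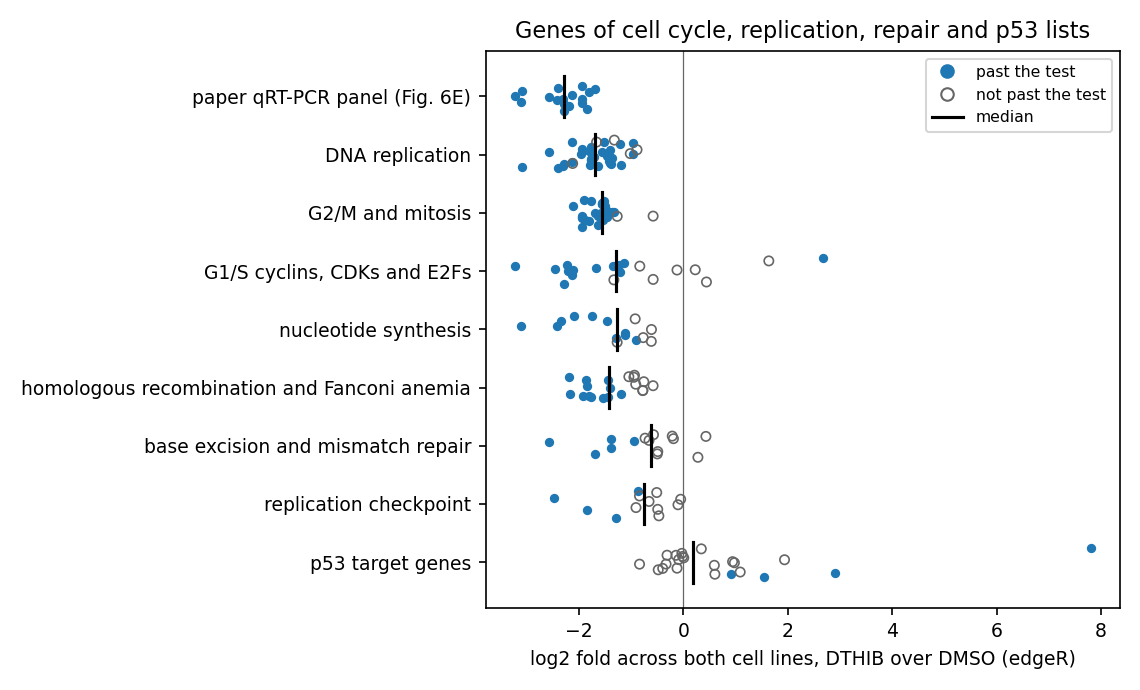
Log2 fold across both cell lines from edgeR (horizontal) for the genes of 9 lists, 1 circle per gene, filled where the adjusted p was under 0.05, with a line at each list's median. Members of the replication and mitosis lists all lie below 0, and the p53 target at the far right is GDF15, whose fitted fold rests on counts of 0 and 1 with DMSO.

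The KEGG pathways of Fig. 6D could not be tested, since the tables give KEGG orthology terms without pathways. From the GO and KEGG terms, the paper reasons that the differentially expressed genes belong mainly to the cell cycle, DNA replication, DNA repair and p53 signaling, and it takes genes of these groups into qRT-PCR.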

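All 17 genes of the qRT-PCR panel in Fig. 6E fell in the RNA-seq data across both cell lines (edgeR, adjusted p under 0.05). They were CDC25A, CDC45, CHEK1, CCNA2, CCNB1, CCNE2, MCM2, MCM4, MCM7, MCM10, RRM2, TYMS, UNG, FEN1, PCNA, E2F2 and XRCC2. In SU-DHL-2 they kept 18.6% (E2F2) to 41.1% (CHEK1) of their DMSO level, and in SU-DHL-6 4.81% (RRM2) to 23.7% (UNG). In all 17 the counting interval in SU-DHL-6 lay below that in SU-DHL-2, a comparison of single libraries that no test of the difference covers. The panel was picked by the study from these same libraries, so its direction, and the 17 that fell when adjusted over the list alone, are not independent evidence.

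E2F2 (chromosome 1, 23506430 to 23531220), a transcription factor of S-phase entry, went from 23.7 to 4.40 CPM in SU-DHL-2, a ratio of 0.186 (0.152 to 0.225), and from 116 to 7.10 CPM in SU-DHL-6, a ratio of 0.0610 (0.0529 to 0.0701). Its log2 fold change across the cell lines was -3.23 (standard error 0.39, adjusted p = 0.0175 from edgeR). RRM2 (chromosome 2, 10122328 to 10131419), a subunit of ribonucleotide reductase, went from 499 to 135 CPM and from 612 to 29.4 CPM, and MCM10 from 109 to 27.1 CPM and from 113 to 5.69 CPM. Among the cyclins, CCNB1 (chromosome 5, 69167010 to 69178245) went from 299 to 108 CPM and from 269 to 49.4 CPM, CCNA2 from 254 to 95.7 CPM and from 139 to 24.0 CPM, and CCNE2 (chromosome 8, 94879770 to 94896678) from 17.8 to 6.23 CPM and from 56.5 to 6.58 CPM. Their log2 fold changes were -1.93 (standard error 0.29), -1.94 (standard error 0.30) and -2.29 (standard error 0.39). XRCC2 (chromosome 7, 152644779 to 152676165), which acts in homologous recombination, went from 128 to 38.1 CPM and from 94.0 to 14.5 CPM (log2 fold change -2.19, standard error 0.27). FEN1, which trims Okazaki fragments, had ratios of 0.303 (0.291 to 0.316) and 0.0884 (0.0817 to 0.0955). UNG, the glycosylase that removes uracil from DNA, had ratios of 0.392 (0.368 to 0.418) and 0.237 (0.220 to 0.255). The helicase subunits MCM2, MCM4 and MCM7 had log2 fold changes of -1.81, -2.30 and -1.94, the sliding clamp PCNA -2.40 and the checkpoint kinase CHEK1 -1.85.

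The RNA of HSF1 itself (chromosome 8, 144291591 to 144314722) was at 99.8 CPM with DMSO and 110 CPM with DTHIB in SU-DHL-2, and at 103 and 108 CPM in SU-DHL-6 (log2 fold change 0.13, standard error 0.19, adjusted p = 0.700 from edgeR). PRMT5 (chromosome 14, 22920511 to 22929585) had ratios of 0.803 (0.743 to 0.868) and 0.486 (0.434 to 0.543) and did not pass across the cell lines (log2 fold change -0.65, standard error 0.24, adjusted p = 0.136 from edgeR).

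**Figure D3:**
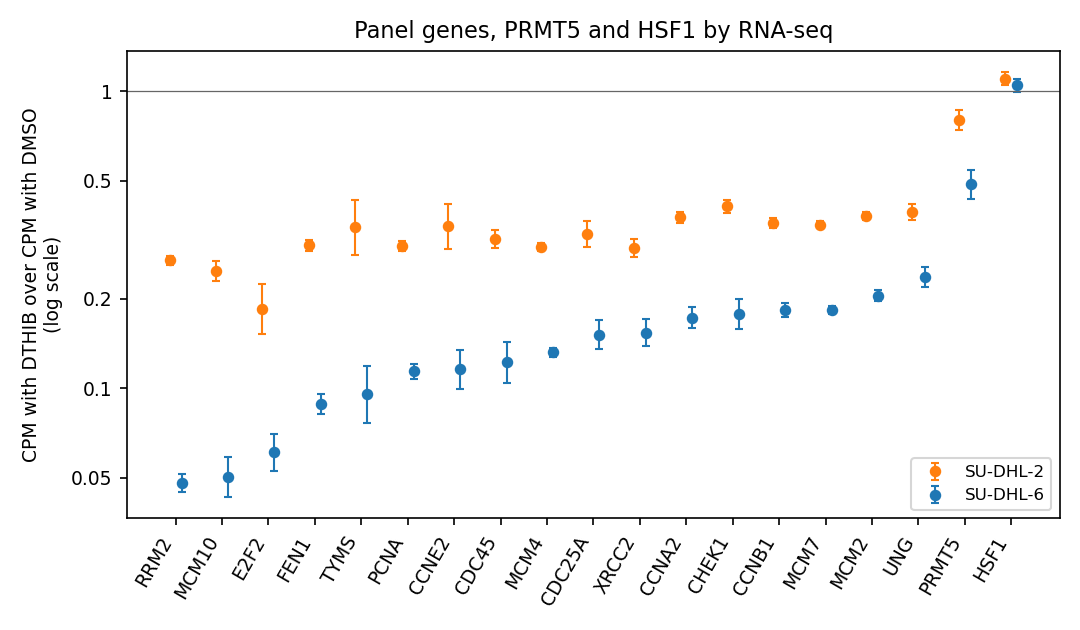
Ratio of CPM with DTHIB to CPM with DMSO on a log scale for the 17 panel genes, PRMT5 and HSF1 in SU-DHL-2 and SU-DHL-6, 1 pair of libraries each. Bars are exact 95% intervals for counting error. All panel genes lie below 1 in both cell lines, and HSF1 lies near 1.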

We then performed qRT‒PCR to validate the expression of target genes identified from the RNA-seq data. As shown in Fig. 6E, the expression of cell cycle-related genes (CCNB1, CCNA2, CCNE2, and E2F2), DNA repair-related genes (MCM2, XRCC2, FEN1, and UNG), and genes in the p53 signaling pathway (CHEK1 and RRM2) were significantly downregulated in DTHIB-treated cells. Similarly, these genes were also downregulated after HSF1 knockdown with two shRNAs (Fig. S7). Furthermore, western blotting analysis demonstrated that both DTHIB treatment and HSF1 knockdown reduced the protein expression levels of XRCC2, Cyclin E2, Cyclin B1, E2F2, MCM2, and PCNA (Fig. 6F and Fig. S8).

**Fig. 6:**
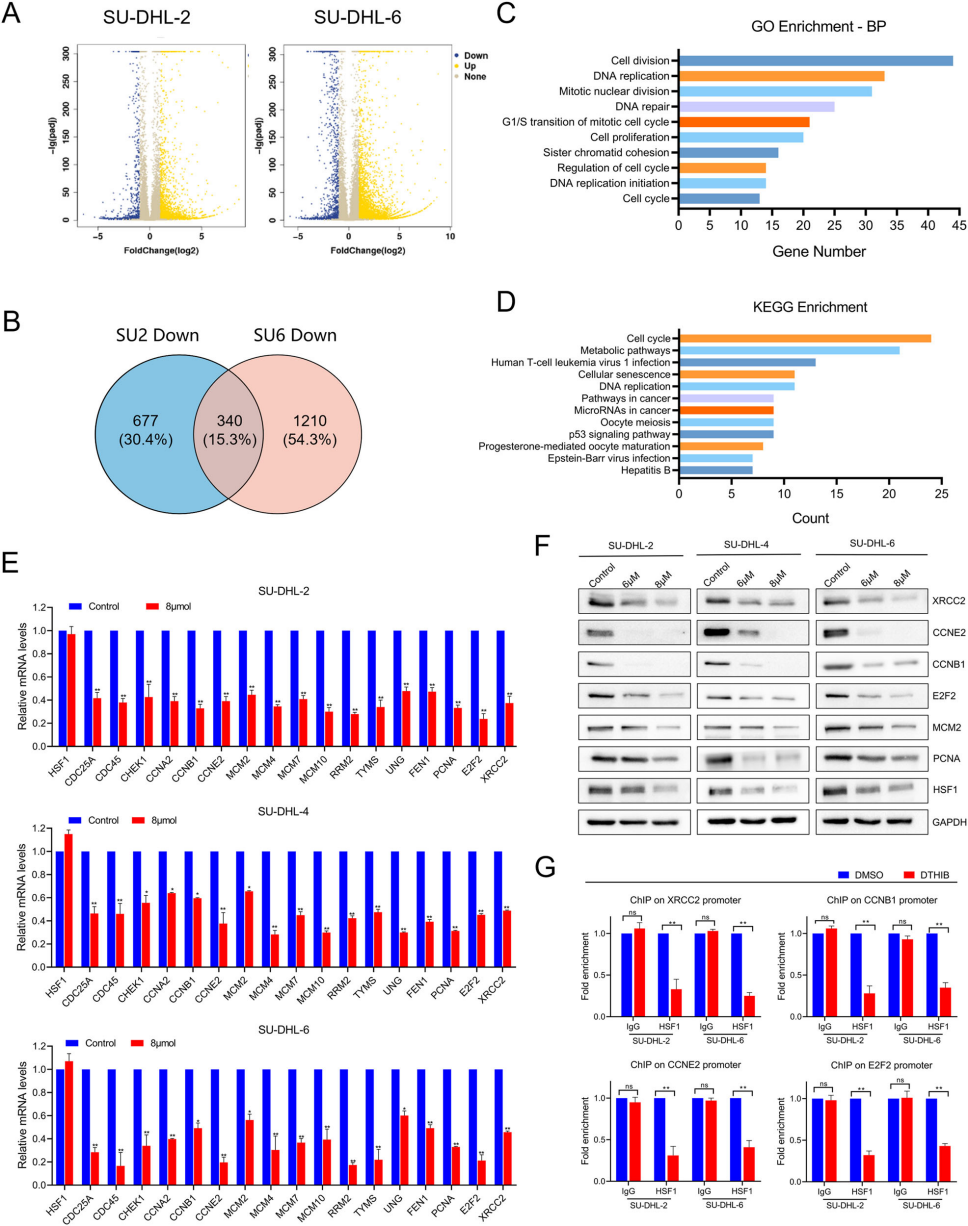
The target genes of HSF1 were identified in DLBCL cells. **A** Volcano plots displaying the gene expression changes in SU-DHL-2 (left) and SU-DHL-6 (right) regulated by DTHIB, compared with DMSO. Differential expression values are plotted against *p* values; yellow dots represent the upregulated genes, and blue dots represent downregulated genes. **B** Venn diagram showing the number of downregulated genes in SU-DHL-2 (left) and SU-DHL-6 (right) treated with DTHIB. A total of 677 genes were downregulated in SU-DHL-2, 1210 genes were downregulated in SU-DHL-6, and 340 genes were downregulated in both SU-DHL-2 and SU-DHL-6. **C** Gene Ontology (GO) analysis identifying the enrichment of biological processes. **D** Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis identifying the enrichment of signaling pathways. Validation of candidate downregulated genes by qRT‒PCR (**E**) and Western blotting (**F**) in SU-DHL-2, SU-DHL-4 and SU-DHL-6. GAPDH was used as an internal control. **G** Chromatin immunoprecipitation (ChIP)-qPCR analysis of negative control IgG and HSF1 enrichment at the promoters of HSF1 target genes in SU-DHL-2 and SU-DHL-6 cells treated with DTHIB or DMSO. The values are normalized to the input values and are presented as the means ± SDs. *p < 0.05, **p < 0.01.

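Within SU-DHL-2, 14291 genes had at least 1 CPM in either library, of which 460 were at least 2-fold lower and 864 at least 2-fold higher with DTHIB by the rule of size. Within SU-DHL-6 these were 1315 lower and 1366 higher of 14787 genes. No test stands behind either count, since each compares 1 library with 1. Among the largest falls in SU-DHL-2, beside FAM111B, the chemokine gene CXCL13 (chromosome 4, 77511753 to 77611834) went from 88.1 to 9.86 CPM, NUP62, a nucleoporin gene that overlaps IL4I1, from 132 to 24.5 CPM and the RNA gene MIR210HG from 10.9 to 1.37 CPM. In SU-DHL-6, CXCL13 was not listed. The largest rises in SU-DHL-2 were ADM2, with 7 counts with DMSO and 1238 with DTHIB, SLC6A9 with 10 and 1230, INHBE with 23 and 1446, ASS1 with 13 and 1265, and OSCAR with 10 and 896. In SU-DHL-6 the largest falls were FAM111B, E2F2, RRM2, MCM10 and UHRF1, and ESRP1, UNC5B and MFAP4 joined ASS1 and ERN1 among the largest rises. ESRP1, a splicing factor of epithelial cells, had 3 counts with DMSO and 1422 with DTHIB, a ratio of 369 (126 to 1790), while SU-DHL-2 had 0 and 26.

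Across the 12811 genes expressed in both cell lines, the log2 folds correlated with r = 0.699 and rho = 0.680, a correlation across genes, which are not independent replicates, and 75.2% had the same sign. Their standard deviation was 0.593 in SU-DHL-2 and 0.807 in SU-DHL-6. Only 5 genes were at least 2-fold lower in 1 cell line and at least 2-fold higher in the other: CD82, NLRP7 and RPS6KA2 were higher in SU-DHL-2, and MAPK8IP2 and HIST1H2BJ in SU-DHL-6, the last 3 names being given after their values were seen. In the authors' deposited tables a gene counts as changed when its p-value and adjusted p-value are under 0.05 and its fold is at least 2, which holds for every gene listed. By these calls of the authors, counted by gene identifier, 1022 genes were lower and 2808 higher in SU-DHL-2, and 1563 were lower and 4866 higher in SU-DHL-6. Their calls shared 339 lower and 1323 higher genes. The authors' folds divide counts by library totals, whereas the rule of size scales by TMM. With library size alone the rule of size gave 769 lower and 2090 higher genes in SU-DHL-6.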

To investigate the regulatory effect of HSF1 on these genes, we performed chromatin immunoprecipitation (ChIP) assays on HSF1-knockdown and DTHIB-treated DLBCL cells, along with their respective controls. As depicted in Fig. 6G, the enrichment of HSF1 on the promoter regions of XRCC2, CCNB1, CCNE2, and E2F2 was lower in DTHIB-treated cells than in control cells. Similarly, HSF1 knockdown resulted in decreased HSF1 binding to the promoter regions of these target genes (Fig. S9). Furthermore, we analysed the promoter regions of the four target genes via the JASPAR database (http://jaspar.genereg.net) to predict potential HSF1 binding sites (Fig. S10). These findings demonstrate that HSF1 directly binds to the promoters of XRCC2, CCNB1, CCNE2, and E2F2 to regulate their transcription.

### HSF1 interacted with PRMT5 to promote tumorigenesis and enhance the chemosensitivity of DLBCL cells

Given that HSF1 is a transcription factor that binds to specific proteins to regulate transcription [30], we conducted Co-IP and mass spectrometry (MS) assays in DLBCL cells. Among the HSF1-binding proteins identified by MS, PRMT5, a methyltransferase, has been recognized as a key regulator in B-cell lymphomas [31, 32] (Fig. S11). Further Co-IP and western blotting experiments confirmed the interaction between endogenous HSF1 and PRMT5 in wild-type SU-DHL-2, SU-DHL-4, and SU-DHL-6 cells (Fig. 7A). We subsequently evaluated the expression of HSF1 and PRMT5 by immunohistochemistry in 127 archived FFPE DLBCL tissue samples from the SYSUCC cohort (Fig. S12A). A positive correlation between HSF1 and PRMT5 expression was observed (Fig. S12B). Furthermore, Kaplan‒Meier survival analysis revealed that high PRMT5 expression was significantly associated with shorter PFS (Fig. S12C) and OS (Fig. S12D).

**Fig. 7:**
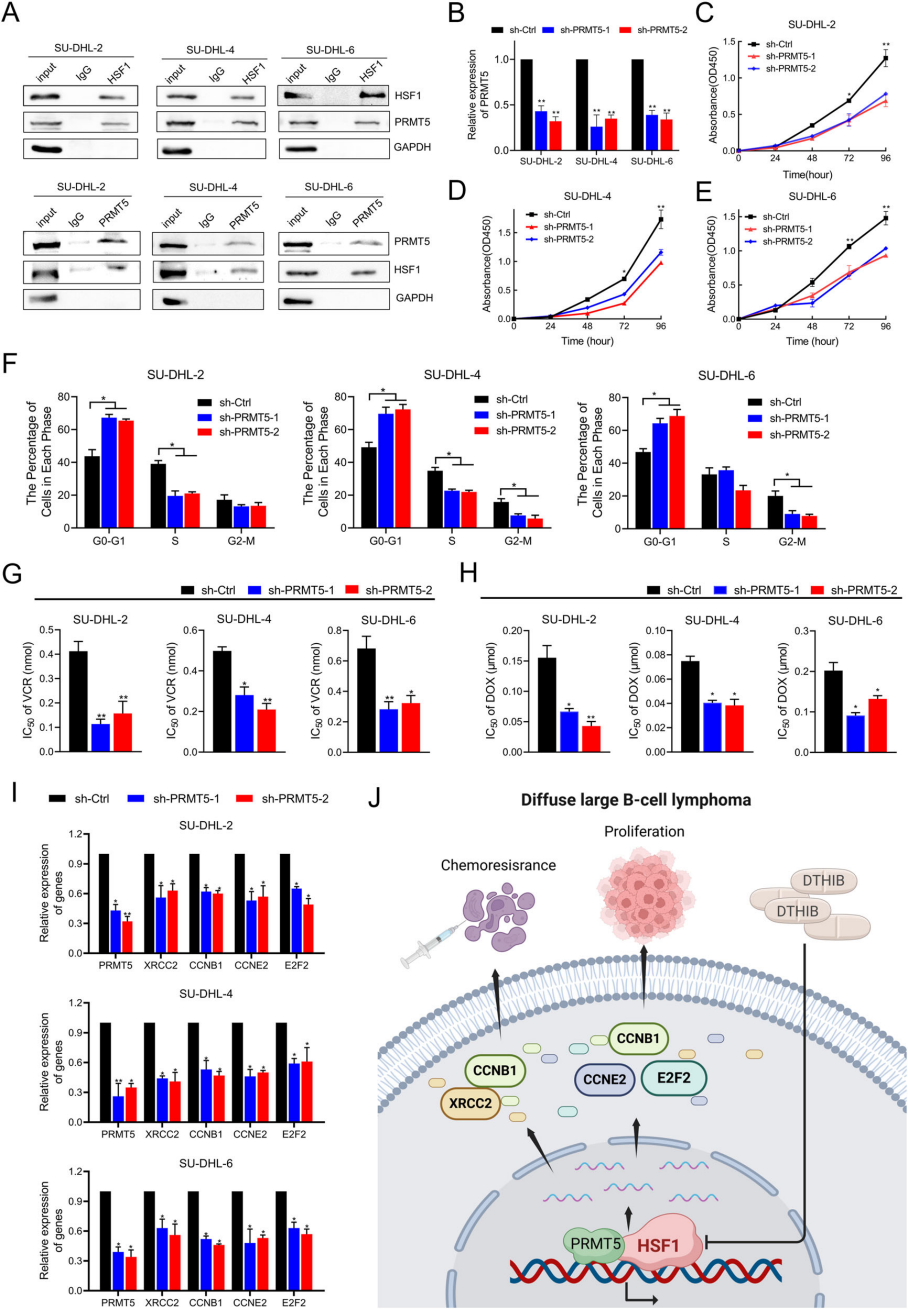
HSF1 regulated target gene expression by interacting with PRMT5. **A** Co-IP and Western blotting analysis showing the interaction between endogenous HSF1 and PRMT5. **B** qRT‒PCR analysis of PRMT5 expression in PRMT5-silenced cells and control cells. **C**–**E** CCK8 assays of SU-DHL-2, SU-DHL-4 and SU-DHL-6 cells transfected with PRMT5 or Ctrl shRNA. **F** Quantification of cell cycle in SU-DHL-2, SU-DHL-4 and SU-DHL-6 cells transfected with PRMT5 or Ctrl shRNA, analyzed by flow cytometry analysis. IC_50_ values of vincristine (**G**) and doxorubicin (**H**) in SU-DHL-2, SU-DHL-4 and SU-DHL-6 cells with PRMT5 knockdown, compared with those in respective control cells. **I** Validation of genes downregulated by qRT‒PCR in SU-DHL-2, SU-DHL-4 and SU-DHL-6 cells transfected with PRMT5 or Ctrl shRNA. **J** Illustrative model showing the underlying mechanism by which HSF1 promotes chemoresistance and cell proliferation in DLBCL via a PRMT5-dependent transcriptional program. The image was created via BioRender.com. Statistical significance was evaluated by using a two-tailed *t* test or one-way ANOVA. The error bars indicate the standard deviations of three independent experiments. *p < 0.05, **p < 0.01.

To determine whether PRMT5 has biological functions similar to those of HSF1 in DLBCL, we established PRMT5-knockdown SU-DHL-2, SU-DHL-4, and SU-DHL-6 cells and verified the knockdown efficiency using qRT‒PCR (Fig. 7B). CCK8 assays revealed that PRMT5 knockdown significantly reduced cell proliferation (Fig. 7C–E). Flow cytometry revealed that PRMT5 knockdown increased the percentage of DLBCL cells in the G0/G1 phase and decreased the percentage of DLBCL cells in the S phase (Fig. 7F and Fig. S13). Furthermore, PRMT5 knockdown increased sensitivity to vincristine and doxorubicin in vitro (Fig. 7G, H and Fig. S14). Additionally, PRMT5 knockdown inhibited the expression of XRCC2, CCNE2, CCNB1, and E2F2 (Fig. 7I). Intriguingly, PRMT5 knockdown did not affect HSF1 occupancy at the promoter regions of these target genes (Fig. S15). In conclusion, HSF1 interacts with PRMT5 to promote tumorigenesis and enhance the chemosensitivity of DLBCL cells.

## Discussion

HSF1 has been extensively studied and is recognized as essential for carcinogenesis and tumor growth. However, whether HSF1 is involved in the malignant progression of DLBCL and the underlying mechanisms remain unclear. In this study, we found that HSF1 overexpression was associated with poor treatment response and unfavorable prognosis in patients with DLBCL. Targeting HSF1 with shRNA or DTHIB significantly suppressed cell proliferation and enhanced chemosensitivity to vincristine and doxorubicin both in vitro and in vivo. HSF1 was shown to directly regulate key genes involved in the cell cycle, DNA repair, and p53 signaling pathways, including CCNB1, CCNE2, E2F2, and XRCC2, in a PRMT5-dependent manner (Fig. 7J). Collectively, these findings improve our understanding of chemoresistance and offer potential strategies for predicting prognosis and optimizing precision therapies in DLBCL.

Despite the significant improvement in the prognosis of DLBCL patients with the introduction of CD20 monoclonal antibody therapy, ~40% of patients still experience primary refractory disease or relapse after achieving complete remission. Even with salvage chemotherapy and autologous stem cell transplantation (ASCT), nearly 80% of these patients eventually succumb to lymphoma [3, 33]. Therefore, it is crucial to identify new prognostic biomarkers and therapeutic targets for DLBCL patients. In this study, we identified a significant positive correlation between elevated HSF1 expression and resistance to first-line treatment, along with poorer survival outcomes in DLBCL patients, particularly among those with adverse clinical characteristics, such as advanced-stage disease and high IPI scores. These results highlight the role of HSF1 in promoting DLBCL and its potential as a marker for predicting malignant behavior in DLBCL patients.

Previous studies have shown that HSF1 plays an oncogenic role in promoting proliferation and chemoresistance in various malignancies [34]. Consistent with these findings, our study demonstrated that HSF1 knockdown suppressed DLBCL cell proliferation by modulating cell cycle progression and significantly enhanced their sensitivity to vincristine and doxorubicin both in vitro and in vivo. While prior research on HSF1-mediated chemoresistance has focused largely on platinum agents [35–37], evidence on HSF1-related resistance to doxorubicin and vincristine remains limited. These results suggest that targeting HSF1 could be a promising therapeutic strategy when combined with first-line R-CHOP treatment for DLBCL patients. In recent years, checkpoint inhibitors such as anti-PD-1 antibodies have been widely employed in the treatment of various solid tumors, significantly improving patient outcomes. Previous studies have shown that phosphorylation of HSF1 at threonine 120 promotes its binding to the PD-L1 promoter, thereby increasing PD-L1 expression in breast cancer [38]. Similarly, in hepatocellular carcinoma, HSF1 has been reported to upregulate PD-L1 expression by inducing APOJ expression and activating the STAT3 signaling pathway [39]. These findings suggest that HSF1 may contribute to resistance to anti-PD-1 therapy and that targeting HSF1 could improve the efficacy of immunotherapy.

The target genes of HSF1 vary across different tumor types, and the specific targets of HSF1 in DLBCL remain unclear. This study demonstrated that HSF1 directly regulates essential genes related to the cell cycle, DNA damage repair, and the p53 signaling pathway, including CCNB1, CCNE2, E2F2, and XRCC2. Among these genes, CCNB1 [40], CCNE2 [41] and E2F2 [42] are well known for promoting cell cycle phase transitions. XRCC2 is involved in homologous recombination repair of damaged DNA [43]. The mitochondrial relocation of CCNB1/CDK1 enhances the ATP production needed for DNA damage repair, aiding cell survival and contributing to tumor resistance to DNA-damaging treatments such as chemotherapy and radiotherapy [44]. Thus, targeting HSF1 offers a multifaceted and promising anticancer therapy for DLBCL.

Given that HSF1 may form transcription complexes by binding to specific proteins, we identified PRMT5 as an HSF1 binding partner through MS and Co-IP. PRMT5 methylates arginine residues in target proteins and regulates transcription, splicing, DNA damage response, and cell metabolism [45]. Studies have shown that inhibiting PRMT5 suppresses DLBCL cell proliferation both in vitro and in patient-derived xenografts [32]. In ABC-DLBCL, BTK-NF-κB signaling induces PRMT5 transcription, whereas BCR downstream PI3K-AKT-MYC signaling upregulates PRMT5 in both ABC and germinal center B-cell-like (GCB) DLBCL. Co-inhibition of PRMT5 and AKT is lethal to DLBCL cells [32]. Lu et al. demonstrated that PRMT5 supports germinal center formation and affinity maturation by directly interacting with and methylating BCL6 at arginine 305 (R305), which is essential for the transcriptional repression of BCL6 [31]. These findings suggest that PRMT5 plays a crucial role in proliferation and progression through classic signaling pathways in B-cell lymphoma. In this study, PRMT5 knockdown inhibited proliferation and enhanced the chemosensitivity of DLBCL cells in vitro. qRT‒PCR analysis revealed that PRMT5 also regulates the expression of HSF1 target genes. Importantly, HSF1 was also found to promote lymphatic metastasis in bladder cancer via a PRMT5-WDR5-dependent transcriptional program [46]. Collectively, our results revealed that HSF1 enhances target gene expression through a PRMT5-mediated transcriptional mechanism.

While targeting gene expression using shRNA technology in vivo is currently challenging, small molecule inhibitors offer promising alternatives. Inhibitors targeting HSF1 have been developed and have shown promising results in cancer therapy, such as myeloma and leukemia [47–51]. DTHIB, a highly selective HSF1 inhibitor, exerts its function by directly binding to HSF1 and promoting its nuclear degradation [52]. The resulting loss of nuclear HSF1 reduces its occupancy at target gene promoters, thereby suppressing the transcription of HSF1-regulated oncogenes. In an acute myeloid leukemia (AML) animal model [53], DTHIB specifically suppressed the self-renewal of leukemia stem cells while sparing normal hematopoietic stem/progenitor cells. In AML, DTHIB inhibited the expression of HSP90 and reduced mitochondrial oxidative phosphorylation by downregulating SDHC, a key enzyme complex in the tricarboxylic acid cycle [53]. In this study, we found that DTHIB significantly suppressed DLBCL cell proliferation in vitro. In animal models, DTHIB administration inhibited HSF1 activity during tumor growth without causing significant toxicity. These findings support the clinical translation of HSF1-targeted therapies for the treatment of DLBCL.

In summary, our study demonstrated that overexpression of HSF1 is associated with inferior sensitivity to first-line chemotherapy and poor prognosis in DLBCL patients. HSF1 could interact with PRMT5 and regulate downstream genes, consequently promoting cell proliferation and increasing resistance to vincristine and doxorubicin. Using DTHIB to inhibit HSF1-mediated functions reverses oncogenic characteristics in DLBCL. Understanding the precise role of HSF1 in DLBCL could accelerate the development of prognostic prediction and therapeutic strategies for chemoresistant DLBCL patients.

## Supplementary information

Supplementary figures

Supplementary tables

Original western blots

## Data Availability

RNA sequencing data have been deposited to the Gene Expression Omnibus (GEO) and can be accessed using the following identifiers: GSE295838. Additional datasets used and analysed during the current study are available on reasonable request from the corresponding author, Qingqing Cai ().

# Supplementary material for: Heat shock factor 1 promotes proliferation and chemoresistance in diffuse large B-cell lymphoma by enhancing the cell cycle and DNA repair
**Source:** Cell Death Dis. 2025 Jul 17;16(1):533. doi: 10.1038/s41419-025-07843-2
**Supplement:** Supplementary file 1 — Supplementary figures

**Heat shock factor 1 promotes proliferation and chemoresistance in diffuse large B-cell lymphoma by enhancing the cell cycle and DNA repair**

**Table of contents**

[Figure S1. 1](#_Toc7488)

[Figure S2. 1](#_Toc9911)

[Figure S3. 2](#_Toc7855)

[Figure S4. 2](#_Toc26401)

[Figure S5. 3](#_Toc29805)

[Figure S6 3](#_Toc29077)

[Figure S7. 4](#_Toc16426)

[Figure S8. 5](#_Toc8882)

[Figure S9. 6](#_Toc28402)

[Figure S10 7](#_Toc21146)

[Figure S11 7](#_Toc8858)

[Figure S12. 8](#_Toc1309)

[Figure S13. 9](#_Toc23487)

[Figure S14 1](#_Toc15434)0

[Figure S15 1](#_Toc4235)1

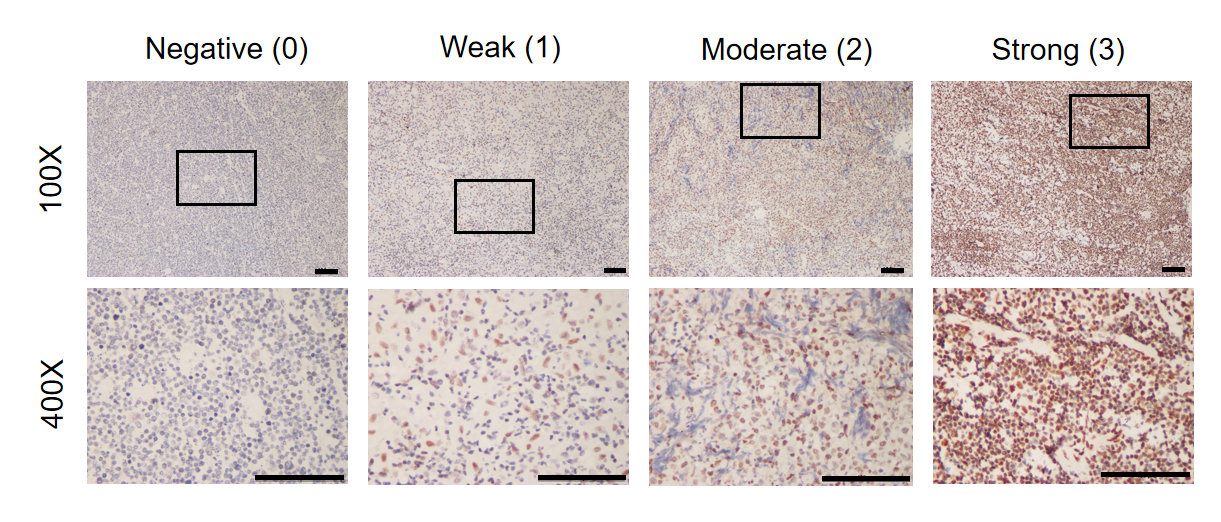

**Figure S1. Representative images of different HSF1 expression** **in DLBCL by IHC.** The level of HSF1 expression was graded according to the intensity of IHC staining: 0, no staining; 1, weak staining; 2, moderate staining; and 3, strong staining. Scale bars: 100 μm.

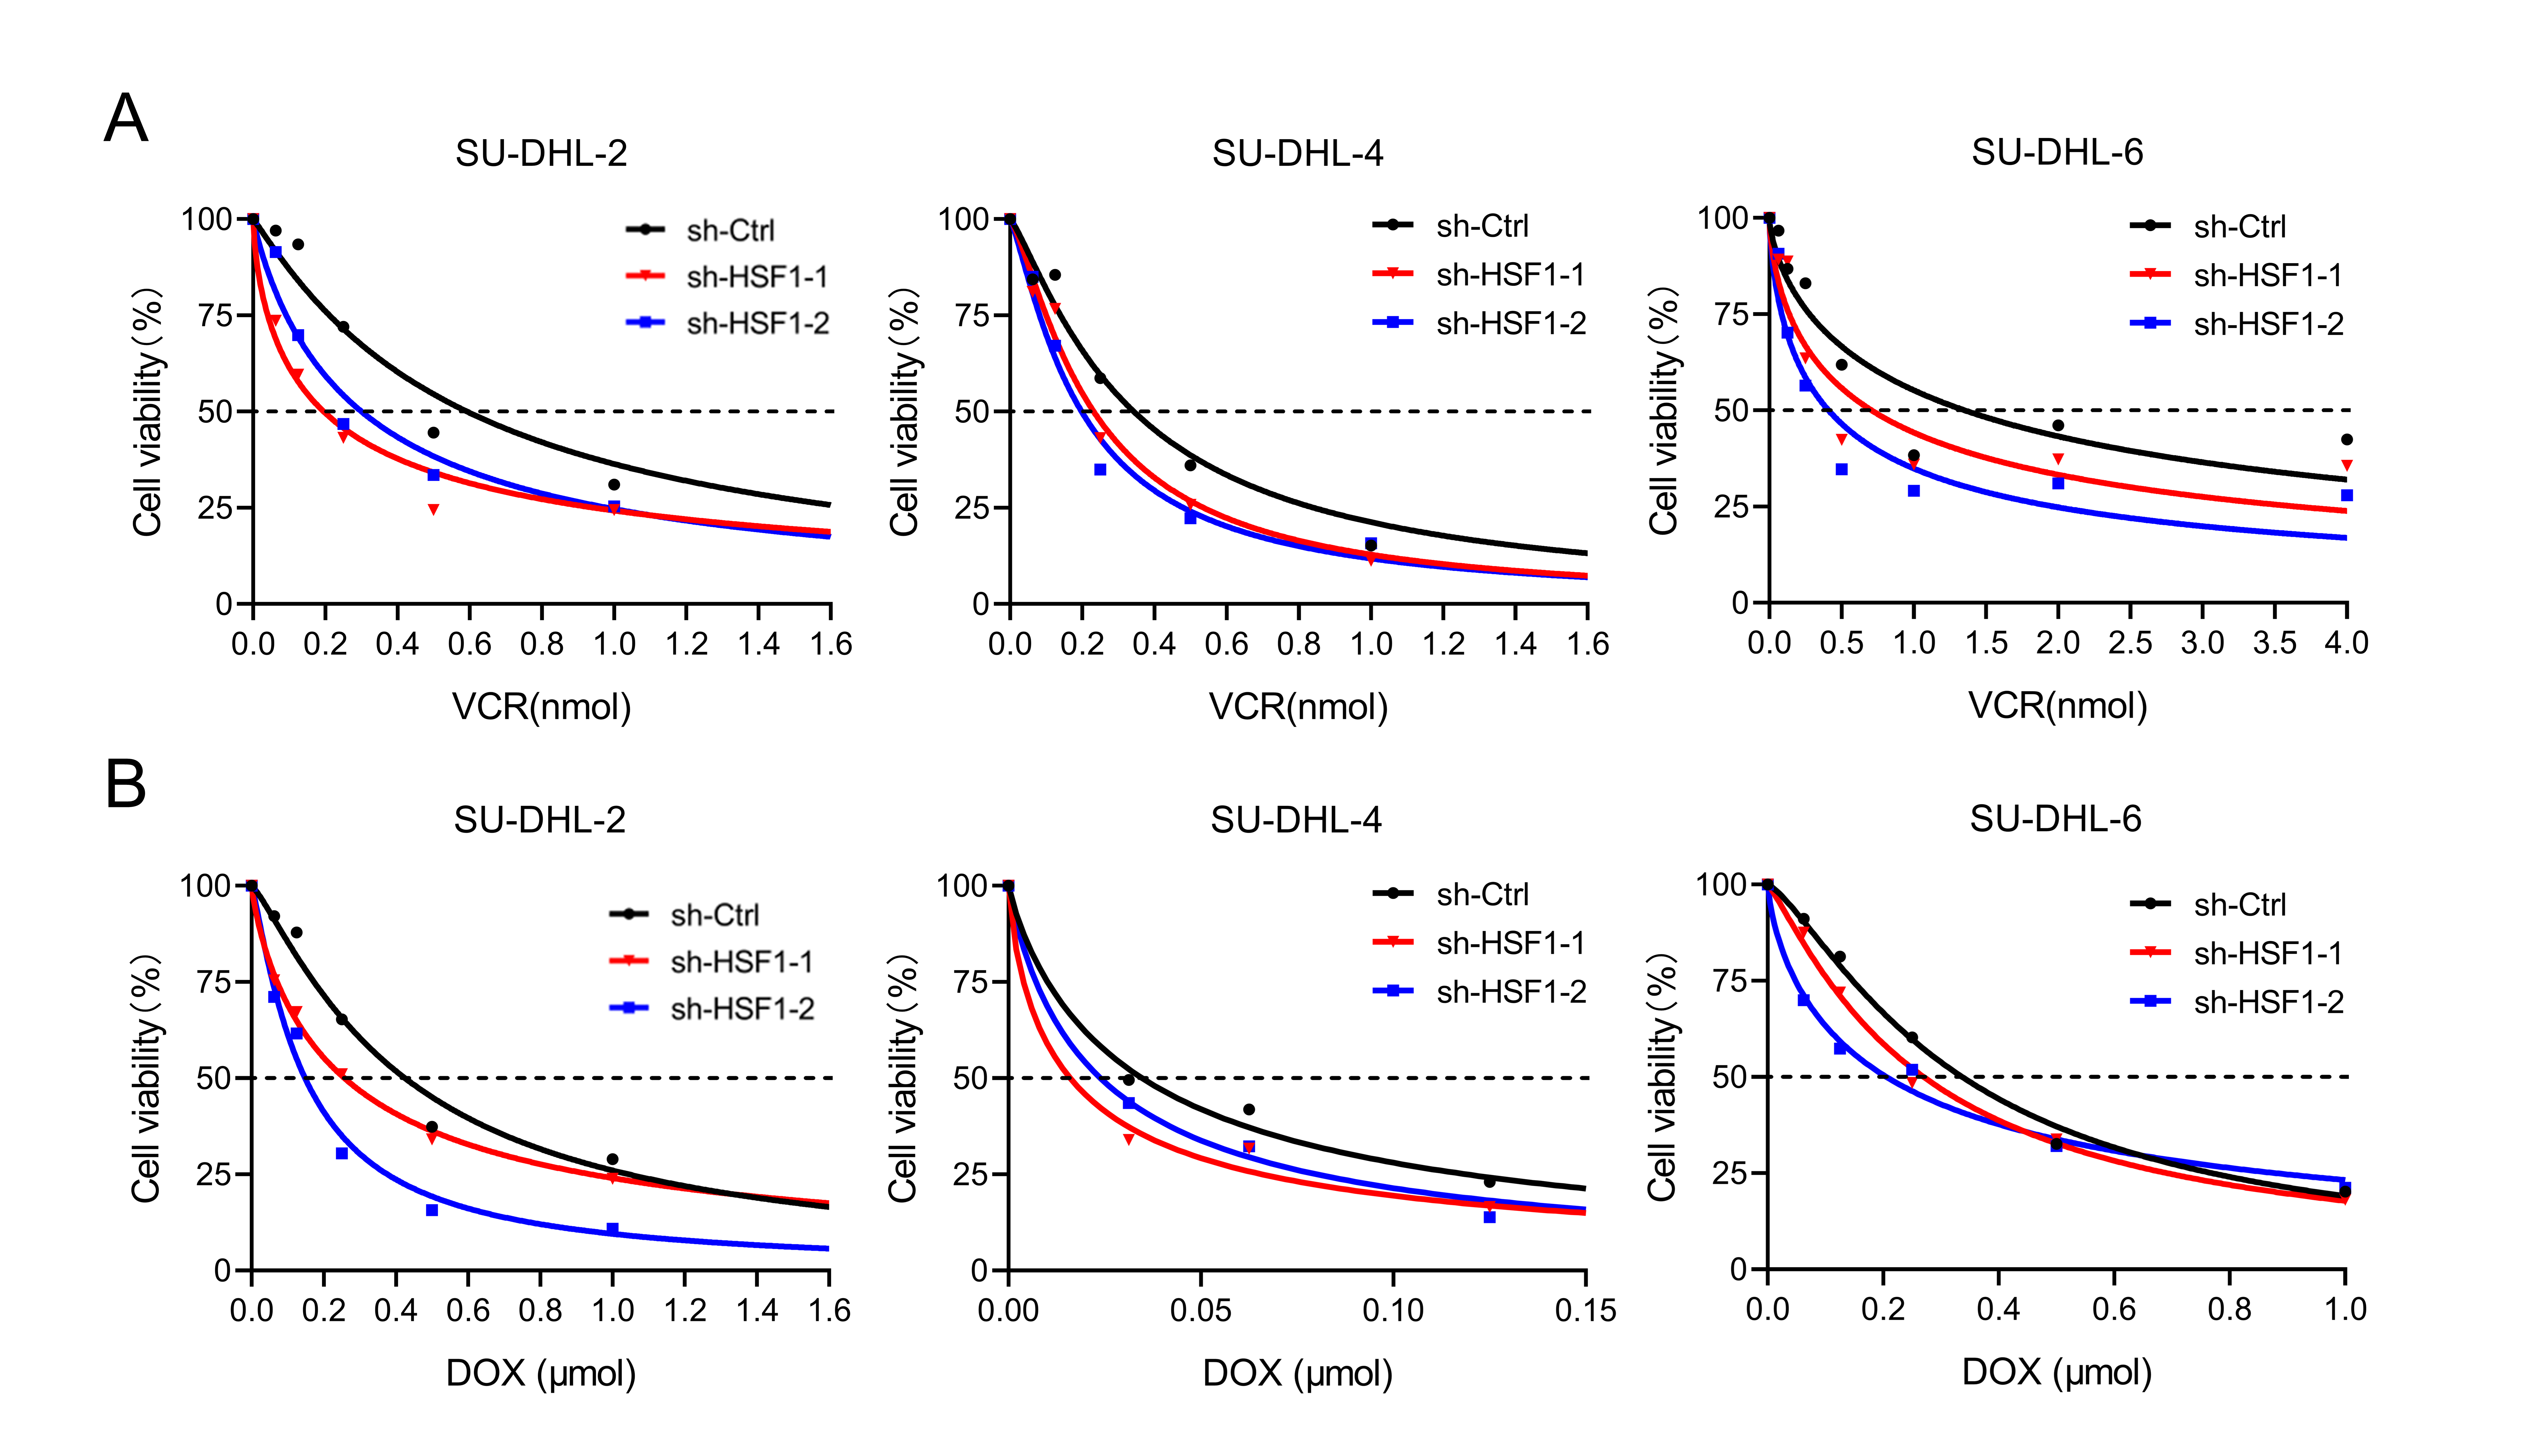

## Figure S2. HSF1 knockdown increases the chemosensitivity of DLBCL cells to vincristine and doxorubicin. The viability of SU-DHL-2, SU-DHL-4 and SU-DHL-6 cells with HSF1 knockdown via shRNA combined with vincristine (**A**) or doxorubicin (**B**), as determined by a CCK8 assay.

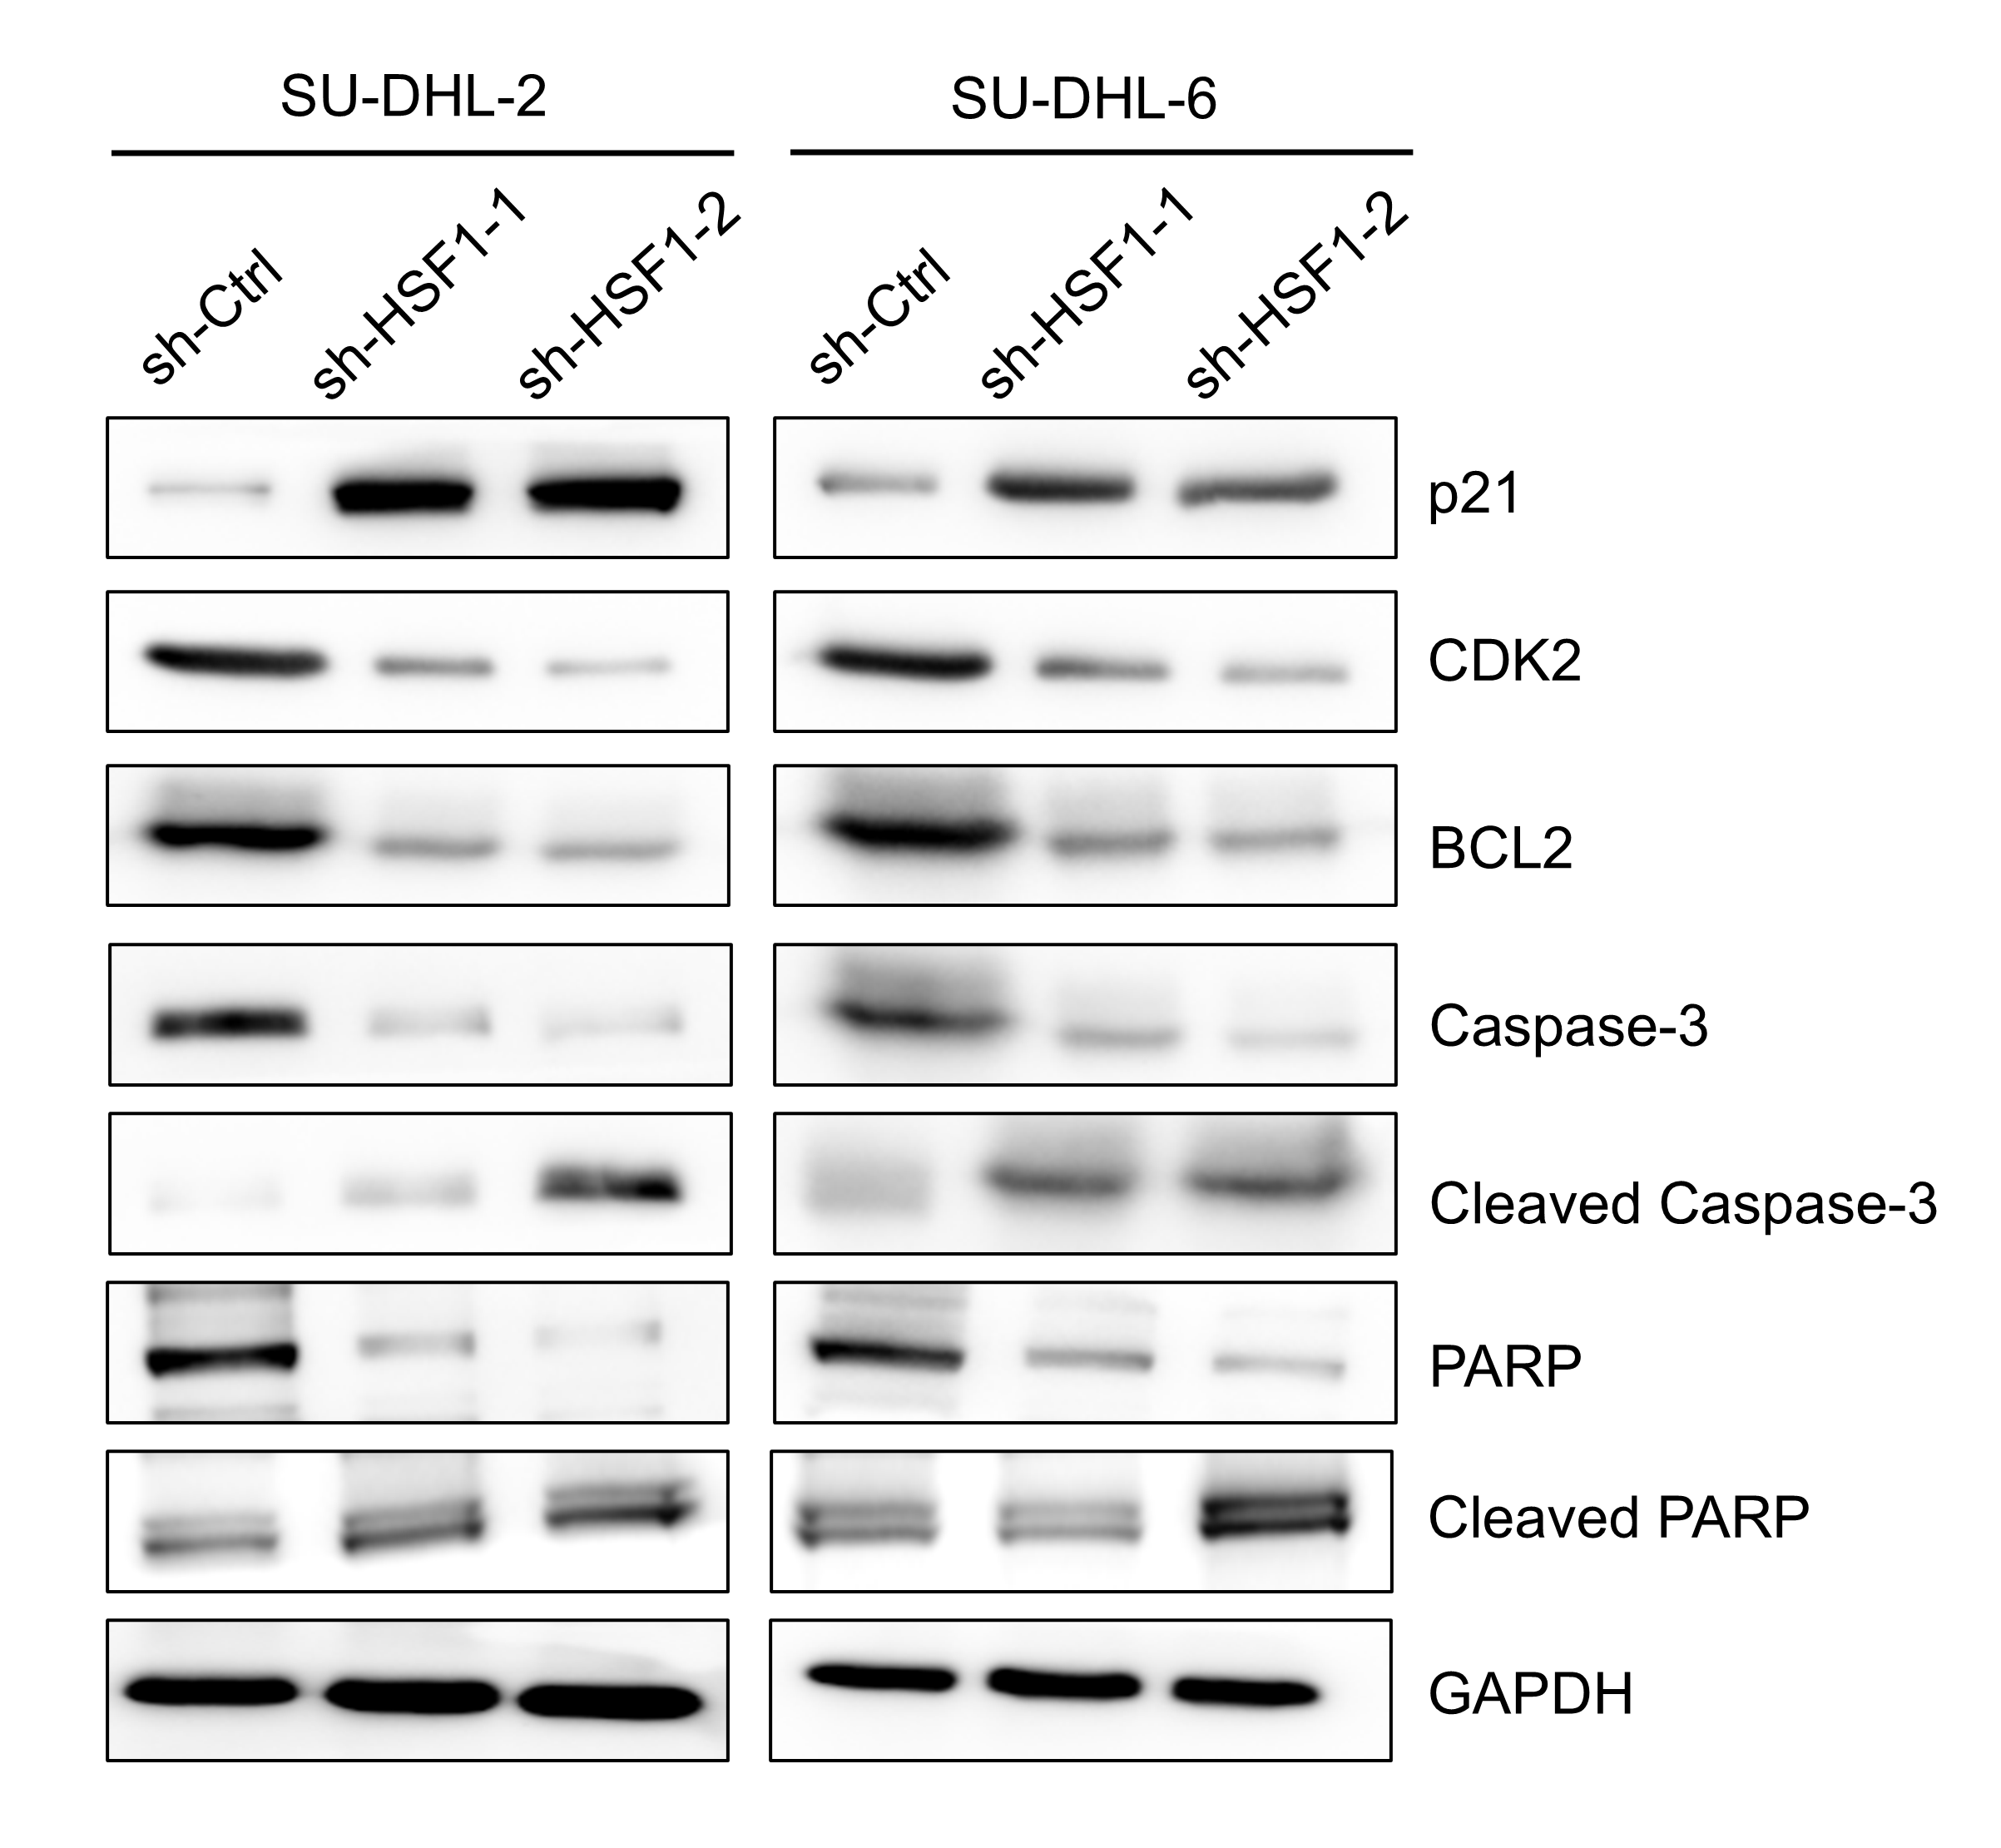

**Figure S3.** Western blot analysis of p21, CDK2, BCL2, Caspase-3, cleaved Caspase-3, PARP and cleaved PARP proteins after HSF1 knockdown in SU-DHL-2 and SU-DHL-6 cells. GAPDH was used as a loading control.

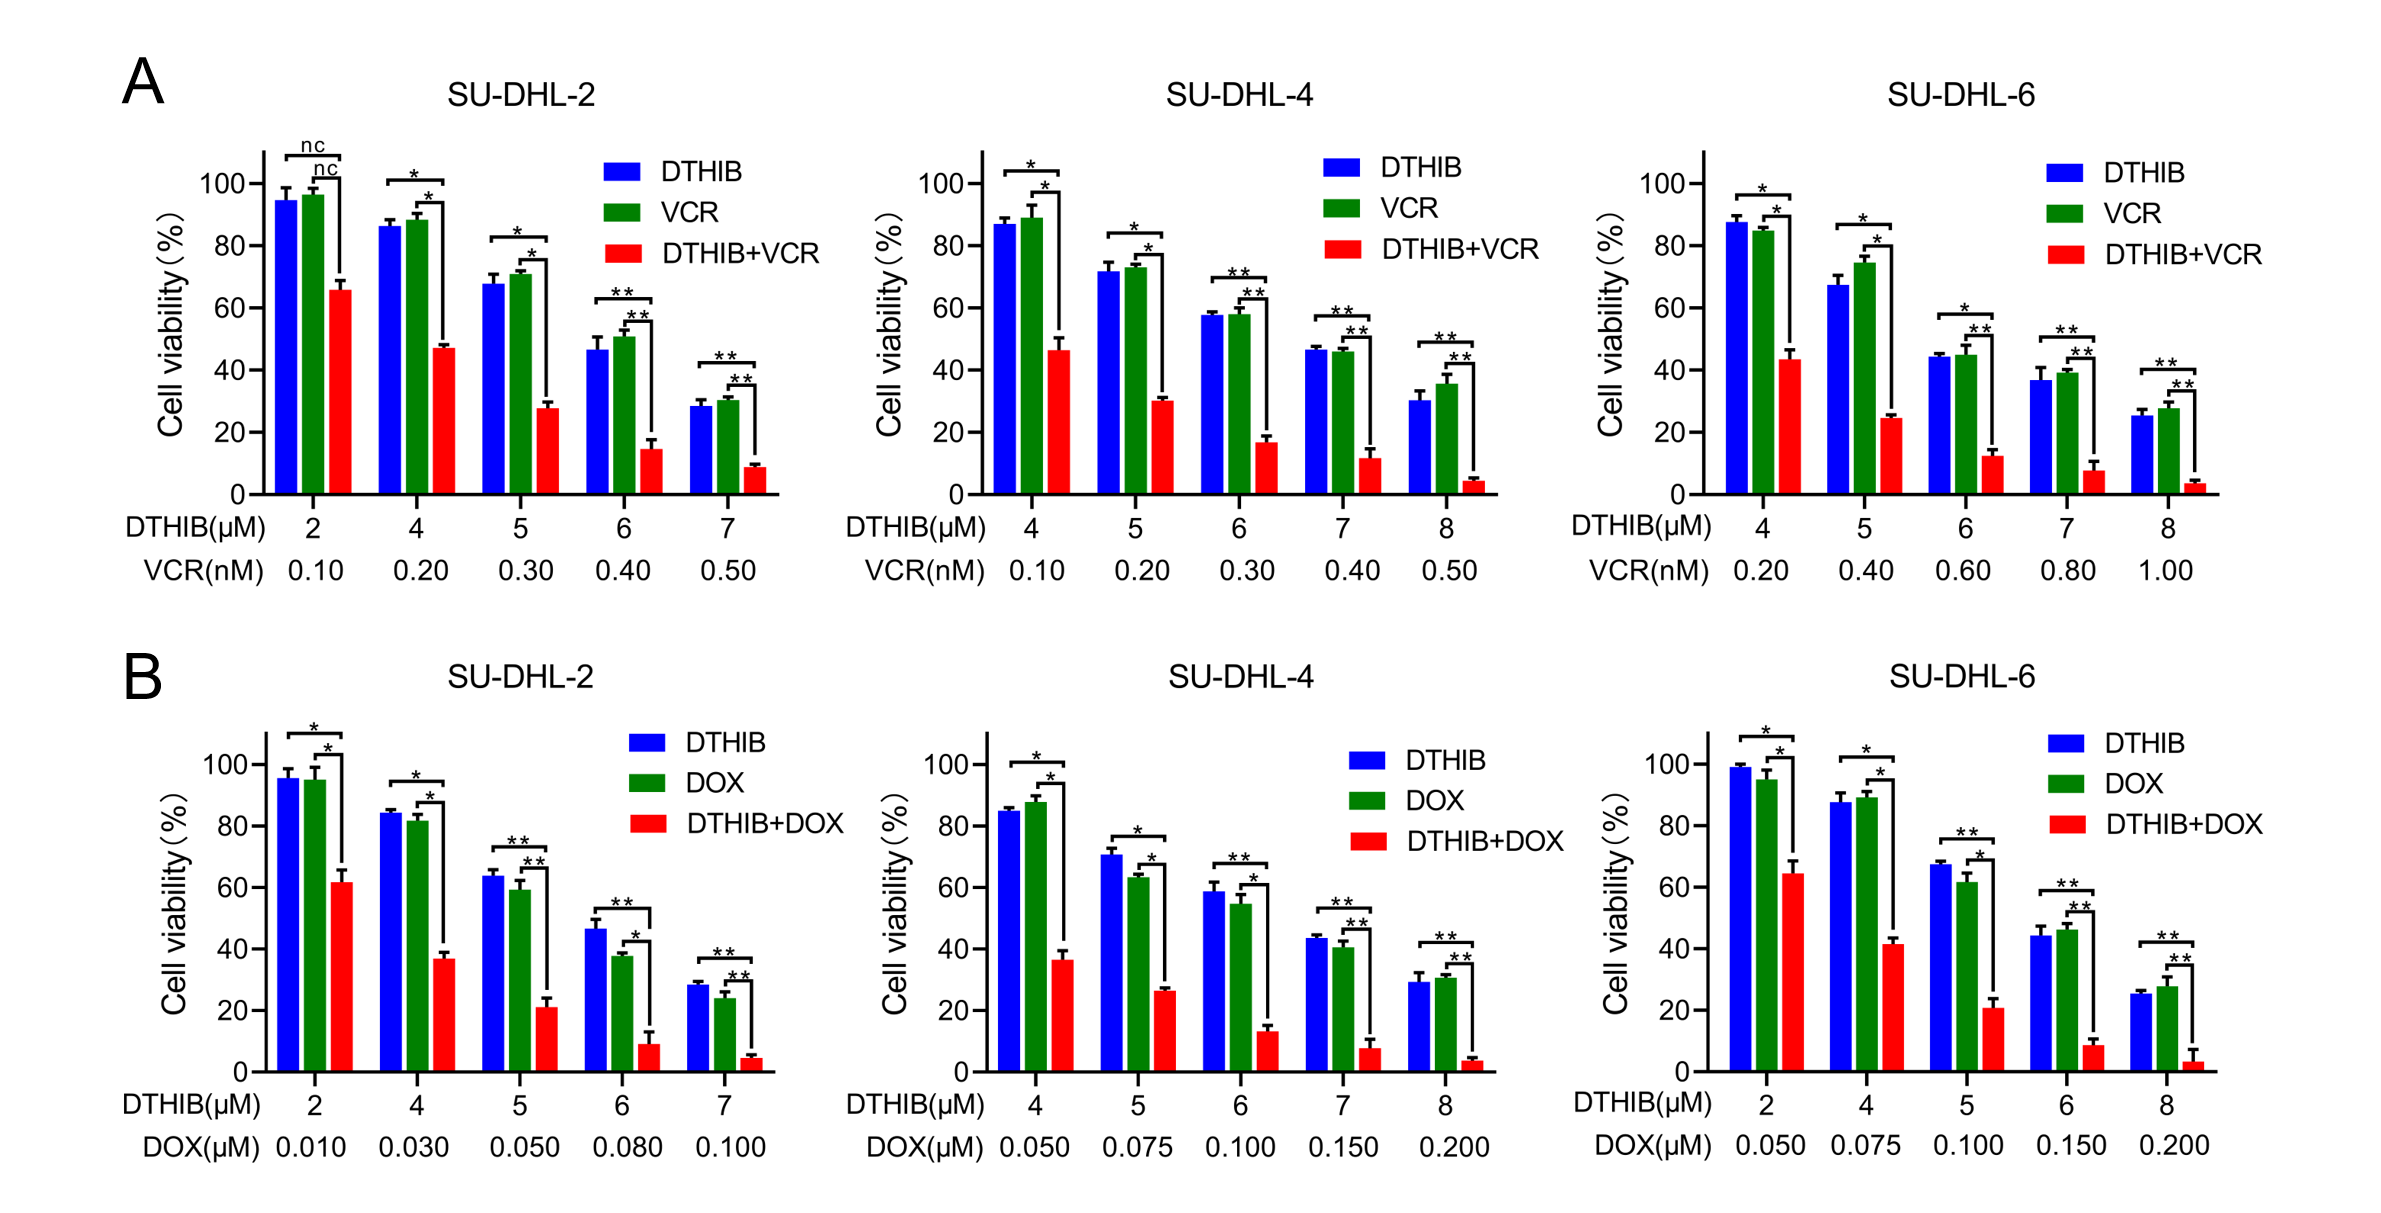

**Figure S4.** Cell viabilities of SU-DHL-2, SU-DHL-4 and SU-DHL-6 cells treated with combination of DTHIB and vincristine (**A**) and combination of DTHIB and doxorubicin (**B**). **p* < 0.05, ***p* < 0.01.

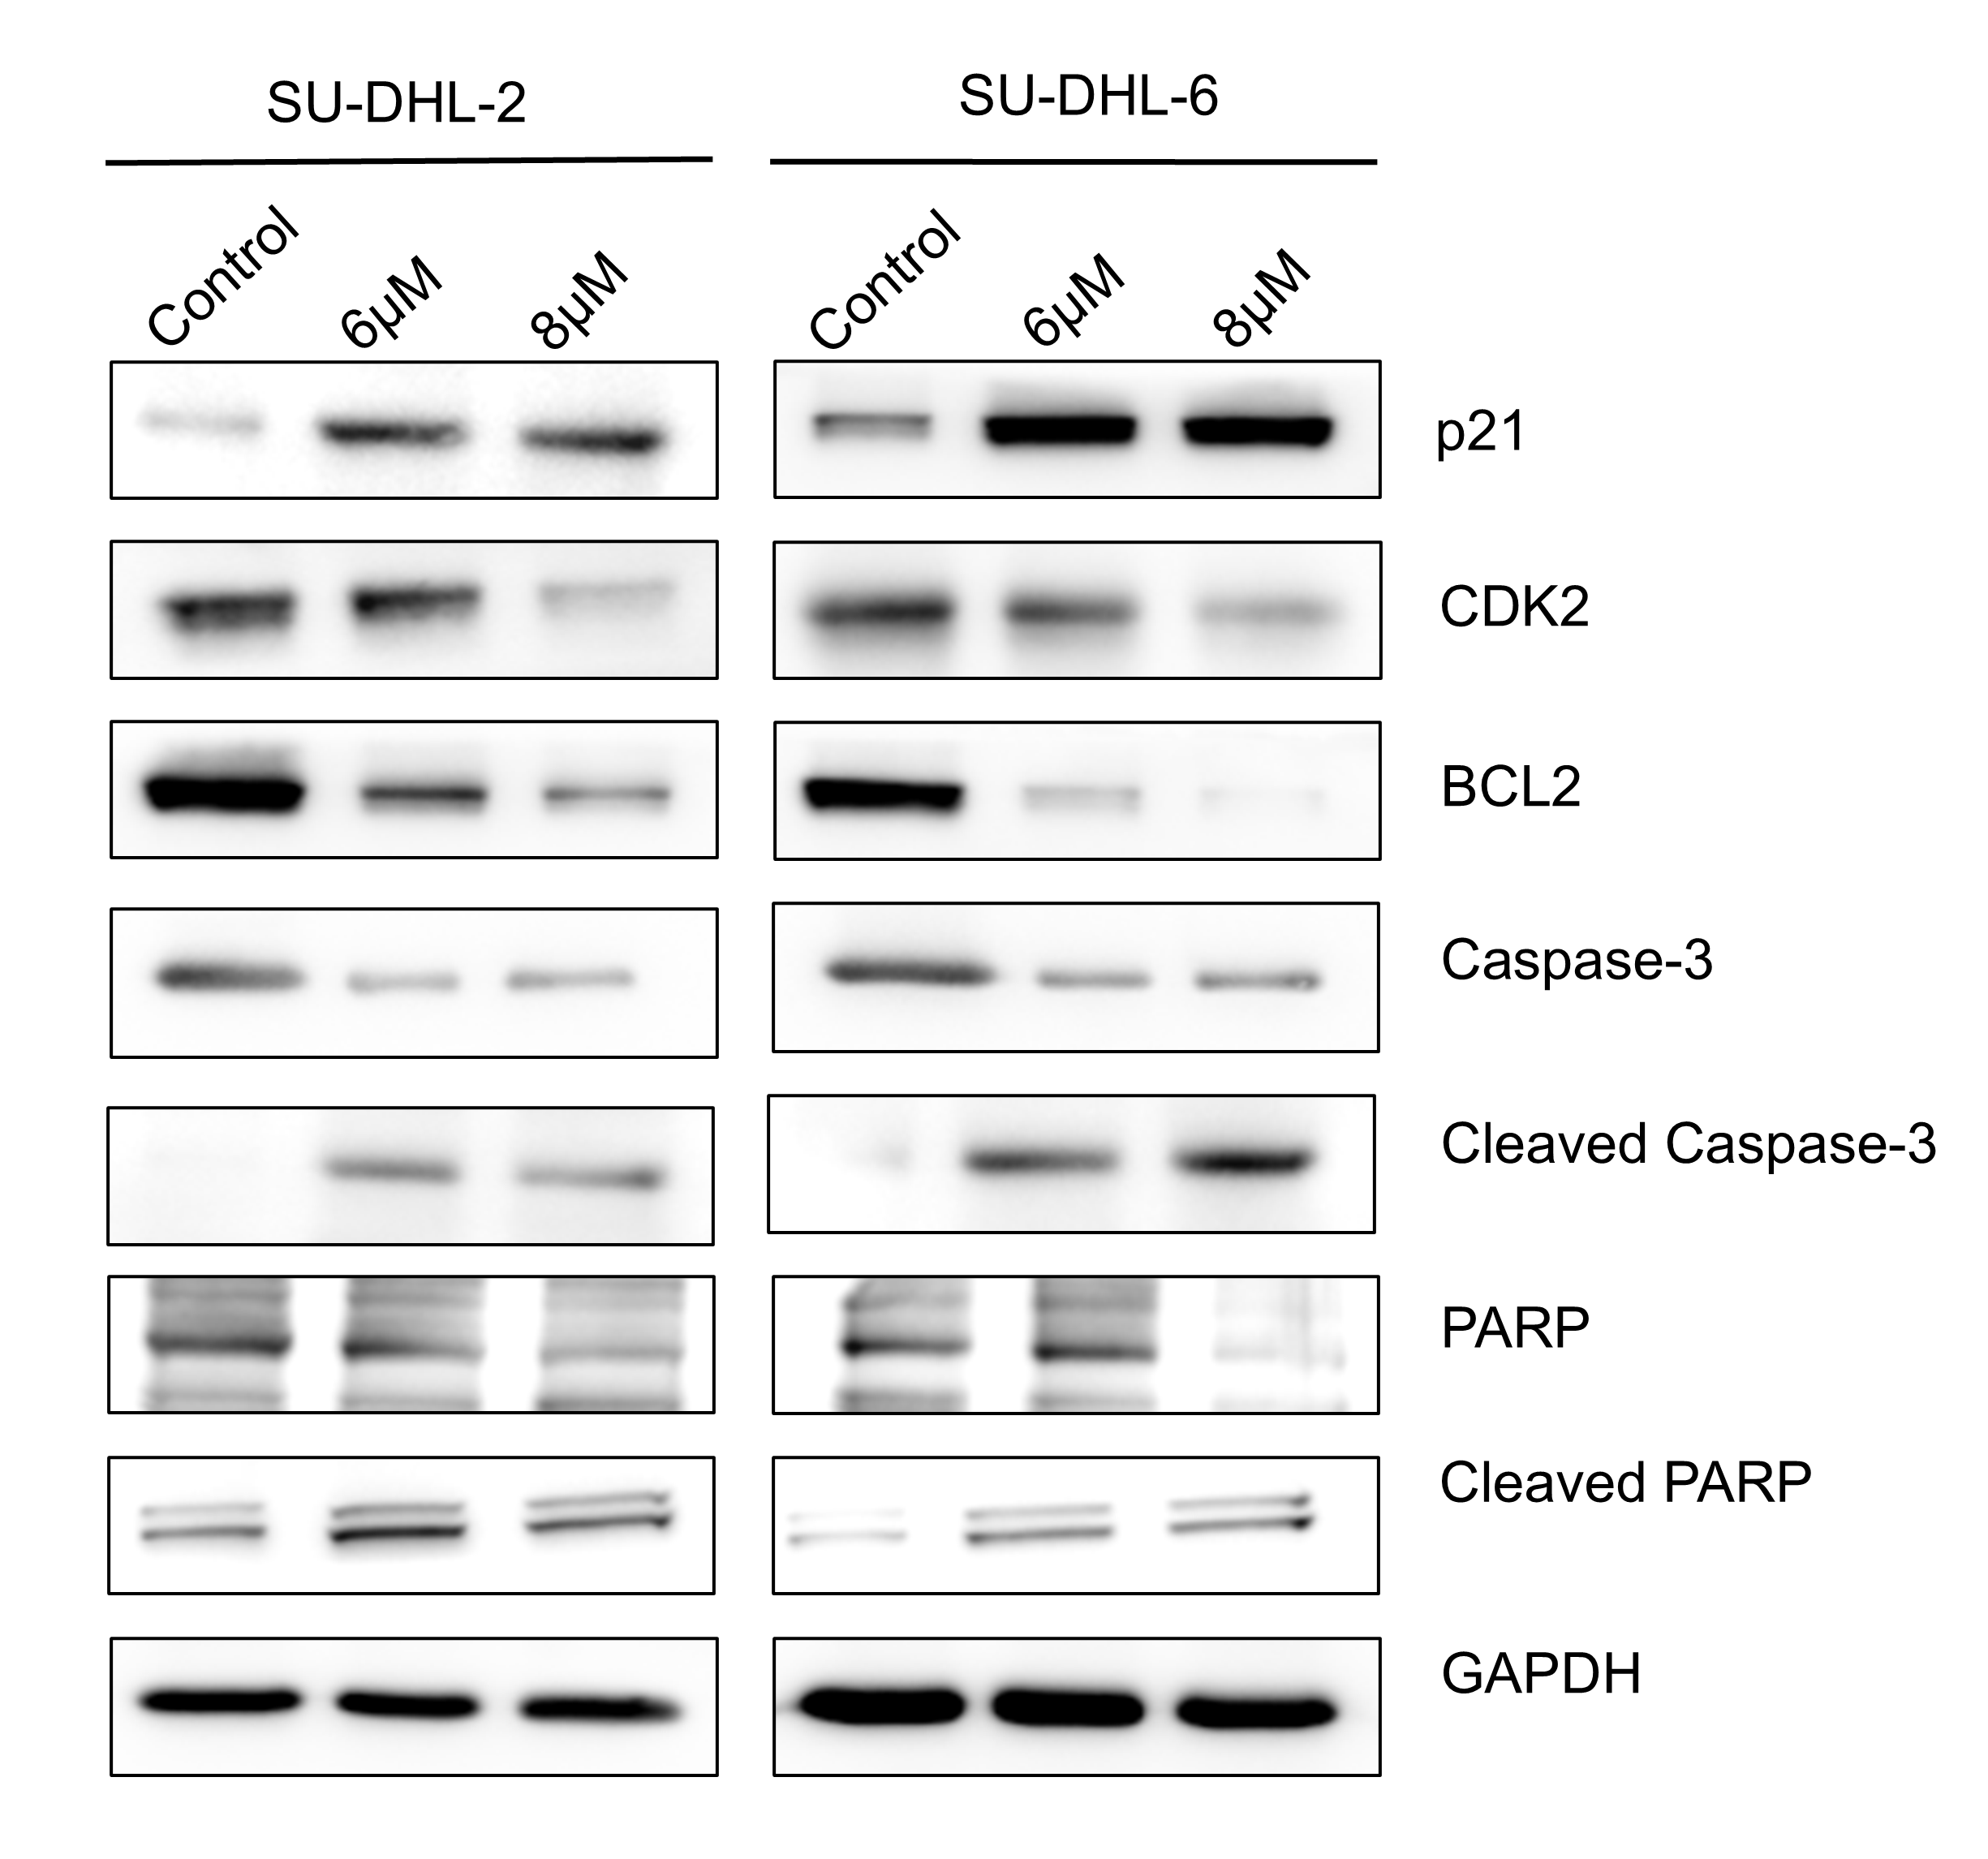

**Figure S5.** Western blot analysis of p21, CDK2, BCL2, Caspase-3, cleaved Caspase-3, PARP and cleaved PARP proteins in SU-DHL-2 and SU-DHL-6 cells after DTHIB treatment. GAPDH was used as a loading control.

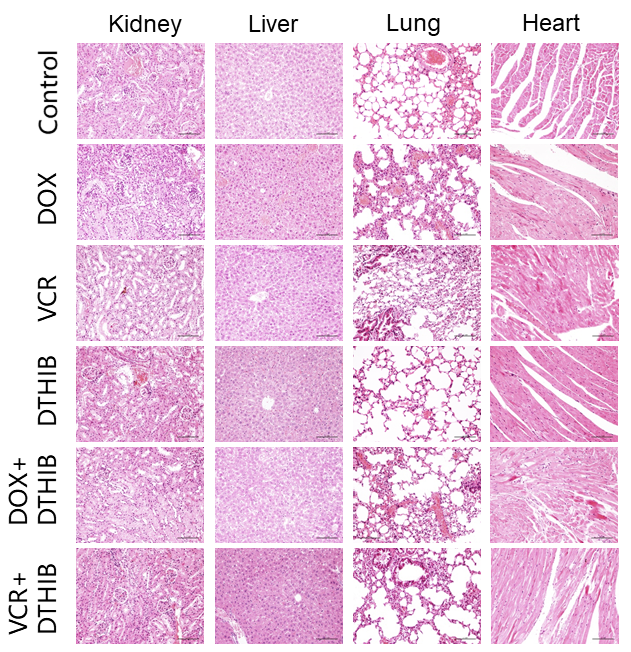

**Figure S6.** H&E staining of kidney, liver, lung, and heart from the mice in indicated groups. Scale bars: 100 μm.

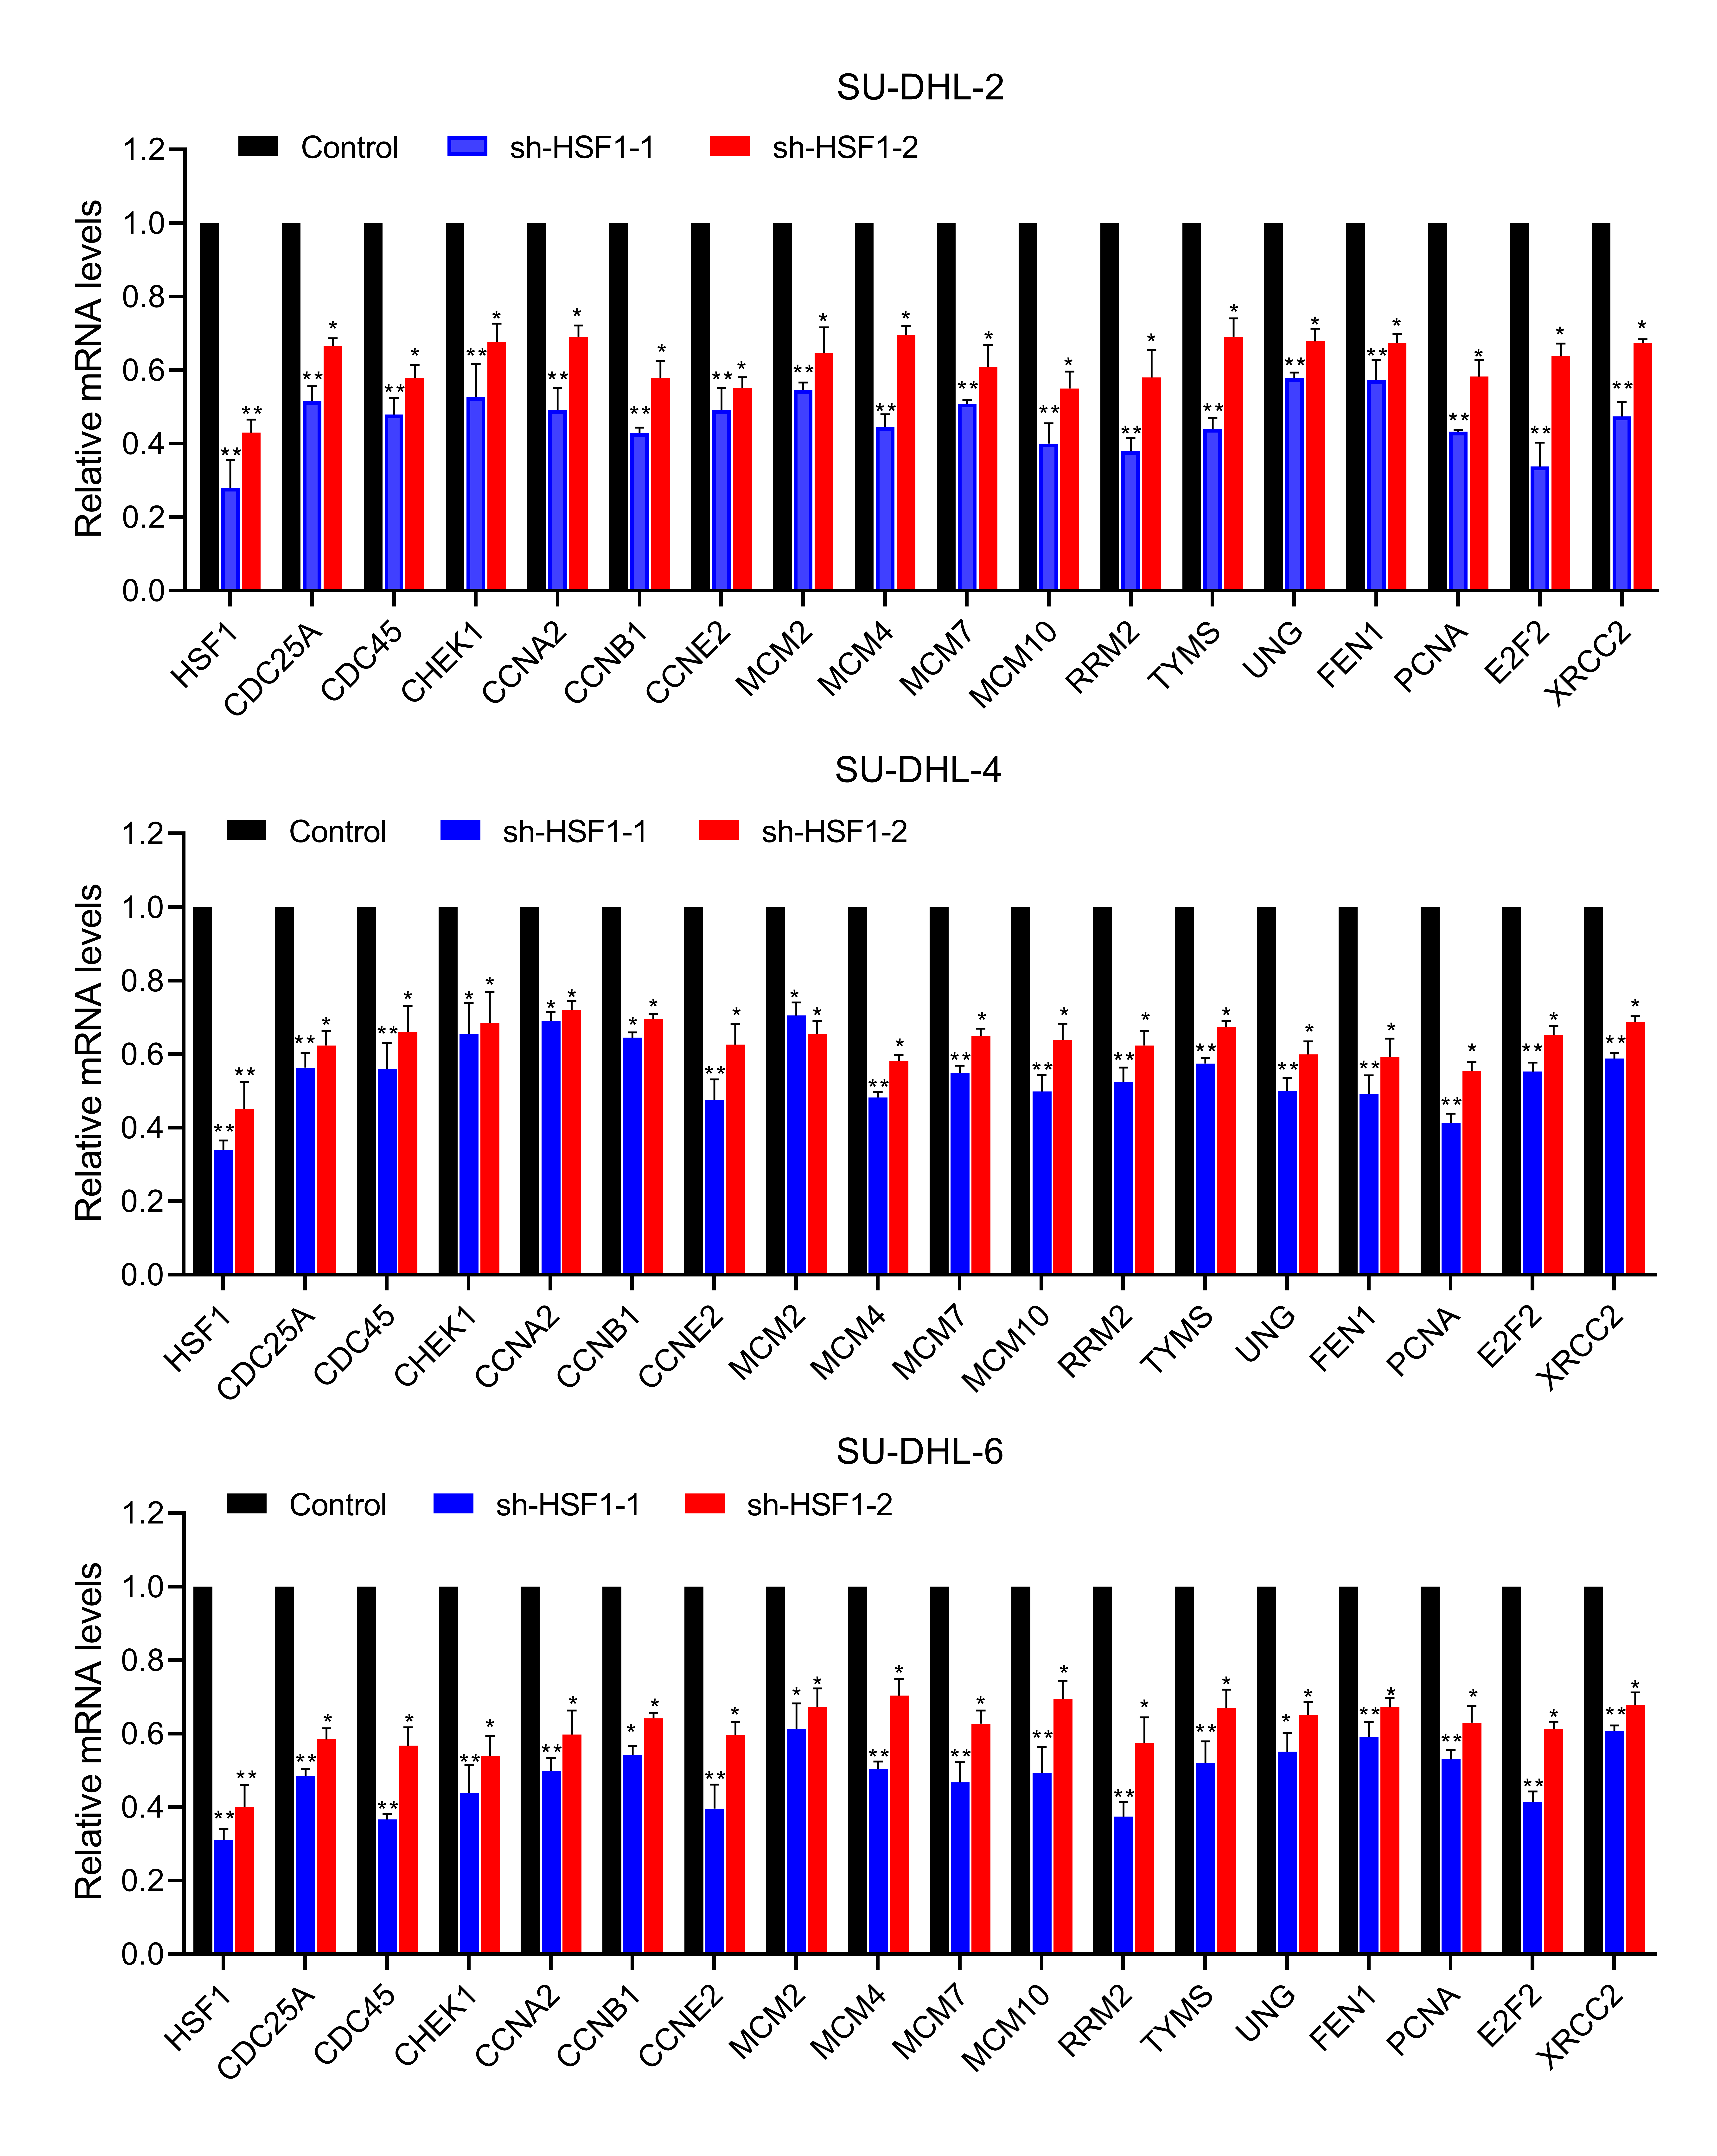

**Figure S7.** Validation of candidate downregulated genes by qRT‒PCR in SU-DHL-2, SU-DHL-4 and SU-DHL-6. The error bars represent standard deviations of three independent experiments. **p* < 0.05, ***p* < 0.01.

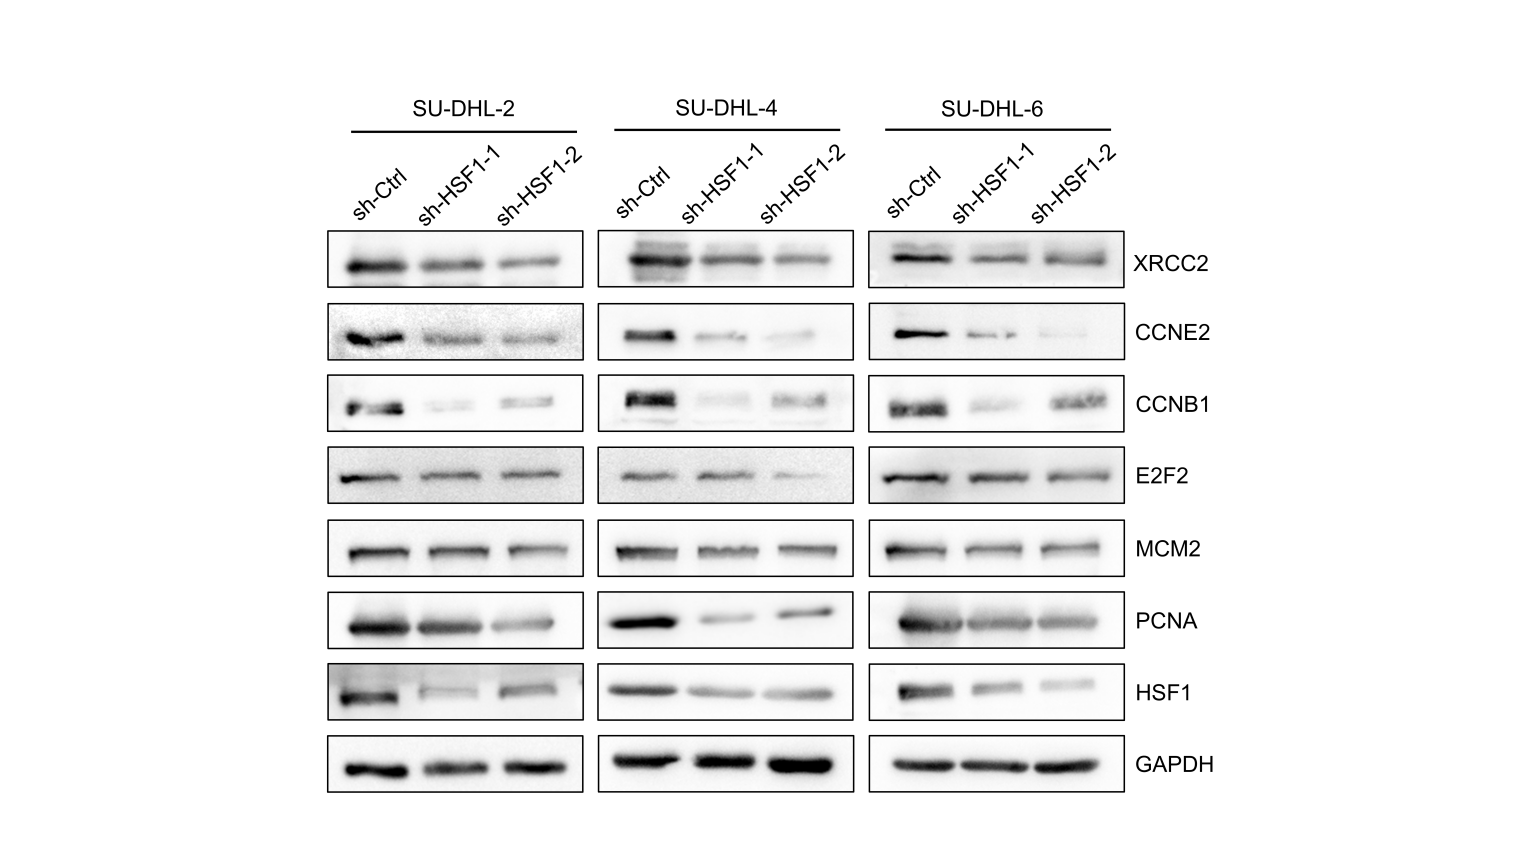

## Figure S8. Validation of candidate downregulated genes by Western blotting in SU-DHL-2, SU-DHL-4 and SU-DHL-6. GAPDH were used as internal controls.

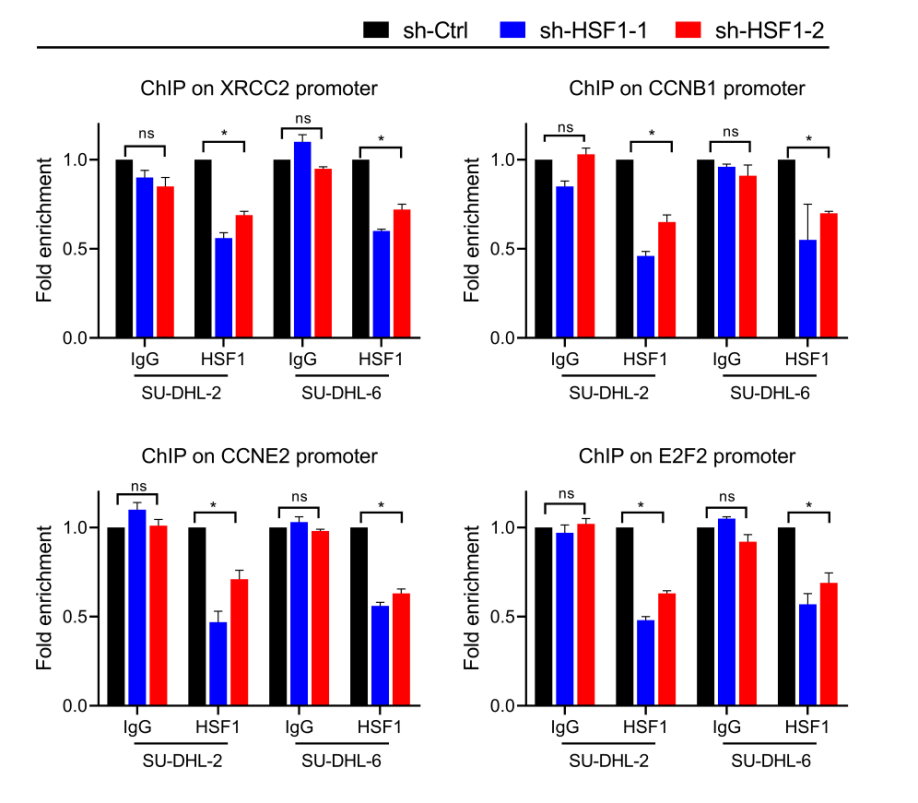

## Figure S9. ChIP analysis of negative control IgG and HSF1 enrichment at the promoters of HSF1 target genes in SU-DHL-2 and SU-DHL-6 cells transfected with HSF1 or Ctrl shRNA. The values are normalized to the input values and are presented as the means ± SDs. The error bars represent the standard deviations of three independent experiments. **p* < 0.05; ns, not statistically significant.

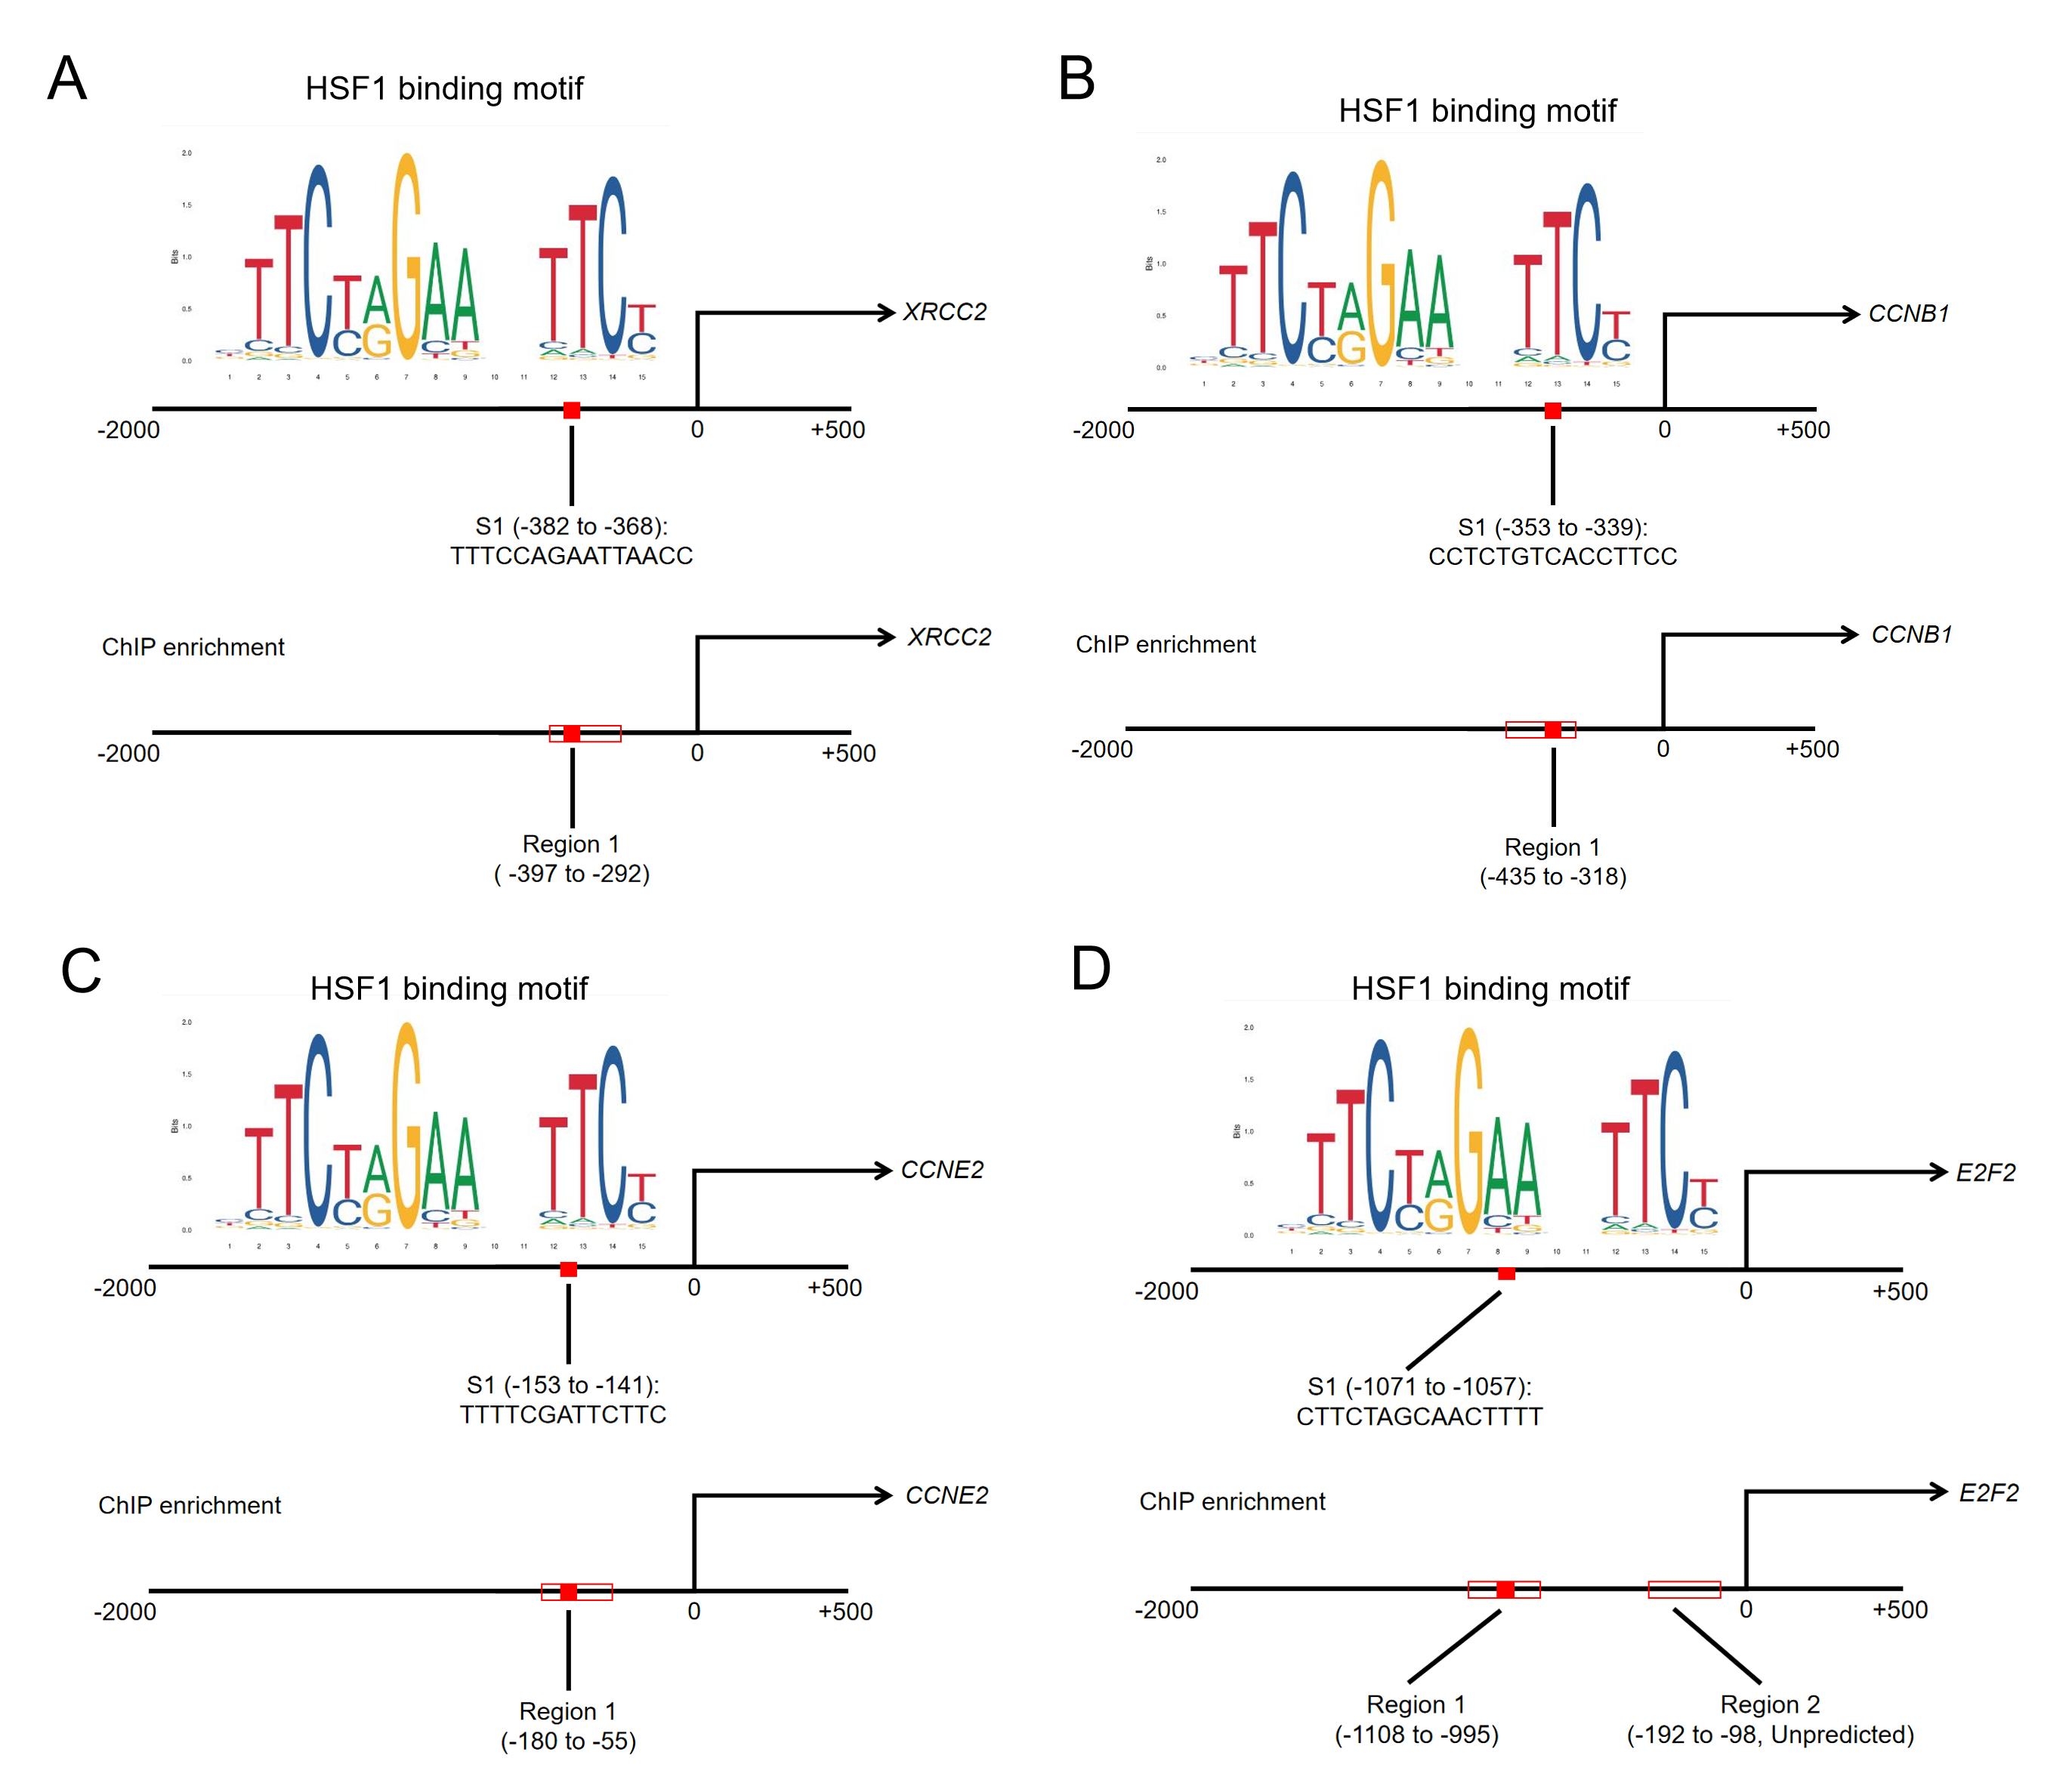

**Figure S10.** Schematic illustration of potential HSF1 targeting sites predicted by JASPAR and chromatin immunoprecipitation (ChIP)-qPCR amplification regions in the XRCC2 (**A**), CCNB1 (**B**), CCNE2 (**C**), and E2F2 (**D**) promoters.

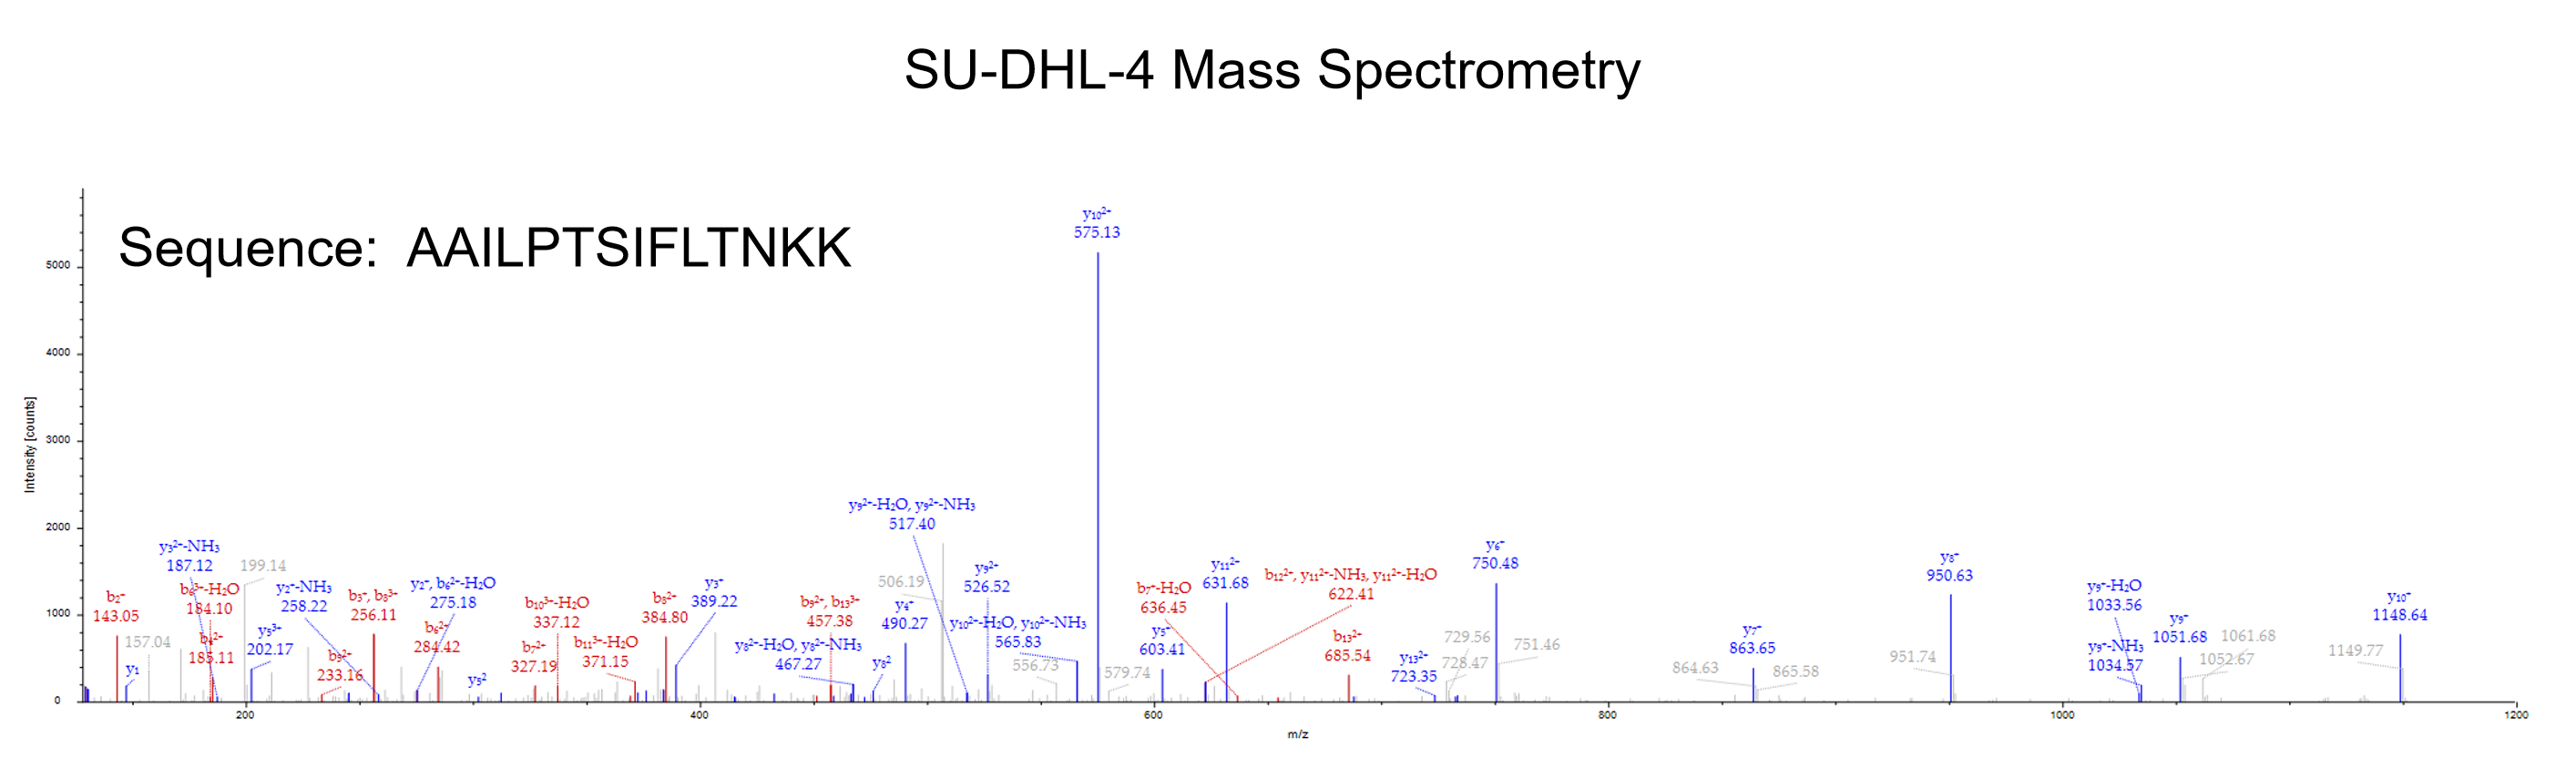

## Figure S11. Mass spectrometry (MS) identification of HSF1-interacting proteins in SU-DHL-4 cells.

**
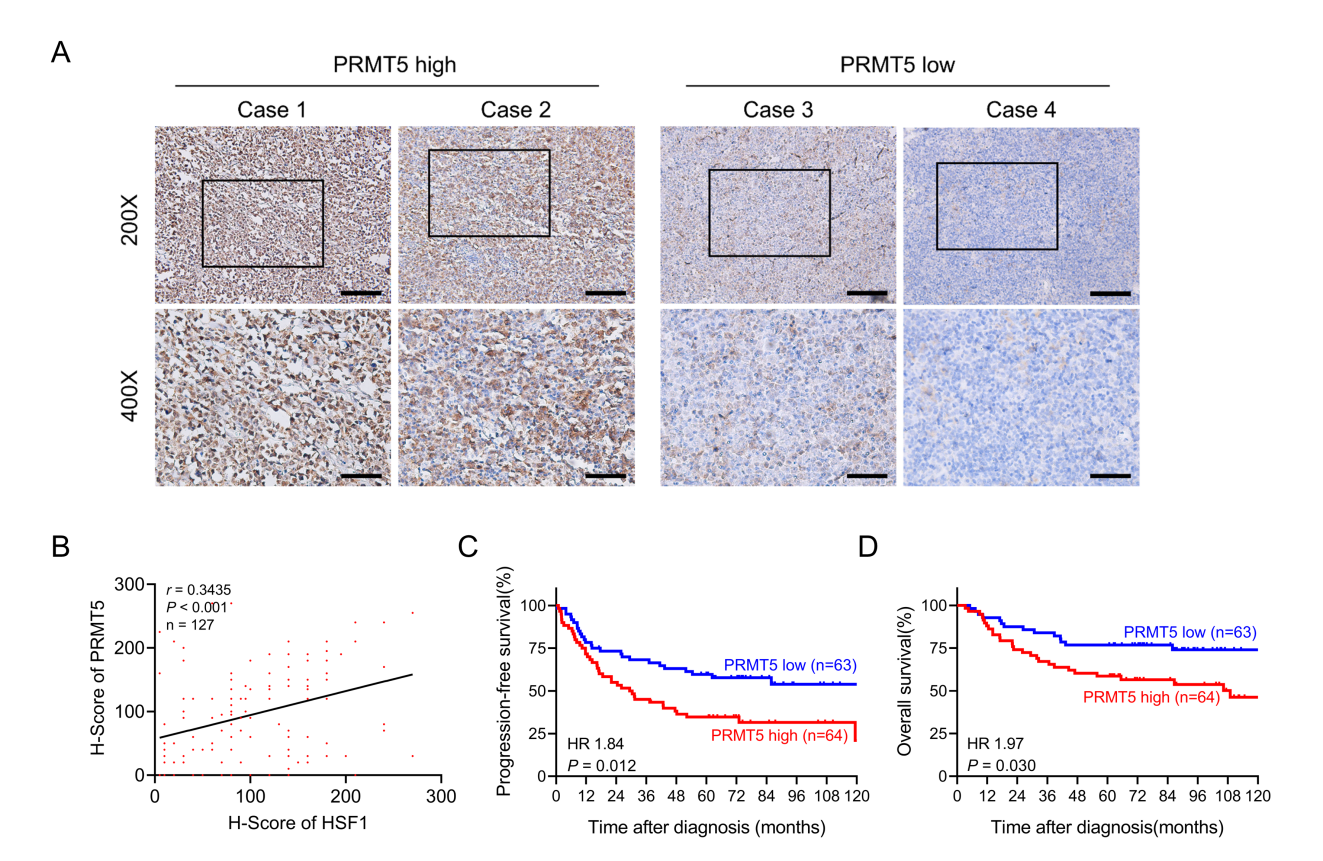
**

**Figure S12. PRMT5 was positively associated with HSF1 expression and poor prognosis in DLBCL patients. A.** Representative images of different PRMT5 expression patterns in DLBCL samples from the SYSUCC patient cohort determined via IHC. **B.** Pearson correlations between the expression of HSF1 and PRMT5 in the SYSUCC patient cohort. **C‒D.** Kaplan‒Meier curves for progression-free survival (C) and overall survival (D) of DLBCL patients with high (H-score ≥ 90) *vs.* low expression of PRMT5 (H-score < 90).

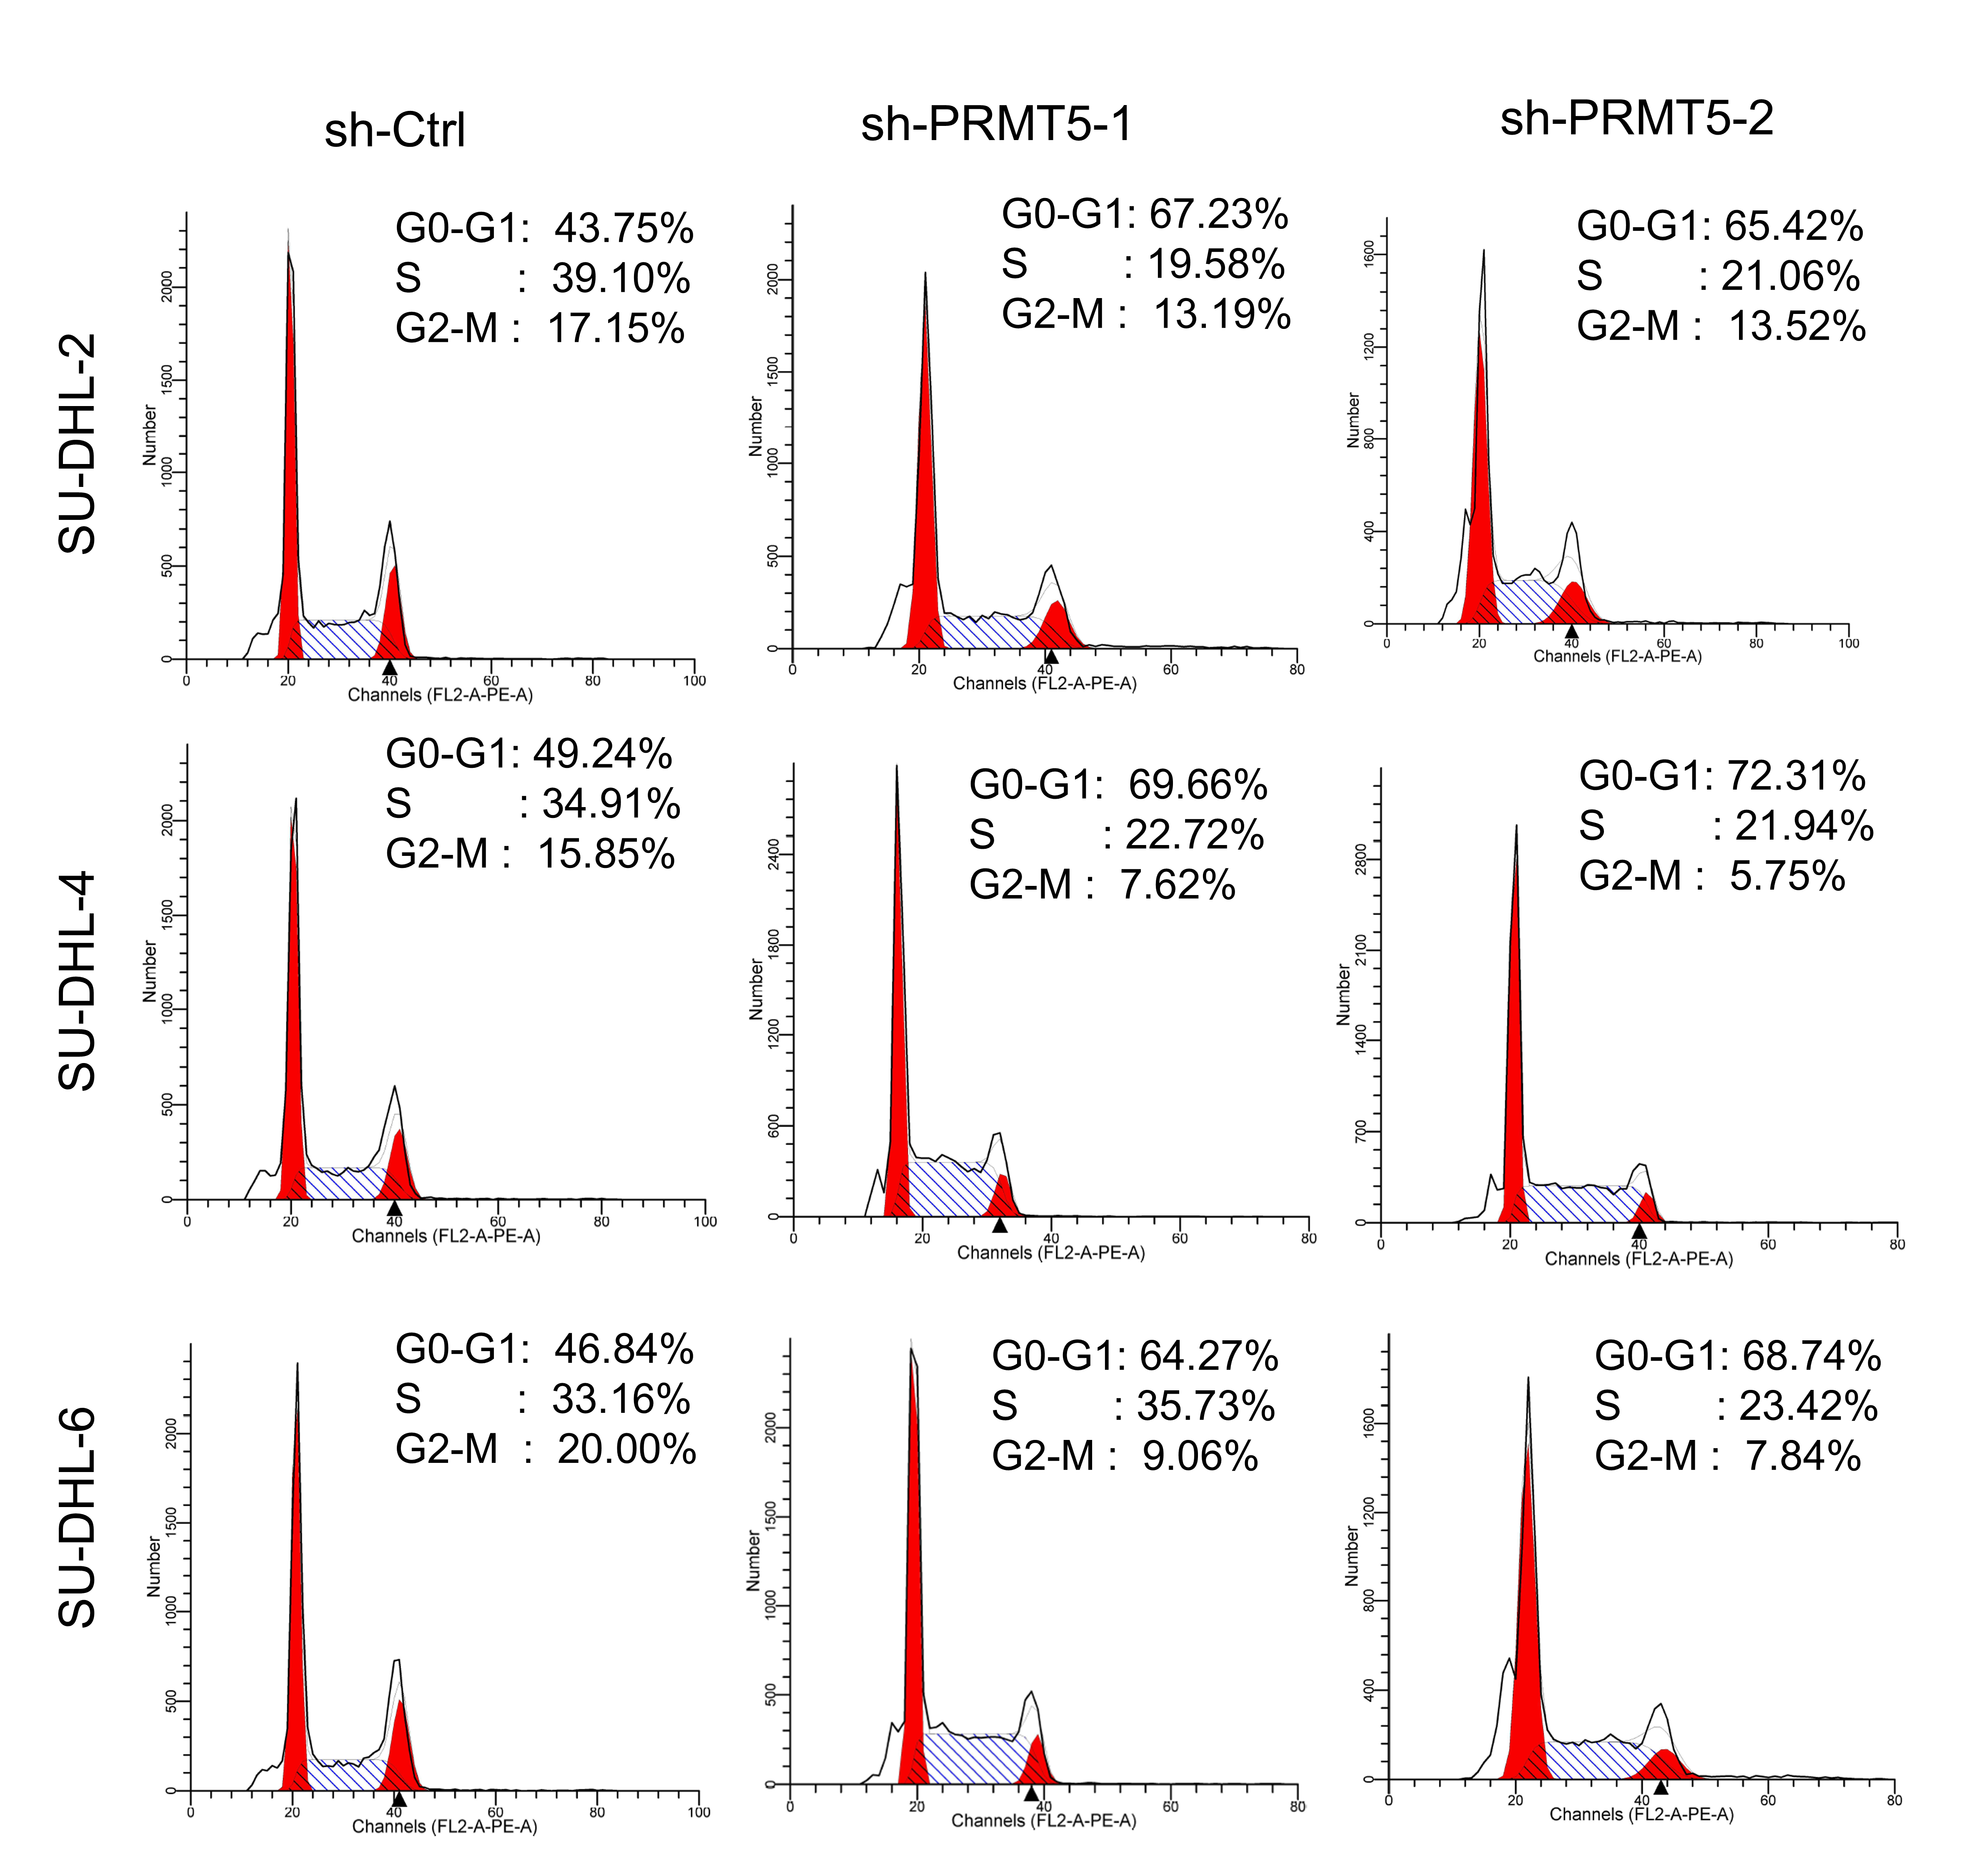

Figure S13. Representative images of the cell cycle in SU-DHL-2, SU-DHL-4 and SU-DHL-6 cells transfected with PRMT5 or Ctrl shRNA, analysed by flow cytometry analysis.

**
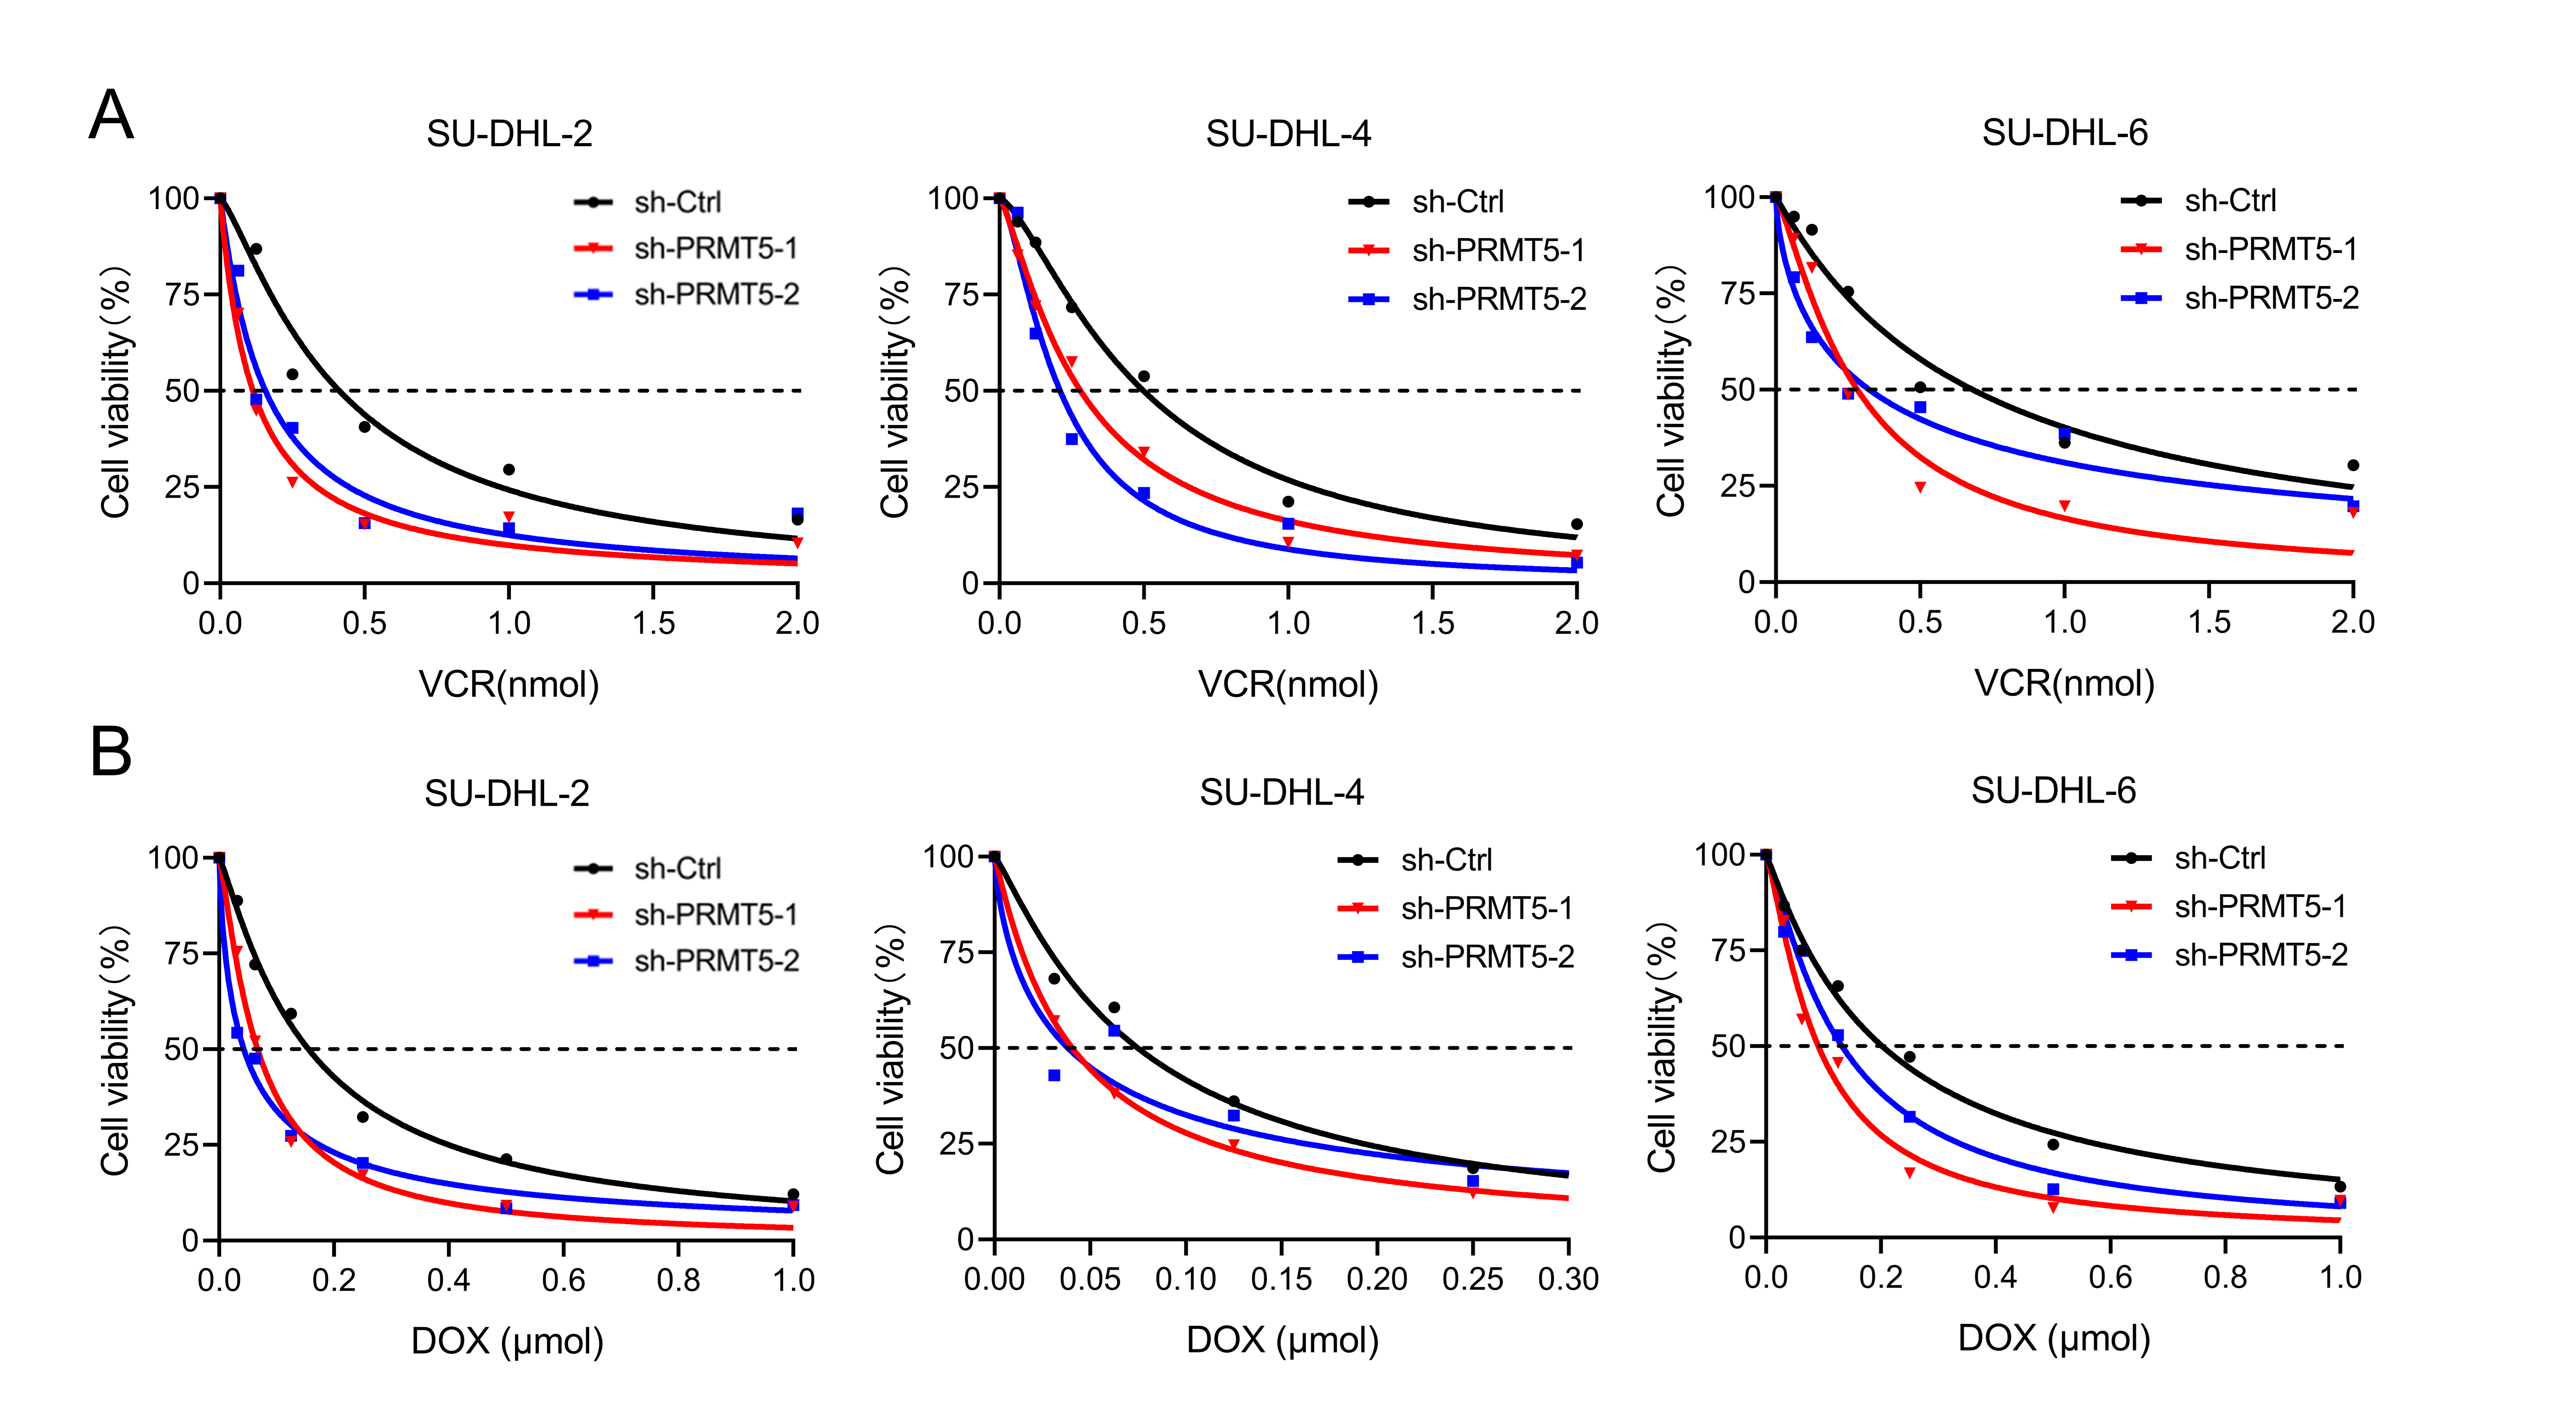
**

Figure S14. PRMT5 knockdown increases the chemosensitivity of DLBCL cells to vincristine and doxorubicin. The viability of SU-DHL-2, SU-DHL-4 and SU-DHL-6 cells with PRMT5 knockdown via shRNA combined with vincristine (**A**) or doxorubicin (**B**), as determined by a CCK8 assay.

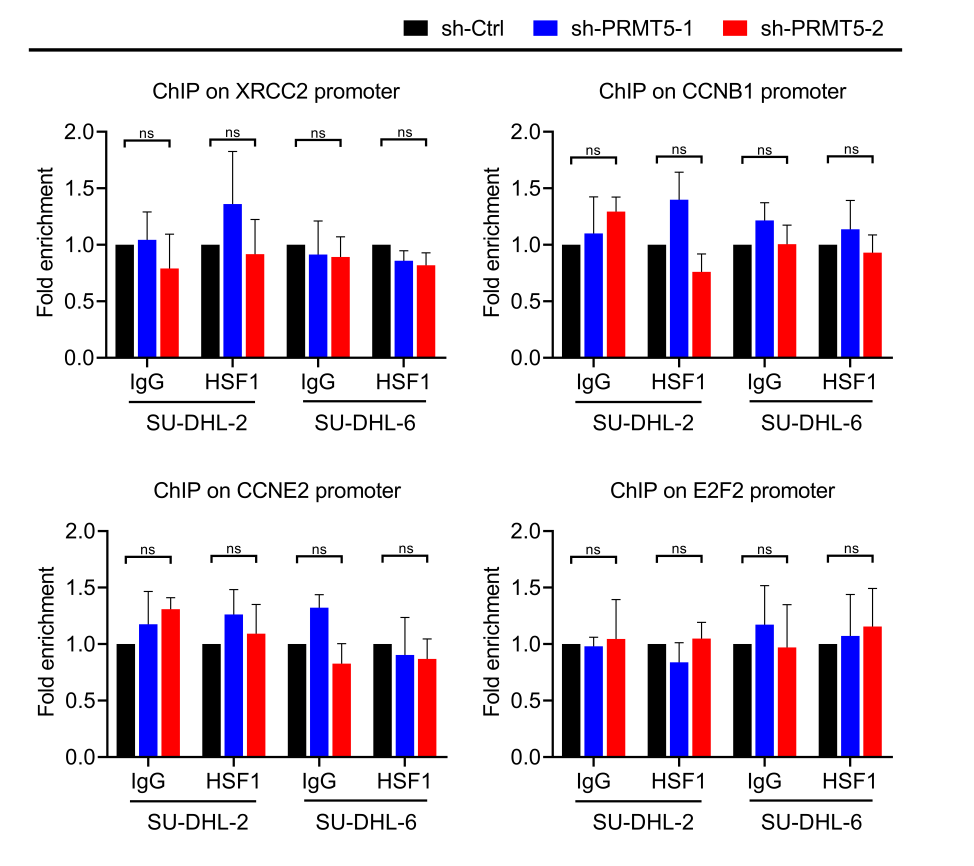

## Figure S15. ChIP analysis of negative control IgG and HSF1 enrichment at the promoters of HSF1 target genes in SU-DHL-2 and SU-DHL-6 cells transfected with PRMT5 or Ctrl shRNA. The error bars represent the standard deviations of three independent experiments. **p* < 0.05; ns, not statistically significant.

# Supplementary material for: Heat shock factor 1 promotes proliferation and chemoresistance in diffuse large B-cell lymphoma by enhancing the cell cycle and DNA repair
**Source:** Cell Death Dis. 2025 Jul 17;16(1):533. doi: 10.1038/s41419-025-07843-2
**Supplement:** Supplementary file 2 — Supplementary tables

**Heat shock factor 1 promotes proliferation and chemoresistance in diffuse large B-cell lymphoma by enhancing the cell cycle and DNA repair**

**Table of Contents**

[Table S1. 1](#_Toc13537)

[Table S2. 2](#_Toc16072)

[Table S3. 3](#_Toc18497)

[Table S4. 4](#_Toc26935)

[Table S5. 4](#_Toc30054)

[Table S6. 6](#_Toc19992)

[Table S7. 6](#_Toc11506)

[Table S8. 7](#_Toc29576)

##

## Table S1. The clinicopathological characteristics of patient cohort from Sun Yat-sen University Cancer Center.

| Variables |  | Number of cases (%) |
| --- | --- | --- |
| Age | Median (years) | 53.5 |
|  | < 60 years | 129 (65.8%) |
|  | ≥ 60 years | 67 (34.2%) |
| Sex | Male | 116 (59.2%) |
|  | Female | 80 (40.8%) |
| ECOG PS | 0-1 | 161 (82.1%) |
|  | ≥ 2 | 35 (17.9%) |
| Elevated LDH | Yes | 121 (61.7%) |
|  | No | 75 (38.3%) |
| Ann Arbor stage | I - II | 69 (35.1%) |
|  | III - IV | 127 (64.9%) |
| Number of extranodal site | 0-1 | 144 (73.4%) |
|  | > 1 | 52 (26.6%) |
| IPI score | 0-2 | 131 (66.8%) |
|  | 3-5 | 65 (33.2%) |
| COO class | Non-GCB | 122 (62.2%) |
|  | GCB | 74 (37.8%) |
| HSF1 | High | 98 (50%) |
|  | Low | 98 (50%) |

ECOG PS, Eastern Cooperative Oncology Group performance status; LDH, lactate dehydrogenase; IPI, International Prognostic Index; COO: cell of origin; GCB, general center B-cell-like; HSF1, heat shock factor 1.

## Table S2. The clinicopathological characteristics of patients from two GEO datasets.

| Variables |  | GSE10846  (n=233) |  | GSE117556  (n=469) |
| --- | --- | --- | --- | --- |
|  |  | Number of cases (%) |  | Number of cases (%) |
| Age (years) | <60  ≥60 | 111 (47.6%)  122 (52.4%) | <60  ≥60 | 150 (32.0%)  319 (68.0%) |
| Sex | Male  Female | 134 (57.5%)  99 (42.5%) | Male  Female | 264 (56.3%)  205 (43.7%) |
| ECOG PS | 0-1  ≥ 2 | 158 (75.2%)  52 (24.8%) | 0-1  ≥ 2 | 417 (88.9%)  52 (11.1%) |
| LDH | ≤ ULN  > ULN | 99 (51.6%)  93 (48.4%) | <500U/L  ≥500U/L | 298 (63.5%)  171 (36.5%) |
| Ann Arbor stage | I-II  III-IV | 105 (46.5%)  121 (53.5%) | I-II  III-IV | 146 (31.3%)  321 (48.7%) |
| Extranodal site | 0-1  ≥ 2 | 174 (85.3%)  30 (14.7%) | Yes  No | 198 (42.2%)  271 (57.8%) |
| IPI score | 0-1  2-3  4-5 | 75 (41.2%)  83 (45.6%)  24 (13.2%) | 0-2  3-5 | 239 (51.0%)  230 (49.0%) |
| COO class | GCB  ABC | 107 (53.5%)  93 (46.5%) | GCB  ABC | 277 (68.2%)  129 (31.8%) |
| HSF1 | High  Low | 156 (67.0%)  77 (33.0%) | High  Low | 319 (68.0%)  150 (32.0%) |

ECOG PS, Eastern Cooperative Oncology Group performance status; LDH, lactate dehydrogenase; ULN, upper limit of normal; IPI, International Prognostic Index; COO: cell of origin; GCB, general center B-cell-like; ABC, activated B cell; HSF1, heat shock factor 1.

## Table S3. Antibodies used in this study.

| **Applification** | **Proteins** | **Vendor** | **Cat**  **number** | **Dilution for**  **usage** |
| --- | --- | --- | --- | --- |
| Western blotting | HSF1 | Abcam | Ab52757 | 1:10000 |
| Western blotting | PRMT5 | Proteintech | 18436-1-AP | 1:1000 |
| Western blotting | Cyclin B1 | CST | #4138 | 1:1000 |
| Western blotting | Cyclin E2 | CST | #4132 | 1:1000 |
| Western blotting | XRCC2 | Proteintech | 20285-1-AP | 1:1000 |
| Western blotting | E2F2 | Abcam | Ab235837 | 1:1000 |
| Western blotting | MCM2 | CST | #4007 | 1:1000 |
| Western blotting | PCNA | Proteintech | 10205-2-AP | 1:10000 |
| Western blotting | p21 | Immunoway | YM8364 | 1:2000 |
| Western blotting | CDK2 | Immunoway | YM8146 | 1:2000 |
| Western blotting | Bcl-2 | Immunoway | YM8319 | 1:2000 |
| Western blotting | Caspase-3 | CST | 14220 | 1:1000 |
| Western blotting | Cleaved Caspase-3 | CST | 9664 | 1:1000 |
| Western blotting | PARP | CST | 9542 | 1:1000 |
| Western blotting | Cleaved PARP | CST | 5625 | 1:1000 |
| Western blotting | GAPDH | Proteintech | 60004-1-Ig | 1:20000 |
| Immunohistochemistry | HSF1 | Abcam | Ab52757 | 1:400 |
| Immunohistochemistry | PRMT5 | CST | 79998S | 1:1000 |
| Immunoprecipitation | HSF1 | CST | #12972 | 1:50 |
| Immunoprecipitation | PRMT5 | Proteintech | 18436-1-AP | 1:50 |
| Immunoprecipitation | IgG | CST | #3900 | 1:500 |
| Chromatin immunoprecipitation | HSF1 | CST | #12972 | 1:50 |
| Chromatin immunoprecipitation | RNA pol II | Abcam | Ab817 | 1:200 |
| Chromatin immunoprecipitation | IgG | CST | #3900 | 1:500 |

##

## Table S4. The shRNA sequences used in this study.

| Primer Name | Sequence 5’-3’ |
| --- | --- |
| sh-Ctrl | CAACAAGATGAAGAGCACCAA |
| sh-HSF1-1 | TAGCCTGCCTGGACAAGAA |
| sh-HSF1-2 | GTGCTGCCCAAGTACTTCA |
| sh-PRMT5-1 | GCTAATTGTGGGAAAGCTT |
| sh-PRMT5-2 | CCAGCAGGCCATCTATAAA |

## Table S5. The primers used in real time qPCR in this study.

| Primer Name | Sequence 5’-3’ |
| --- | --- |
| HSF1 Forward | CAGCTCTGGACCCATCATCTC |
| HSF1 Reverse | GGATAGGGGCCTCTCGTCTAT |
| PRMT5 Forward | CTAGACCGAGTACCAGAAGAGG |
| PRMT5 Reverse | CAGCATACAGCTTTATCCGCCG |
| CDC25A Forward | TCTGGACAGCTCCTCTCGTCAT |
| CDC25A Reverse | ACTTCCAGGTGGAGACTCCTCT |
| CDC45 Forward | TGGATGCTGTCCAAGGACCTGA |
| CDC45 Reverse | CAGGACACCAACATCAGTCACG |
| CHEK1 Forward | GTGTCAGAGTCTCCCAGTGGAT |
| CHEK1 Reverse | GTTCTGGCTGAGAACTGGAGTAC |
| CCNA2 Forward | CTCTACACAGTCACGGGACAAAG |
| CCNA2 Reverse | CTGTGGTGCTTTGAGGTAGGTC |
| CCNB1 Forward | TAAGGCGAAGATCAACATGG |
| CCNB1 Reverse | TTACCAATGTCCCCAAGAGC |
| CCNE2 Forward | CTTACGTCACTGATGGTGCTTGC |
| CCNE2 Reverse | CTTGGAGAAAGAGATTTAGCCAGG |
| MCM2 Forward | TGCCAGCATTGCTCCTTCCATC |
| MCM2 Reverse | AAACTGCGACTTCGCTGTGCCA |
| MCM4 Forward | CTTGCTTCAGCCTTGGCTCCAA |
| MCM4 Reverse | GTCGCCACACAGCAAGATGTTG |
| MCM7 Forward | GCCAAGTCTCAGCTCCTGTCAT |
| MCM7 Reverse | CCTCTAAGGTCAGTTCTCCACTC |
| MCM10 Forward | TCAAGGAACTGATGGACCTGCC |
| MCM10 Reverse | CTCCAACATCCGCTGCTTCTGT |
| RRM2 Forward | CTGGCTCAAGAAACGAGGACTG |
| RRM2 Reverse | CTCTCCTCCGATGGTTTGTGTAC |
| TYMS Forward | GGTGTTTTGGAGGAGTTGCTGTG |
| TYMS Reverse | GGAGAATCCCAGGCTGTCCAAA |
| UNG Forward | CCACACCAAGTCTTCACCTGGA |
| UNG Reverse | CCGTGAGCTTGATTAGGTCCATG |
| FEN1 Forward | ACTAAGCGGCTGGTGAAGGTCA |
| FEN1 Reverse | GCAGCATAGACTTTGCCAGCCT |
| PCNA Forward | CAAGTAATGTCGATAAAGAGGAGG |
| PCNA Reverse | GTGTCACCGTTGAAGAGAGTGG |
| E2F2 Forward | CTCTCTGAGCTTCAAGCACCTG |
| E2F2 Reverse | CTTGACGGCAATCACTGTCTGC |
| XRCC2 Forward | TCTGTTTGCTGATGAAGATTCACC |
| XRCC2 Reverse | CATCGTGCTGTTAGGTGATAAAGC |
| GPADH Forward | CAAGGCTGAGAACGGGAAG |
| GPADH Reverse | TGAAGACGCCAGTGGACTC |

## Table S6. The primers used in ChIP-real time qPCR in this study.

| Primer Name | Sequence 5’-3’ |
| --- | --- |
| E2F2-P Forward | CACCAGGCAAGAAATCAGACC |
| E2F2-P Reverse | ACATTCCTCATCACTCCGGT |
| CCNB1-P Forward | CAGACCACGTGAGAGCCTG |
| CCNB1-P Reverse | ATTTAAACCCCGCACTGCTC |
| XRCC2-P Forward | GCACACCCTATTGCGCATG |
| XRCC2-P Reverse | ACTCTACGGCCAGTCAAACC |
| CCNE2-P Forward | CTTGGGCAAAGCTCCTACAG |
| CCNE2-P Reverse | TTGAGGCCCGGGAAATAGC |
| Negative control F | GTAATCAGGAAACTGCATAC |
| Negative control R | CTCAAGACTCAATAGTGATC |

## Table S7. Univariate and multivariate analyses of PFS in patient cohort from Sun Yat-sen University Cancer Center.

| Variables | PFS | | | | |
| --- | --- | --- | --- | --- | --- |
|  | Univariate | |  | Multivariate | |
|  | HR (95%CI) | *P* |  | HR (95%CI) | *P* |
| Age (years)  ≥60 / <60 | 1.31  (0.87-1.96) | 0.197 |  |  |  |
| Gender  Male / Female | 0.91  (0.61-1.37) | 0.649 |  |  |  |
| ECOG PS  ≥2 / 0-1 | 1.55  (0.75-3.17) | 0.153 |  |  |  |
| Ann Arbor stage  III-IV / I-II | 2.22  (1.37-3.60) | 0.001 |  | 1.55  (0.84-2.85) | 0.158 |
| COO class  non-GCB / GCB | 1.65  (1.04-2.60) | 0.032 |  | 1.42  (0.87-2.33) | 0.162 |
| Serum LDH  Elevated / Normal | 2.05  (1.36-3.10) | 0.001 |  | 1.38  (0.77-2.49) | 0.278 |
| Extranodal involvement  ≥2 / 0-1 | 1.57  (1.01-2.45) | 0.046 |  | 1.78  (0.95-3.36) | 0.073 |
| IPI score  3-5 / 0-2 | 2.28  (1.47-3.54) | <0.001 |  | 2.20  (1.03-4.71) | 0.043 |
| HSF1  High / Low | 1.71  (1.14-2.56) | 0.008 |  | 1.51  (0.95-2.41) | 0.082 |

HR, Hazard ratios; ECOG PS, Eastern Cooperative Oncology Group performance status; LDH, lactate dehydrogenase; COO: cell of origin; GCB, germinal center B-cell-like; IPI, International Prognostic Index; HSF1, heat shock factor 1.

## Table S8. Univariate and multivariate analyses of OS in patient cohort from Sun Yat-sen University Cancer Center.

| Variables | OS | | | | |
| --- | --- | --- | --- | --- | --- |
|  | Univariate | |  | Multivariate | |
|  | HR (95%CI) | *P* |  | HR (95%CI) | *P* |
| Age (years)  ≥60 / <60 | 1.66  (0.99-2.78) | 0.054 |  |  |  |
| Gender  Male / Female | 0.94  (0.56-1.57) | 0.803 |  |  |  |
| ECOG PS  ≥2 / 0-1 | 1.76  (0.73-4.25) | 0.112 |  |  |  |
| Ann Arbor stage  III-IV / I-II | 2.95  (1.52-5.76) | 0.001 |  | 2.00  (0.91-4.42) | 0.085 |
| COO class  non-GCB / GCB | 1.62  (0.89-2.96) | 0.117 |  |  |  |
| Serum LDH  Elevated / Normal | 1.85  (1.10-3.12) | 0.021 |  | 1.28  (0.64-2.55) | 0.490 |
| Extranodal involvement  ≥2 / 0-1 | 1.38  (0.77-2.46) | 0.282 |  |  |  |
| IPI score  3-5 / 0-2 | 2.54  (1.45-4.46) | <0.001 |  | 1.94  (0.90-4.19) | 0.092 |
| HSF1  High / Low | 1.69  (1.01-2.83) | 0.045 |  | 1.26  (0.70-2.27) | 0.436 |

HR, Hazard ratios; ECOG PS, Eastern Cooperative Oncology Group performance status; LDH, lactate dehydrogenase; COO: cell of origin; GCB, germinal center B-cell-like; IPI, International Prognostic Index; HSF1, heat shock factor 1.

How the deposited data were processed for this re-analysis (not part of the article)

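The authors sequenced 1 library per cell line (SU-DHL-2, SU-DHL-6) and treatment, DTHIB at 8 μM for 36 h or its solvent. The authors deposited 1 table per cell line. Its counts are raw read counts per Ensembl gene, and the submitters' processing notes name bcl2fastq 2.19.1, HISAT2 2.1.0 and HTSeq 0.6.1. Genes with fewer than 2 counts over a pair of libraries are absent from its table. The deposited ratio (fold change) of the authors equals counts over library totals, DTHIB over DMSO, with 0.5 in place of a count of 0, and the deposited log2 fold change is its logarithm. The authors also deposited a p-value and an adjusted p-value per gene, and neither the tables, the labels nor the paper's text names the tool that made them. The authors' call of a changed gene equals a p-value and an adjusted p-value under 0.05 with an absolute log2 fold of at least 1, with 0 exceptions among the listed genes. A further 4 columns of normalized values, 1 per library, were not used. The processing notes name hg19 (GRCh37), while 95.6% of the genes found in GENCODE 29 have its start and end on GRCh38, so coordinates are printed as the deposited tables give them and are those of GRCh38. The library kit, the selection of RNA and the strandedness are not given.

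The tables were joined on the Ensembl identifier. They share 20146 genes, and 3367 genes are listed only for SU-DHL-2 and 3074 only for SU-DHL-6. Library totals lay between 26194437 and 28478425 counts. For the comparison across cell lines, counts were fitted with edgeR 4.0.16 (TMM scaling, filterByExpr on treatment, glmQLFit without the robust option, glmQLFTest) with the cell line as a block, and p-values were adjusted by Benjamini and Hochberg over 16597 genes. The cell line pairs the libraries, since DTHIB and DMSO were compared within each line. The fit leaves 1 residual degree of freedom, joined by 6.30 prior degrees of freedom borrowed across genes. Standard errors are the log2 fold divided by the square root of the F statistic. On simulated data with 16208 genes tested and 200 genes changed, the fit recovered 43.9% of genes changed by a log2 fold of 1, 92.5% of those changed by 2 and 98.5% of those changed by 3, and it called 22 of 16008 unchanged genes. The changed genes had a mean count over 50 and the same true fold in both cell lines.

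Within a cell line, CPM were scaled by TMM over its pair of libraries, 1 CPM was added to both values, and genes with at least 1 CPM in either library were counted when the fold was 2 or more. No p-value is given there. Ratios of named genes carry an exact 95% interval (Clopper-Pearson, on the share of a gene's counts that come from the DTHIB library), which covers counting error only, since PCR copies are not independent molecules. A ratio against a DMSO count of 0 is not given. The number of genes shared by both cell lines was set beside the number that independent lists share. The cell lines have separate DMSO libraries.

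The 30 gene lists, the design and most alternatives were fixed before the data were examined. A list was described across cell lines by the number of its members past edgeR's test in each direction, over all genes and over the list alone, and tested against all other genes with camera of limma 3.58.1 on log2 CPM (prior count 2, preset correlation 0.01), adjusted over the lists. On simulated data camera called 3 of 3 shifted lists and 0 of 100 unchanged lists. Genes were drawn independently of each other there, so this does not cover lists whose genes vary together. Within a cell line, the median of a list was placed among 10000 random lists of the same size, matched on mean expression in 10 bins. In 100 simulated lists with no shift, 6 fell outside the central 95%. GO biological process terms of 10 to 500 tested genes were taken from the deposited tables as annotated there, without adding parent terms, and tested by Fisher's exact test (one-sided) against all 16597 genes tested, with adjustment over 1592 terms. KEGG pathways were not tested, since the tables carry orthology terms only.

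The genes named in the text follow a rule. They are the genes that the paper names for these cells, up to 4 members of each list with the smallest p-value in edgeR's test (or, where fewer than 2 members passed, up to 2 with the largest mean fold and at least 10 CPM), the 10 genes with the largest mean rise and the 10 with the largest mean fall among those past the test, 2-fold changed in both cell lines and with at least 10 CPM in each, the 5 largest rises and 5 largest falls in each cell line, and up to 5 genes changed 2-fold in opposite directions. The values of Fig. 6E had been seen before the rule was written. Other genes are named where a count is small or where a list's members are spelled out, after their values were seen.

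The alternatives tried were scaling to library size alone, upper-quartile scaling, the median of expressed genes set to 0, no filter on low counts, a mean count of 50 or more, no cell line block, the robust option of edgeR, limma-voom, DESeq2 1.42.0, other thresholds, other pseudocounts (0.1 and 5 CPM) and fold limits (1.5 and 3), an estimated correlation and fry for the lists, and other gene sets and term sizes for GO. Leaving out a cell line leaves 1 library against 1, so only folds can be given then. Scripts ran in R 4.3.3 and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.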

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

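Set before their results were seen were the tests of RNA without a poly(A) tail and of low counts alone. The tests of scaling and of expression level (stress response), of the whole mitochondrial genome and of rRNA removal, and those at 10 CPM were chosen only after the results were seen. For endoplasmic reticulum stress the spread was brought into the rule, and for scaling of the authors' calls, alone and with low counts, the recount was corrected, after first values had been seen.

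Genes of the integrated stress response rose in both cell lines, 11 of 16 measured, although the paper does not discuss them. Scaling of the libraries is argued against, since the lowest median log2 fold of the list over both cell lines and 3 scalings was 1.45, and so is a rise of all genes at these levels, since the median stood at percentile 100 of expression-matched random lists in both cell lines. Stress of the endoplasmic reticulum, a known trigger, cannot be told apart from other triggers: the median log2 fold of 8 of its chaperones was 0.23 in SU-DHL-2 and -0.77 in SU-DHL-6, while SEL1L, DNAJB9, HERPUD1 and XBP1 rose across both. As a hypothesis, DTHIB at this dose may itself set off the response, through HSF1 or apart from it. No library with another dose or with HSF1 knockdown bears on this, so no biological explanation was tested.

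Mitochondrial rRNA was higher with DTHIB in both cell lines, a class of RNA the paper does not analyse: the log2 fold of MT-RNR2 was 1.72 in SU-DHL-2 and 1.57 in SU-DHL-6 (adjusted p = 0.115 from edgeR), and that of MT-RNR1 across both was 2.03 (standard error 0.34, adjusted p = 0.0247 from edgeR). A rise of the whole mitochondrial genome is argued against. The median log2 fold of its 13 mRNAs was at most -0.16 in either cell line. For a gain of RNA without a poly(A) tail, the test covered small nuclear and nucleolar RNAs. Their median log2 ratio (0.5 added to each count) was -0.49 in SU-DHL-2 and -0.39 in SU-DHL-6, on at most 2728 counts per library. This argues against a gain of these small RNAs. It leaves other RNA without a tail open, since the selection of RNA is not given. Less complete removal of rRNA cannot be told apart, because the summed counts of nuclear rRNA genes were 1.001 times those with DMSO in SU-DHL-2 (0.879 to 1.14) and 1.342 times in SU-DHL-6 (1.18 to 1.53), on at most 640 counts per library. A change in the making or decay of mitochondrial rRNA under DTHIB may be another explanation, which was not tested. Single libraries per condition leave a difference in library preparation open.

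In the authors' deposited tables more genes were called higher than lower, 2808 against 1022 in SU-DHL-2 and 4866 against 1563 in SU-DHL-6, and the paper's text discusses only the lower ones. A cause was to bring the ratio of higher to lower calls to 1.5 or less in both cell lines. Genes of low count alone are argued against as the whole cause, as the lower of the cell lines' ratios was 2.79 without them. So are scaling to library totals alone (1.79 with TMM) and genes under 10 CPM alone (1.584 without them). Each of the last 2 may still be a part. The deposited ratios, 2.748 in SU-DHL-2 and 3.113 in SU-DHL-6, became 2.019 and 1.786 with TMM alone. Without genes under 10 CPM they became 2.32 and 1.584. With low counts removed and TMM together the ratio was 1.399 in SU-DHL-6 and 1.826 in SU-DHL-2, which leaves that pair of causes open. With genes under 10 CPM removed and TMM together it was 0.597 in SU-DHL-6 and 1.26 in SU-DHL-2. The excess may therefore come from scaling and weakly expressed genes together, a hypothesis found and tested on the same data.

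Of 21 heat shock chaperones, 8 fell, and the paper does not report them for these libraries. Of 16 genes of cholesterol synthesis, 11 fell, a group the paper's text does not discuss. Of 15 interferon response genes, 4 rose, ISG20, IRF7, OAS1 and ISG15. Of 17 genes of autophagy and the lysosome, 5 rose, WIPI1, SQSTM1, CTSB, OPTN and GABARAPL1, the last named after its value was seen.

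Some genes went up in 1 cell line and down in the other, each in single libraries, and the differences were not tested. The log2 fold in SU-DHL-2 less that in SU-DHL-6 was 2.715 for CD82, 2.56 for NLRP7 and -2.98 for CDKN1A.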

How the results depend on the processing

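No named gene and no gene list passed its threshold in the opposite direction under any alternative tried, but the balance of falls and rises did turn with scaling. By the rule of size, the 460 genes lower in SU-DHL-2 became 734 with 0.1 CPM added, 295 with 5 CPM, 1734 at 1.5-fold and 69 at 3-fold. The 864 higher became 1347, 347, 2241 and 233, and 479 with at least 10 CPM required. In SU-DHL-6 the 1315 lower became 769 with library size alone, 2995 at 1.5-fold and 420 at 3-fold. The 1366 higher became 2099 with 0.1 CPM, 500 with 5 CPM, 663 at 10 CPM, 2090 with library size alone, 3020 and 405. The 310 lower in both became 188 with library size alone, 1199 and 26, and the 338 higher in both became 556, 129, 174 at 10 CPM, 1068 at 1.5-fold and 76 at 3-fold. The 5 genes with opposite changes became 2 with library size alone, 2 at 10 CPM and 2 with 5 CPM. The counts at other fold limits follow from the limits, and for the rest the cause was not tested. With library size alone the median log2 fold of expressed genes is 0.107 in SU-DHL-2 and 0.223 in SU-DHL-6.

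In edgeR's test across the cell lines, the 637 genes that fell became 407 with upper-quartile scaling, 1352 at an adjusted p under 0.1 and 0 without the cell line (replicate) block. The 594 that rose became 971 with DESeq2, 394 without mitochondrial genes (chosen after seeing the data), 1338 at an adjusted p under 0.1 and 0 without the block, where 809 genes had an unadjusted p under 0.05 in edgeR. Without the block the difference between the cell lines enters the spread. With library size alone, 440 fell and 796 rose (35.6% falls against 51.75%), with a median log2 fold of 0.21 in place of 0.03. All 637 and all 594 were among the 926 and 882 called with no low-count filter. With genes absent from 1 table taken as 0, also chosen after seeing the data, 563 fell and 515 rose. Camera's 14 lower and 4 higher lists became 0 and 0 with an estimated correlation and 0 and 0 with fry. Both alternatives rest on 1 residual degree of freedom, too few to estimate how genes correlate, so they cannot decide. The 105 GO terms became 55 with the authors' shared calls. For the other changes the cause was not tested.

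Of 123 named genes in the test, 99 lost their call without the block, and 3 to 7 changed it under each of the other alternatives. Leaving out a cell line gives a fold without a test, which lay beyond the standard error for 90 genes without SU-DHL-2 and 77 without SU-DHL-6. No named gene past the test changed sign. Depth limits genes of few counts. In simulated data the test found 43.9% of genes changed by a log2 fold of 1. Those genes had a mean count over 50 and equal true folds in both cell lines, so genes of few counts were not covered.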

Differences from the paper's values

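The paper gives 677 genes as downregulated in SU-DHL-2 and states no threshold in its text. The authors' deposited calls hold 1022 lower genes in SU-DHL-2. Of the alternatives set before the data were examined, an adjusted p under 0.01 gave 705 and the genes kept by the low-count filter gave 690, both within 1.5 times the paper's value. Counted by symbol and only where the other cell line was not called lower, the deposited calls give 677 for SU-DHL-2, 1210 for SU-DHL-6 and 340 shared, which equal the paper's 3 numbers. This way of counting was chosen after the paper's numbers and the calls were seen. If the paper counted so, 677 and 1210 leave out the shared genes. The other counts given here for a cell line include them, so closeness to 677 or 1210 then shows neither a match nor a difference. By the rule of size, 460 genes were lower in SU-DHL-2, within 1.5 times the paper's value. With 5 CPM added it was 295, at 10 CPM 380, with library size alone 320, at a limit of 1.5-fold 1734 and at 3-fold 69, all outside it.

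For SU-DHL-6 the paper gives 1210. By the rule of size it was 1315, shared genes included. It was outside 1.5 times the paper's value with library size alone (769), at 1.5-fold (2995) and at 3-fold (420). The same limit on comparing a total with 1210 holds here.

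The paper gives 340 genes as downregulated in both cell lines, where edgeR's test across them gave 637, at thresholds the paper's text does not state. These are unlike measures. The 340 are an overlap of genes lower in each cell line, while edgeR's test asks for a mean change across both, without a fold limit in its main form. Closeness of edgeR's counts to 340 therefore shows neither a match nor a difference. With library size alone it was 440 and with upper-quartile scaling 407, both within 1.5 times the paper's value. Without a low-count filter it was 926, with a mean count of 50 or more 832, with the robust option 547, with limma-voom 920, with DESeq2 899, at an adjusted p under 0.1 it was 1352, with a log2 fold of at least 1 required 521 and without the cell line block 0, all outside it. The shared genes of the rule of size, 310, and of the deposited calls by identifier, 339, lay within 1.5 times the paper's value, but not the rule of size with library size alone (188), at 1.5-fold (1199) or at 3-fold (26).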

Other observations

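Genes outside the paper's groups moved as well, in lists fixed beforehand. All 15 measured interferon response genes had a log2 fold above 0 and 4 rose (8 when adjusted over the list alone). IRF7 went from 6.59 to 24.0 CPM in SU-DHL-2 and from 11.5 to 41.2 CPM in SU-DHL-6, and ISG20 from 5.75 to 29.2 CPM and from 10.7 to 33.6 CPM. Of 17 genes of autophagy and the lysosome, 5 rose and none fell (11 rose and 1 fell over the list alone), with WIPI1 at ratios of 3.54 (3.10 to 4.07) and 4.39 (3.76 to 5.14) and the receptor SQSTM1 at 2.47 (2.34 to 2.61) and 2.57 (2.39 to 2.76). Of 14 genes of the unfolded protein response, 4 rose (5 over the list alone), DNAJB9, SEL1L, XBP1 and HERPUD1. Of 12 genes of the NRF2 response, HMOX1 and SLC7A11 rose (3 over the list alone), HMOX1 with ratios of 4.61 (3.91 to 5.46) and 4.92 (3.67 to 6.73). Of 20 MYC targets and genes of ribosome biogenesis, all had a log2 fold below 0 and 4 fell, NOP16, LDHA, NOP58 and NOP56 (16 over the list alone). Of 16 genes of glycolysis and hypoxia, LDHA, PGK1 and PFKFB3 fell and VEGFA and SLC2A3 rose (10 and 2 over the list alone), with LDHA at 2210 and 720 CPM in SU-DHL-2. Of 20 genes of oxidative phosphorylation, SDHA, COX7B and CYCS fell (3 over the list alone). SDHC, which the paper's discussion names, had a log2 fold change of -0.36 (standard error 0.19, adjusted p = 0.267 from edgeR). PFKFB3 was named after its value was seen.

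Genes of B-cell identity moved little. Of 14 pan-B-cell markers none passed edgeR's test, over all genes or over the list alone. Among the germinal center genes, BCL6, with ratios of 0.624 (0.594 to 0.655) and 0.815 (0.795 to 0.836), did not pass. Of 14 genes of activated B cells and plasma cells, XBP1 and CCND2 rose (3 fell and 3 rose over the list alone). Of 14 targets of NF-kB, BIRC3 fell and TNFAIP3 rose (2 and 1 over the list alone). Of 19 genes of the BCL2 family and apoptosis, PMAIP1 rose and BIRC3 fell (3 and 1 over the list alone). Of 12 replication-dependent histone genes none passed (1 fell and 1 rose over the list alone), but the cell lines differed. In SU-DHL-6 the median of 10 measured members was 2.66 times that with DMSO (percentile 100 of expression-matched random lists), and HIST1H2AC went from 6.73 to 91.1 CPM. In SU-DHL-2 the median of 8 was 0.872 times (percentile 9.16), and HIST1H2AC went from 40.3 to 34.5 CPM. Each line is a single pair of libraries, and the difference was not tested. Of 3 measured metallothionein list genes, MT1F rose (1 over the list alone), of 11 partners of PRMT5 and HSF1, RPA2 fell (7 over the list alone), and both names were given after their values were seen. WDR5 and CD274 (PD-L1), named in the paper's discussion, did not pass, with log2 fold changes of -0.74 (standard error 0.23, adjusted p = 0.0940 from edgeR) and 1.57 (standard error 0.44, adjusted p = 0.0729 from edgeR). CLU was below the filter, with 1 and 9 counts in SU-DHL-2 and 2 and 18 in SU-DHL-6. Of the markers of other cell types, 4 T-cell genes could be measured, of which CD8A rose (3 over the list alone, named after its value was seen), 1 myeloid gene, which did not pass (1 rose over the list alone), and 1 epithelial gene, which did not (0 over the list alone).

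By camera, the adjusted p was 2.7e-05 for the interferon list, 0.0011 for autophagy, 8.2e-09 for MYC targets, 0.0065 for glycolysis, 2.2e-05 for oxidative phosphorylation, 0.0043 for the PRMT5 and HSF1 partners, 0.0488 for T-cell markers and 1.1e-11 for the qRT-PCR panel, which the study chose on these libraries. The other lists of this part did not pass camera's test, their lowest adjusted p being 0.0574, for germinal center genes. With an estimated correlation the lowest adjusted p of any of the 30 lists was 0.601, and with fry it was 0.220, so none passed. Both rest on 1 residual degree of freedom and cannot decide, which leaves the preset correlation unchecked. The median and the test went different ways for NF-kB targets (median log2 fold 0.08, camera down) and epithelial markers (0.11, camera down), and the unfolded protein response had a median of -0.00094 with camera up.

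A GO test of the 594 genes that rose, added after the data were seen, had 6 terms past an adjusted p under 0.05 in Fisher's exact test. Response to endoplasmic reticulum stress held 14 of 58 genes and intrinsic apoptotic signaling in response to it 10 of 28. The others were cell adhesion (21 of 211), type I interferon signaling (8 of 41), chloride transport (6 of 22) and release of sequestered calcium (5 of 16).

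GAPDH, the internal control of the paper's qRT-PCR, had ratios of 0.729 (0.719 to 0.739) in SU-DHL-2 and 0.371 (0.366 to 0.377) in SU-DHL-6, with a log2 fold change of -0.92 across both (standard error 0.38, adjusted p = 0.173 from edgeR). With library size alone its log2 folds were -0.33 and -1.15. ACTB had ratios of 0.775 (0.767 to 0.783) and 0.425 (0.421 to 0.429). CDKN1A, which encodes p21, went from 73.9 to 38.3 CPM in SU-DHL-2 and from 3.32 to 16.8 CPM in SU-DHL-6. BCL2 had a log2 fold change of 0.45 (standard error 0.25) and PARP1 had ratios of 0.861 (0.845 to 0.878) and 0.569 (0.560 to 0.579), and CDKN1A, BCL2, PARP1 and ACTB did not pass edgeR's test across the cell lines.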
